# Comparative genomic and clinicopathological analysis uncovers contrasting molecular profiles of canine and human thyroid carcinomas

**DOI:** 10.1038/s42003-025-09225-y

**Published:** 2025-12-06

**Authors:** Sunetra Das, Samantha N. Schlemmer, Rupa Idate, Susan E. Lana, Daniel P. Regan, Douglas H. Thamm, Dawn L. Duval

**Keywords:** Thyroid cancer, Thyroid cancer, Cancer genomics

## Abstract

Thyroid tumors represent 1–4% of cancers in both dogs and humans. Most canine tumors are follicular (FTC) or medullary carcinomas (MTC), unlike humans, where only 10–15% are FTC and 2% are MTC, with BRAF/NRAS or RET mutations, respectively. Here, we conduct histological and molecular analyses of canine thyroid tumors. Transcriptionally, elevated *ERBB2* expression characterizes FTC tumors, whereas MTC tumors show upregulated *RET* signaling. Elevated HER2 protein-staining and larger tumor size associate with shorter progression-free survival. Recurrent mutations are rarely observed with potential driver variants in *MEN1* (10%), *KRAS* (7%), and *TSHR* (3%), among others. Notably, mutations in DNA repair pathway genes are the most consistently shared across tumors, occurring in 60% of cases. Thus, the genomic profile of canine FTC differs significantly from that of humans, with limited reliance on RAS/RAF signaling for oncogenic progression. Conversely, RET signaling likely underlies tumorigenesis in both canine and human MTC.

## Abstract (web summary)

Comprehensive molecular analysis of canine thyroid cancer (TC) uncovers distinct oncogenic pathways: ERBB2/HER2 activation in follicular TC, and RET signaling in medullary TC, mirroring human TC and highlighting species-specific mechanisms.

## Introduction

Thyroid carcinomas (TC) are endocrine tumors that arise from either thyroid follicular cells (thyrocytes, which produce thyroglobulin, thyroxin, and colloid) or medullary/parafollicular cells (C-cells, which produce calcitonin). Thyroid cancer accounts for 1–4% and 2.2% of all cancer types in dogs and humans, respectively^1^, https://seer.cancer.gov/statfacts/html/thyro.html, and represents the most common type of endocrine cancer in both species^2^. Canine TC can be categorized into two types: follicular TC (FTC) and medullary TC (MTC), accounting for approximately 63.6–87.5% and 12.5–36.4% of cases, respectively^3,4^, with rarely reported poorly differentiated/anaplastic TC. FTCs can be further classified by histologic subtype as follicular (11.9–32.0%), follicular-compact (32.0–58.0%), papillary (3.7–7.1%), or compact/solid (13.6–40.5%) based on the World Health Organization (WHO) scheme^4–8^, the latter of which can be difficult to distinguish from MTC necessitating immunohistochemistry (i.e., thyroglobulin for FTC and calcitonin for MTC)^2,6,8–10^. In humans, the papillary subtype (PTC) is most common (84–90%), followed by FTC and MTC (~4% each) and anaplastic TC (1%)^11^.

The molecular landscapes for several subtypes of human TC have been previously reported^12–16^, while few targeted genetic studies have been reported in dogs.^17–19^ In humans, the most common cancer drivers in PTC are *BRAF* (48%), *NRAS* (7%), and *HRAS* (3%), whereas activating mutations in *RET* or *RAS* drive MTC^12,20^. *RET* fusions have been identified in up to 30% of sporadic PTC and *NTRK* gene fusions in 2–3% of cases^21^. Anaplastic TC have recurrent mutations in *TP53* (58%) and *TERT* (54%)^14,22^. In broad terms, human TC have been categorized as BRAF-like or RAS-like with the BRAF-like tumors exhibiting high levels of MAP kinase pathway activation and typically a papillary pattern, while the RAS-like tumors commonly have a follicular pattern with both MAP kinase and PI3 kinase pathway activation^12^. Although activating mutations in *KRAS* have been identified in a small number of canine TCs^17^, the remainder of these drivers of human TC have not been identified in canine studies to date.

Currently, the clinical treatment of dogs with TC is not defined by cell origin (i.e., FTC vs MTC). The preferred first-line treatment for canine TC is surgical excision, if feasible, with median survival times of greater than 36 months reported in dogs with non-metastatic, well-encapsulated tumors^23–25^. Radiation and adjunctive chemotherapy and/or immunotherapy have also been used with varying clinical benefit in certain patient cohorts^5,26–28^. Clinical findings associated with worse prognosis include tumor volume greater than 20 cm^3^, bilateral tumors, and presence of tumor vascular invasion. Up to 38% of dogs have metastasis at the time of diagnosis^26^, and these dogs may experience shorter survival^29^. The five-year survival rate of human patients with either MTC, FTC, or PTC is relatively good, 90 to 99%, (https://seer.cancer.gov/statfacts/html/thyro.html); however, anaplastic TC is highly aggressive with a one-year survival rate of 35%^30^. Molecularly targeted agents, including multi-targeted tyrosine kinase inhibitors or RET, TRK, or ALK kinase inhibitors in fusion-positive tumors, have also been utilized in human TC^31^. In contrast, molecular characterization is currently lacking to aid in the diagnosis, prognosis, and targeted treatment of canine TC.

This study documents a comparative analysis of the genomes and transcriptomes of canine and human TC. Pathological exploration of 60 canine TC tumors identified 54 FTC and 6 MTC, of which 30 tumors (25 FTC, 5 MTC) were sequenced via next-generation sequencing (NGS) technologies. In accordance with previous studies, larger tumor size at diagnosis correlated with shorter progression free intervals (PFI), although many dogs in this cohort demonstrated prolonged survival (>60 months). The mutational profiles revealed limited homology to human thyroid tumors. Transcriptomic analysis identified activation of *RET* signaling in MTC and *ERBB2* signaling in FTC tumors, with increased HER2 gene and protein expression associated with shorter PFI. The mutational landscape of canine TC shows a heterogenous population of somatic variants and, unlike human TC, lacks recurrently mutated driver genes. The commonality across these tumors lay in uncovering DNA repair pathway genes mutated in 60% of the tumors analyzed.

## Results

### Clinicopathologic data

Sixty dogs were included in this study, of which survival data were available in 53 cases and sequencing data (WES and RNAseq, *n* = 27, or RNAseq only, *n* = 3) in 30 cases (Supplementary Data 1). Clinical and histopathologic data for these animals are summarized in Tables 1 and 2, respectively. This cohort included 90% FTC and 10% MTC based on calcitonin expression. A single MTC (TC1020) had very faint calcitonin immunoreactivity on IHC, which was initially characterized as “negative” when reviewed by blinded pathologists but was later determined to be MTC based on high calcitonin transcript expression.

**Table 1:** Clinical data from 60 canine thyroid carcinomas (TC), which are also separated into putative follicular and medullary tumors (FTC and MTC, respectively) based on calcitonin expression (see Table 2) for comparisons based on tumor cell origin

	TC, n = 60	FTC, n = 54	MTC, n = 6	FTC vs MTC^a^
Age (y)				
Median (range)	10.21 (5.38–15.49)	10.39 (5.38–15.49)	8.78 (7.62–11.09)	*p* = 0.138
Breed				
Australian heeler	1 (1.7%)	1 (1.9%)	–	*p* = 0.536
Beagle	6 (10.1%)	5 (9.3%)	1 (16.7%)	
Border collie	2 (3.3%)	2 (3.7%)	–	
Dachshund	2 (3.3%)	2 (3.7%)	–	
English shepherd	1 (1.7%)	1 (1.9%)	–	
German shepherd	2 (3.3%)	2 (3.7%)	–	
German shorthaired pointer	3 (5.0%)	3 (5.6%)	–	
Golden retriever	6 (10.0%)	5 (9.3%)	1 (16.7%)	
Husky	1 (1.7%)	1 (1.9%)	–	
Labrador retriever	12 (20.0%)	11 (20.4%)	1 (16.7%)	
Malamute	1 (1.7%)	1 (1.9%)	–	
Miniature schnauzer	1 (1.7%)	1 (1.9%)	–	
Mixed breed	16 (26.7%)	14 (25.9%)	2 (33.3%)	
Portuguese water dog	1 (1.7%)	1 (1.9%)	–	
Rottweiler	1 (1.7%)	–	1 (16.7%)	
Shetland sheepdog	1 (1.7%)	1 (1.9%)	–	
Weimaraner	1 (1.7%)	1 (1.9%)	–	
Whippet	1 (1.7%)	1 (1.9%)	–	
Wirehaired pointing griffon	1 (1.7%)	1(1.9%)	–	
Sex				
Intact Female	1 (1.7%)	–	1 (16.7%)	*p* = 0.194
Spayed Female	29 (48.3%)	25 (46.3%)	4 (66.7%)	
Intact Male	4 (6.7%)	4 (7.4%)	–	
Neutered Male	26 (43.3%)	25 (46.3%)	1 (16.7%)	
Weight (kg)				
Median (range)	27.30 (7.5–57.0)	25.95 (7.5–57.0)	31.10 (16.38–36.50)	*p* = 0.218
Tumor localization				
Right	21 (35.0%)	17 (31.5%)	4 (66.7%)	*p* = 0.086
Left	21 (35.0%)	19 (35.2%)	2 (33.3%)	
Bilateral	10 (16.7%)	10 (18.5%)	–	
Ectopic	6 (10.0%)	6 (11.1%)	–	
Unavailable	2 (3.3%)	2 (3.7%)	–	
Tumor diameter (largest; cm)				
Median (range)	4.25 (2.5–17.0)	4.25 (2.5–17.0)	4.95 (3.0–8.5)	*p* = 0.717
Thyroid hormone status				
Hypothyroid	11 (18.3%)	10 (18.5%)	1 (16.7%)	*p* = 0.705
Euthyroid	24 (40.0%)	21 (38.9%)	3 (50.0%)	
Hyperthyroid	8 (13.3%)	8 (14.8%)	–	
Unavailable	17 (28.3%)	15 (27.8%)	2 (33.3%)	
Metastasis at diagnosis				
Absent	46 (76.7%)	43 (79.6%)	3 (50.0%)	*p* = 0.605
Present	13 (21.7%)	10 (18.5%)	3 (50.0%)	
Unknown	1 (1.6%)	1 (1.9%)	–	
PFI (d)				
Median (range)	1837 (126–1892)	1837 (126–1892)	ND (38–1176)	*p* = 0.253
ST (d)				
Median (range)	1892 (0–3138)	1892 (0–3138)	ND (38–1176)	*p* = 0.669

^a^Mann–Whitney U test for all parameters but progression/survival times, which were determined by Kaplan–Meier curve and log-rank test.

*p < 0.05 considered statistically significant.

*PFI* progression free interval, *ST* survival time, *ND* not defined.

**Table 2:** Histopathological data from 60 canine thyroid carcinomas (TC), which are also separated into putative follicular and medullary tumors (FTC and MTC, respectively) based on calcitonin expression (IHC and/or transcriptomic) for comparisons based on tumor cell origin

	TC, n = 60	FTC, n = 54	MTC, n = 6	FTC vs MTC^a^
Histologic pattern				
Follicular	24 (40.0%)	24 (44.4%)	–	*p* = 0.0015*
Follicular-compact	26 (43.3%)	24 (44.4%)	2 (33.3%)	
Compact	10 (16.7%)	6 (11.1%)	4 (66.7%)	
Tumor differentiation				
Well	20 (33.3%)	20 (37.0%)	–	*p* = 0.0015*
Moderate	32 (53.3%)	30 (55.6%)	2 (33.3%)	
Poor	8 (13.3%)	4 (7.4%)	4 (66.7%)	
Nuclear atypia				
Mild	34 (56.7%)	33 (61.1%)	1 (16.7%)	*p* = 0.062
Moderate	21 (35.0%)	17 (31.5%)	4 (66.7%)	
Marked	5 (8.3%)	4 (7.4%)	1 (16.7%)	
Invasion/infiltration (microscopic)				
Absent	–	–	–	*p* > 0.999
Present	60 (100%)	54 (100%)	6 (100%)	
Tumor emboli (microscopic)				
Absent	28 (46.7%)	25 (46.3%)	3 (50.0%)	*p* > 0.999
Present	32 (53.3%)	29 (53.7%)	3 (50.0%)	
Necrosis (microscopic)				
Absent	21 (35.0%)	17 (31.5%)	4 (66.7%)	*p* = 0.171
Present	39 (65.0%)	37 (68.5%)	2 (33.3%)	
Hemorrhage (microscopic)				
Absent	14 (23.0%)	11 (20.4%)	2 (33.3%)	*p* = 0.602
Present	47 (77.0%)	43 (79.6%)	4 (66.7%)	
Mineral/bone (microscopic)				
Absent	49 (81.7%)	44 (81.5%)	6 (100%)	*p* = 0.577
Present	11 (18.3%)	10 (18.5%)	–	
Calcitonin IHC				
Negative	55 (91.7%)	54 (100%)	1 (16.7%)	*p* < 0.0001*
Positive	5 (8.3%)	–	5 (83.3%)	
HER2 IHC Score (ASCO-CAP)^34,35^				
0, negative	13 (21.7%)	8 (14.8%)	5 (83.3%)	*p* = 0.0007*
1, negative	21 (35.0%)	20 (37.0%)	1 (16.7%)	
2, equivocal	15 (25.0%)	15 (27.8%)	–	
3, positive	11 (18.3%)	11 (20.4%)	–	
HER2 IHC Score (Peña)^36^				
0, negative	13 (21.7%)	8 (14.8%)	5 (83.3%)	*p* = 0.0007*
1, negative	21 (35.0%)	20 (37.0%)	1 (16.7%)	
2, equivocal	19 (31.7%)	19 (35.2%)	–	
3, positive	7 (11.7%)	7 (13.0%)	–	

^a^Mann–Whitney U test for all parameters.

*p < 0.05 considered statistically significant.

Clinical data were not statistically different between FTC and MTC (Table 1). Thyroid tumors were predominantly unilateral (70%) without a lobe predilection, although no MTC were present in bilateral nor ectopic locations. Approximately 15% of FTC were functional indicated by an increased serum total T4. No dogs with MTC were documented as hyperthyroid but thyroid hormone testing was unavailable in 2 cases. Affected dogs were typically medium to large breeds, over 7 years old, with no sex predilection. The Labrador retriever was the most frequently reported pure breed (*n* = 12), with beagles and golden retrievers also commonly affected with FTC. At diagnosis, 21% of dogs with TC had metastasis. Although MTC had numerically increased metastasis at diagnosis, the incidence was not significantly different compared to FTC. FTC metastases were found in regional lymph nodes (*n* = 8) and lung (*n* = 2), while all MTC metastases were noted in regional lymph nodes (*n* = 3).

Tumor histologic pattern and subjective tumor differentiation were statistically different between FTC and MTC (Mann-Whitney, *p* = 0.0015), with MTC tumors frequently displaying compact/solid pattern and poor differentiation. FTCs were most commonly follicular or follicular-compact (both 44.4%) patterns, with rare tumors displaying compact (11.1%) arrangements. Other routine histologic assessments (subjective nuclear atypia and the presence of microscopic tumor emboli, necrosis, hemorrhage, or mineral/bone) were not statistically different between FTC and MTC; although, no MTC contained mineral/bone. Microscopic invasion was noted in 100% and tumor emboli were appreciated histologically in 53% of all TC in this cohort, and many tumors contained hemorrhage and necrosis.

### RNASeq and whole exome sequencing analysis

#### Transcriptomic analysis identifies two discrete clusters of canine TC

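RNA from 30 canine TC, 25 FTC and 5 MTC, was sequenced as paired-end reads from total RNA libraries depleted of ribosomal RNA. The authors mapped the reads to CanFam3.1 with STAR and deposited the number of reads counted on each Ensembl gene in each tumor, without normalization. Of these genes, 15780 carried a gene symbol and 14644 did not. Between 12288945 and 45148677 reads per tumor were counted on genes in FTC (median 25500070), and between 24078138 and 29147072 in MTC (median 26331347). The paper's reported depth is 51.9 M to 116.3 M paired-end reads per sample, and the values here use the counts on genes. The 10 genes with the most counts took 15.6% to 40.2% of the counts of a tumor in FTC and 19.8% to 40.3% in MTC. At least 10 counts were found for 13515 to 17170 genes in FTC and for 15878 to 17482 genes in MTC. Each count was divided by the tumor's median-of-ratios size factor, which was taken over the 15611 genes with a count in every tumor. The size factor ranged from 0.279 (TC538) to 1.62 in FTC and from 0.781 to 1.17 in MTC. Expression levels are given as log2 of the normalized count plus 1. A difference in mean level between FTC and MTC was tested with a two-sided exact permutation test over all 142506 splits of the 30 tumors. The paper's text does not name the strand setting of the counting, so counts of genes that overlap on opposite strands are uncertain. The sample labels give no sequencing date or batch, so no comparison within batches was made. The normal canine thyroid samples of another project were not used here.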

The Uniform Manifold Approximation and Projection (UMAP)^32^ analysis of 30 canine TC and 5 normal canine thyroid tissues showed two distinct clusters of TC (T1/FTC, *n* = 25 and T2/MTC, *n* = 5) and one cluster of normal samples (Fig. 1A). Most follicular and follicular-compact (96%) pattern tumors were grouped in the T1/FTC cluster, except for TC22 (compact). 

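The pathologists' assignment gave 10 follicular, 14 follicular-compact and 1 compact tumor (TC22) among the 25 FTC. UMAP was not repeated. In its place, hierarchical clustering (Ward linkage) was run on the 764 genes with a mean level above 2 and a variance above 6. All 25 FTC, TC22 included, lay on one of its 2 main branches and the 5 MTC on the other. The alternative that changed the gene set most, a pseudocount of 8 in place of 1, left 279 genes and again placed 30 of 30 tumors on the branch of their group. On the first principal component of the 764 genes, which held 37.4% of their variance, TC22 had a score of -7.23, within the range of the other FTC.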

The other 4 compact tumors were grouped in the T2/MTC cluster along with a single follicular-compact tumor (TC1936) (Fig. 1B). 

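On that component, TC1936 had a score of 97.6. The 4 compact MTC lay between 95.5 and 121, and the 25 FTC between -40.0 and 16.0, so that no FTC overlapped an MTC. The second component held 7.12% of the variance, and on it TC1088 had a score of -81.3. From the position of the tumors and their histologic patterns, the paper states that the molecular clusters and the histopathologic classes are concordant (Fig. 1A).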

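*CALCA* (ENSCAFG00000008562) had a level of 15.89 ± 5.09 (SD, n = 5) in MTC and 6.63 ± 3.37 (SD, n = 25) in FTC. The difference, FTC minus MTC, was -9.26 (exact permutation test, p = 9.82e-05). Leaving out TC2289 moved this difference most, to -11.50. *CALCB* (ENSCAFG00000008546) had a level of 11.78 ± 2.88 (SD, n = 5) in MTC and 1.45 ± 2.22 (SD, n = 25) in FTC, a difference of -10.33 (exact permutation test, p = 1.4e-05). Reads of these paralogs could have been split between them or other members of their family by the counting, so the value of each is uncertain to that extent. In edgeR's quasi-likelihood test of 24 FTC against 5 MTC, without TC1088, the log2 fold change was -8.47 for *CALCA* (standard error 1.17, Benjamini-Hochberg adjusted p = 1.38e-06). For *CALCB* it was -9.20 (standard error 1.23, adjusted p = 7.94e-07 from the same edgeR test). With each MTC left out in turn, the log2 fold change ranged from -8.83 to -7.99 for *CALCA* and from -9.50 to -7.52 for *CALCB*.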

The T2/MTC cluster samples demonstrated high calcitonin expression at both the transcript and protein levels (Fig. 1B, Table 2). Hierarchical clustering based on gene expression of *CALCA*, *CALCB* and a key thyroid-specific transcription factor (*NKX2-1/TTF-1)* grouped the 4 calcitonin IHC-positive tumors along with histologically compact tumors and the remaining tumors with moderate to low expression of these three markers were clustered together, except for TC1088 which lacked *NKX2-1* expression.

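*NKX2-1* was not analysed here, and the clustering (complete linkage on z-scored levels) was run on *CALCA* and *CALCB* alone. One branch held 4 MTC, TC1020, TC1473, TC1601 and TC1936. The other held the 25 FTC and TC2289, an MTC with calcitonin IHC positivity. TC2289 had 277 counts of *CALCB*, a level of 8.48. Among FTC, the level of *CALCA* was highest in TC22, at 12.90 (10889 counts), followed by TC812 at 11.94 (4296 counts) and TC1213 at 10.89 (2379 counts).

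**Figure D1:**
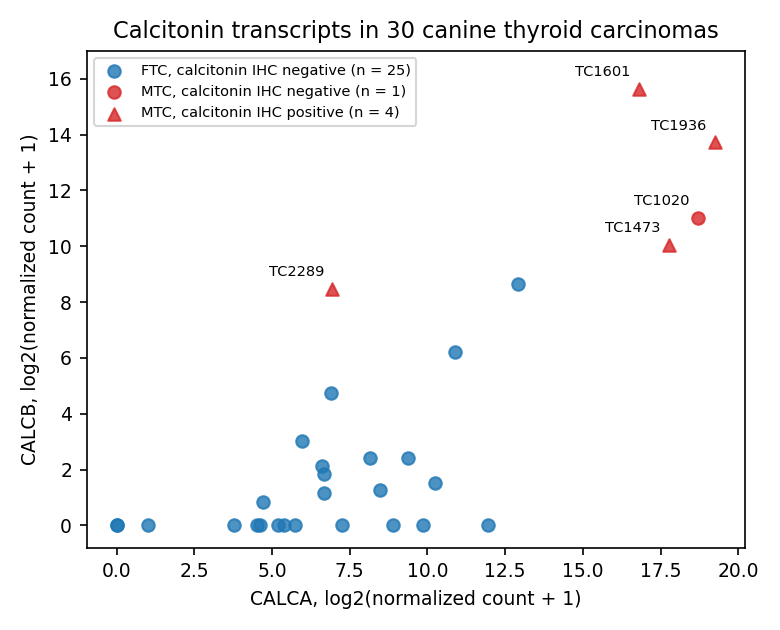
Expression level of *CALCB* against that of *CALCA*, both as log2 of the normalized count plus 1, with 1 point per tumor. Triangles mark calcitonin IHC-positive tumors and the 5 MTC are labelled. TC2289 lies at a *CALCA* level of 6.94, far to the left of the other 4 MTC.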

**Fig. 1:**
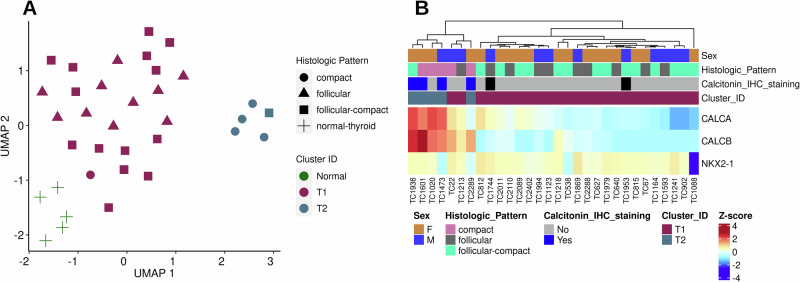
Defining clusters of canine thyroid carcinoma. **A** A set of 1013 genes with highly variable expression levels across thyroid tumor and normal samples were used for UMAP clustering. Each point represents an individual sample positioned in a two-dimensional space according to its transcriptomic profile. Samples are colored by their cluster ID and shaped by the histologic pattern defined by the pathologist, illustrating concordance between molecular clustering and histopathologic classification. **B** Heatmap of thyroid cell type markers: calcitonin A and B (*CALCA* and *CALCB)* and *NKX2-1* transcripts. The samples with high calcitonin transcript levels also had positive calcitonin IHC staining with exception of TC1020 sample. The loss of thyroid-related transcription factor (NKX2-1) transcript was observed in TC1088 sample.

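*CALCA* was counted 439003 times in TC1020, the IHC-negative MTC, a level of 18.70. In 3 of the 4 IHC-positive MTC the level was 17.78 (TC1473), 16.80 (TC1601) and 19.24 (TC1936). TC2289, which was also IHC positive, had 95 counts of *CALCA*. The 25 FTC were IHC negative. For TC1020, the paper proposes intratumor heterogeneity, because different pieces of the tumor were used for IHC and for genomic analyses.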

#### Thyroid differentiation score correlates with tumor pathology and signaling genes

Thyroid Differentiation Score (TDS), calculated using expression data of 16 thyroid-specific metabolic and functional genes^12^, showed that low TDS was associated with MTC tumors and high TDS with FTC tumors in dogs (Fig. 2A), except TC1088 which had very low TDS due to the loss of *NKX2-1*. Furthermore, there was a significant association of low to high TDS values with “poor,” “moderate,” and “well” tumor histopathological differentiation categories (Kruskal-Wallis, *p* = 0.01, Fig. 2B).

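The score was computed over 14 of the 16 genes, without *NKX2-1* and *FOXE1*, which were not analysed here, as the mean of each gene's level minus its median over the 30 tumors. It was -0.12 ± 1.54 (SD, n = 25) in FTC and -3.86 ± 2.10 (SD, n = 5) in MTC, a difference of 3.74 (exact permutation test, p = 0.000596). With each gene scaled to unit variance, and the score thus in SD units, the difference was 0.99 (exact permutation test, p = 0.000856). On the log2 scale it ranged from 3.14 to 4.44 with each MTC left out in turn, and leaving out TC1601 moved it most. Among MTC the score ranged from -6.26 to -1.06, and the highest was that of TC1601. TC1088 had a score of -5.72, and the next lowest FTC was TC812 at -1.83. Without TC1088 the FTC had a mean of 0.11 ± 1.03 (SD, n = 24). TC1088 had 1 count of *TSHR* and 12 counts of *TG*. Its *PAX8* level was 6.87, against 13.60 ± 0.80 (SD, n = 24) in the other FTC. *THRB*, *THRA* and *DIO2* were above the mean of the other FTC in TC1088.

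**Figure D2:**
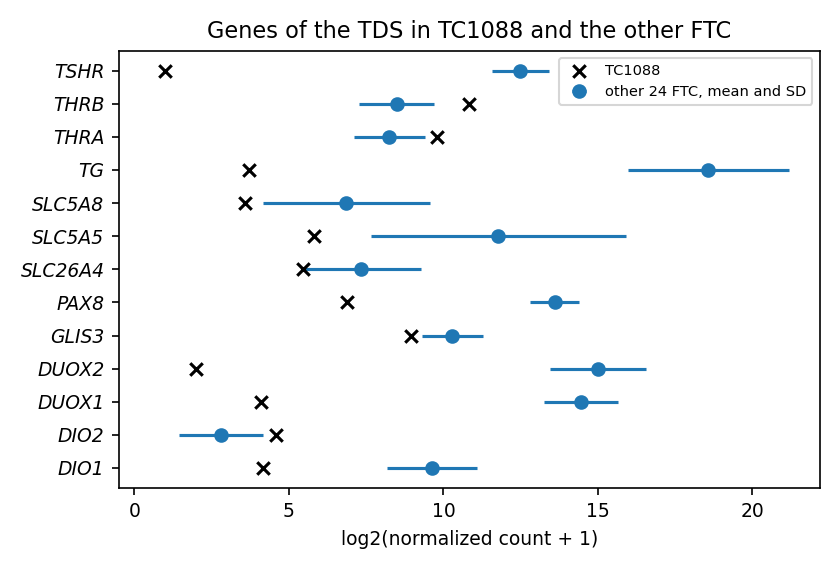
Expression level, as log2 of the normalized count plus 1, of genes of the score. Points with bars are the mean and SD of 24 FTC and crosses are TC1088, which lies below the mean for *TSHR*, *PAX8*, *TG*, *DUOX1* and *DUOX2* and above it for *THRB*, *THRA* and *DIO2*.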

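The mean score was -4.17 ± 2.29 (SD, n = 4) in poorly, -0.60 ± 1.76 (SD, n = 16) in moderately and 0.41 ± 1.07 (SD, n = 10) in well differentiated tumors. The Kruskal-Wallis statistic was 9.5 (permutation test, p = 0.00441). The 4 poorly differentiated tumors were all MTC, and the moderate category held 15 FTC and TC1936. Within FTC alone the statistic was 2.08 (permutation test, p = 0.159). The FTC means were -0.47 ± 1.74 (SD, n = 15) in the moderate category and 0.87 higher in the well differentiated category (permutation test, p = 0.172). From its association with the tumor groups and with differentiation, the paper proposes TDS as an assay for subtyping canine TC.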

**Fig. 2:**
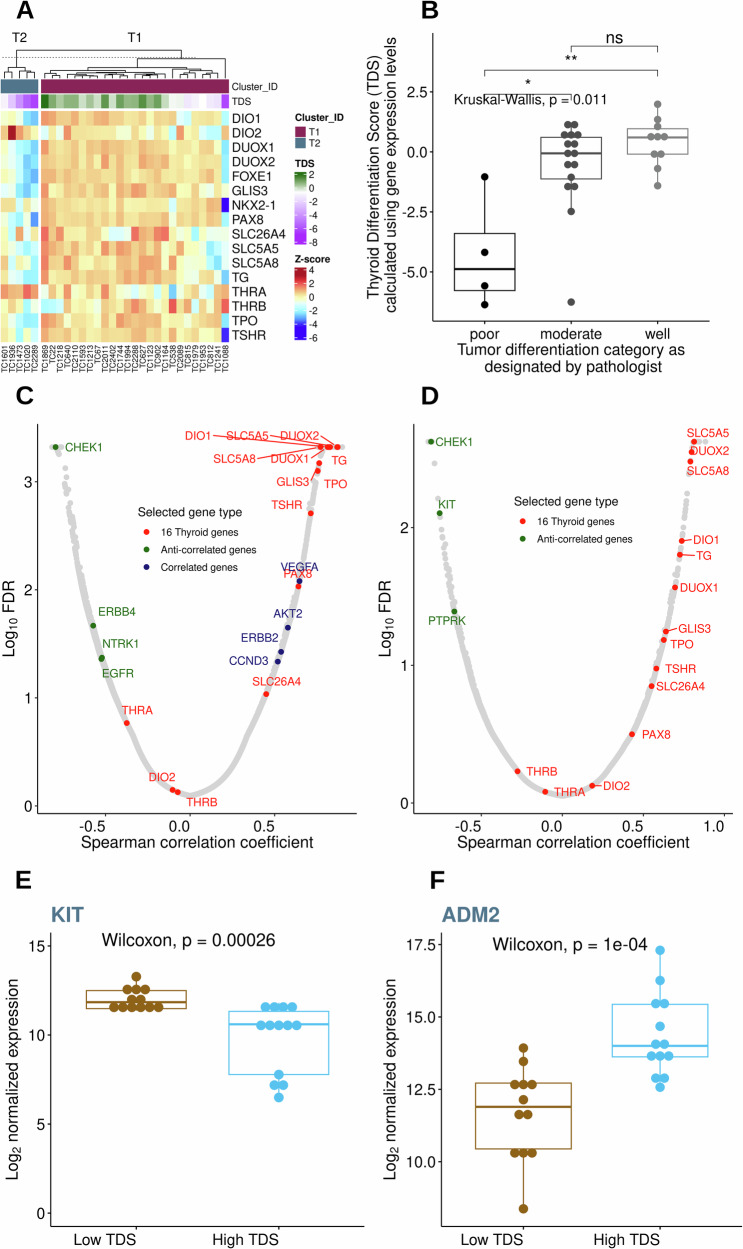
Thyroid differentiation score (TDS) and its association with tumor grade and gene expression. **A** Heatmap of 16 thyroid metabolism and function genes used in calculating the TDS. The samples were sorted in ascending order of TDS values. The two groups T1 and T2 represent FTC and MTC tumors, respectively. **B** Boxplot showing the association of tumor differentiation grades [poor (*n* = 4), moderate (*n* = 16), well (*n* = 10)] and TDS. Transcript expression levels correlated with TDS across all 30 samples (**C**) and 25 FTC samples (**D**). The Spearman correlation coefficients were plotted against Log_10_ False Discovery Rate (FDR). The red circles emphasize the 16 thyroid-related genes, and the selected positively- and negatively- or anti-correlated genes are blue and green circles, respectively. **E**, **F** Boxplot of expression data where higher transcript levels were associated with high TDS (*n* = 12) (*ADM2*) and low TDS (*n* = 13) (*KIT*) within the FTC cohort.

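FTC and MTC lay apart in both the score and many transcripts, so no pooled correlation coefficient over the 30 tumors is given. The ranks of the score and of each transcript were centred within FTC and within MTC, and Spearman's rho of the centred ranks was tested by permutation for 11 named genes. In absolute value the coefficient was smallest for *ERBB2*, at 0.21 (permutation test, p = 0.309), and largest for *ADM2*, at 0.87 (p = 1e-05, the smallest the permutations can give). *VEGFA*, *CHEK1*, *KIT*, *PTPRK* and *ADM2* had a Benjamini-Hochberg adjusted p over the 11 genes below 0.05. The paper's tables of these correlations cover 15015 genes over all tumors and 15012 genes over FTC, and the copies used here hold 1998 genes of each, so no overlap was tested.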

Correlation of the global transcriptome with TDS identified signaling molecules enriched in 30 canine tumors (Fig. 2C, Supplementary Data 2). 

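Within FTC, 12 of the 14 genes of the score had a positive rho with it, 10 of them with a permutation p below 0.05, and each of them is part of the score. The level of *AKT2* (ENSCAFG00000005388) had a Pearson's r of 0.32 (permutation test, p = 0.11) and a Spearman's rho of 0.31 (p = 0.134) over the 25 FTC. Over the 30 tumors its centred rho was 0.32 (p = 0.108, adjusted p = 0.148 over 11 genes). *VEGFA* (ENSCAFG00000001938) had an r of 0.61 (p = 0.00086) and a rho of 0.45 (p = 0.0241) in FTC. Without TC1088 and TC812, the FTC farthest from the median score, the r of *VEGFA* was 0.36 (p = 0.0896), so its correlation in FTC rests on those tumors. The centred rho of *VEGFA* was 0.50 (p = 0.00906, adjusted p = 0.0166). *ERBB2* (ENSCAFG00000016351) had an r of 0.52 (p = 0.0123) and a rho of 0.17 (p = 0.409) in FTC, and the r was 0.26 (p = 0.229) without TC1088 and TC812. The FTC r of *CCND3* (ENSCAFG00000001618) was 0.36 (p = 0.0879), its rho was 0.18 (p = 0.388) and its centred rho was 0.23 (p = 0.26, adjusted p = 0.286). With the permutation p values adjusted over the list of 11 genes alone, only *VEGFA* of these 4 genes had a p below 0.05 in FTC, at 0.0442, and over all genes tested its adjusted p was 0.322.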

Most of the 16 thyroid-related genes, in addition to several cancer-related genes including *AKT2*, *VEGFA*, *ERBB2*, and *CCND3*, were positively correlated with TDS. Additionally, TDS anti-correlated genes included genes up-regulated in MTC samples, *ERBB4*, *EGFR*, and *NTRK1*, as well as *CHEK1*.

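The centred rho over the 30 tumors was -0.39 for *ERBB4* (permutation test, p = 0.0476, adjusted p = 0.0748 over 11 genes) and -0.26 for *EGFR* (p = 0.189, adjusted p = 0.231). *CHEK1* had a centred rho of -0.81 (p = 1e-05). Within the 25 FTC, *ERBB4* (ENSCAFG00000023258) had an r of -0.59 (p = 0.00715) and a rho of -0.39 (p = 0.0571), and the r was -0.29 (p = 0.186) without TC1088 and TC812. *EGFR* (ENSCAFG00000003465) had an r of -0.59 (p = 0.00704) and a rho of -0.25 (p = 0.237), with an r of -0.44 (p = 0.0352) without those tumors. The r of *ERBB4* with the score in FTC thus rests on those tumors, while its rho was -0.39 (p = 0.071) without them.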

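Of 18711 genes tested in the 25 FTC, 131 rose and 80 fell with the score at a Benjamini-Hochberg adjusted p below 0.05 (Spearman), and 2189 had an unadjusted p below 0.05. Leaving out TC1088 gave 57 and 46, the largest move of the first count, and z-scored values gave 71 and 33, the largest move of the second. *KIT* (ENSCAFG00000002065) had a rho of -0.77 (permutation test, p = 2e-05, 7.33e-05 adjusted over the list of 11 genes alone and 0.00423 over all genes tested) and an r of -0.46 (p = 0.0245). For *CHEK1* (ENSCAFG00000010551) rho was -0.83 (p = 1e-05, adjusted p = 5.5e-05 over the list and 0.000853 over all genes) and r was -0.67 (p = 9e-05). *PTPRK* (ENSCAFG00000001101) had a rho of -0.67 (p = 0.00037, adjusted p = 0.00102 over the list and 0.0353 over all genes) and an r of -0.41 (p = 0.0502). Without TC1088 and TC812 the r was -0.65 (p = 0.00077) for *KIT*, -0.77 (p = 2e-05) for *CHEK1* and -0.53 (p = 0.00796) for *PTPRK*. The genes with the lowest rho were *INVS* at -0.81 and *TMEM218* at -0.80, apart from *CHEK1*.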

Repeating the TDS correlation analyses using only FTC samples (Fig. 2D, Supplementary Data 3) revealed key cancer genes that anti-correlated with TDS within the FTC cohort including *KIT* (Fig. 2E), *CHEK1*, and *PTPRK*. In contrast, a tumor angiogenic factor, *ADM2* (Adrenomedullin 2), was associated with a high TDS (Fig. 2F).

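*ADM2* (ENSCAFG00000000609) had a rho of 0.87 with the score over the 25 FTC (permutation test, p = 1e-05, 5.5e-05 adjusted over the list of 11 genes alone and 0.000183 over all genes tested). Its r was 0.82 (p = 1e-05), and 0.77 (p = 3e-05) without TC1088 and TC812. Outside the genes of the score, *UCP3* had the highest rho, 0.92, followed by *ADM2*, *SYTL3* at 0.85, *MIOX* at 0.84 and *MGLL* at 0.83.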

#### Distinct pathways regulate FTC and MTC

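FTC and MTC were compared with edgeR's quasi-likelihood test on the counts as deposited, over genes with at least 10 counts in at least 5 tumors. As in the paper, TC1088 was left out for its separation from the other FTC and its loss of *NKX2-1*, and genes were called at a log2 fold change beyond 2 in either direction and a Benjamini-Hochberg adjusted p below 0.05. Of 18622 genes tested over 24 FTC and 5 MTC, 2206 were called, 1394 of them higher in MTC and the others, 36.8%, higher in FTC. With TC1088 included, 768 were called higher in FTC and 1338 higher in MTC. The count higher in MTC moved most without a count filter, over 28918 genes, where 977 were called higher in FTC and 2967 higher in MTC. The count higher in FTC moved most with no limit on the fold change, where 1524 passed for FTC and 2557 for MTC. With DESeq2, the tool the paper used, 1050 genes were called higher in FTC and 1348 higher in MTC. With each MTC left out in turn, 630 to 979 genes were called higher in FTC and 1186 to 1332 higher in MTC. For 467 of the called genes, 117 higher in FTC and 350 higher in MTC, the 24 FTC and the 5 MTC did not overlap, which chance gives for 0.00168% of genes. Of the called genes, 605 carried no symbol. The largest fold changes among genes without overlap and with a symbol were those of *DUOX2* (7.83), *DUOXA2* (7.18) and *STOML3* (7.05) for FTC, and of *SCG2* (-11.78), *FAM3B* (-11.16) and *SVOP* (-11.04) for MTC. Positive log2 fold changes are higher in FTC.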

Differential expression analysis between the two clusters of TC identified 1348 and 1050 genes up-regulated in T1/FTC and T2/MTC groups, respectively (Fig. 3A). 

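*TRHR* (ENSCAFG00000000717) had a log2 fold change of 9.34 (standard error 1.67, adjusted p = 7.68e-05 from edgeR's test). *TSHR* (ENSCAFG00000017302) had one of 2.08 (standard error 0.59, edgeR adjusted p = 0.0101). Leaving out each MTC in turn moved *TSHR* between 1.78 and 2.76, and over its alternatives the adjusted p ranged from 0.000352 to 0.0666, the highest with TC1088 included. *PAX8* (ENSCAFG00000007309) differed by 4.34 (standard error 0.74, edgeR adjusted p = 4e-05). *FGFR2* (ENSCAFG00000012374) differed by 5.57 (standard error 0.73, edgeR adjusted p = 5.06e-07) and *FGFR3* (ENSCAFG00000014993) by 2.38 (standard error 0.51, edgeR adjusted p = 0.000679). *FGFR1* had a log2 fold change of -1.20 (standard error 0.42, edgeR adjusted p = 0.0387, range 0.0158 to 0.174 over its alternatives) and *FGFR4* one of -0.94 (standard error 0.58, edgeR adjusted p = 0.266), so neither was higher in FTC.

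**Figure D3:**
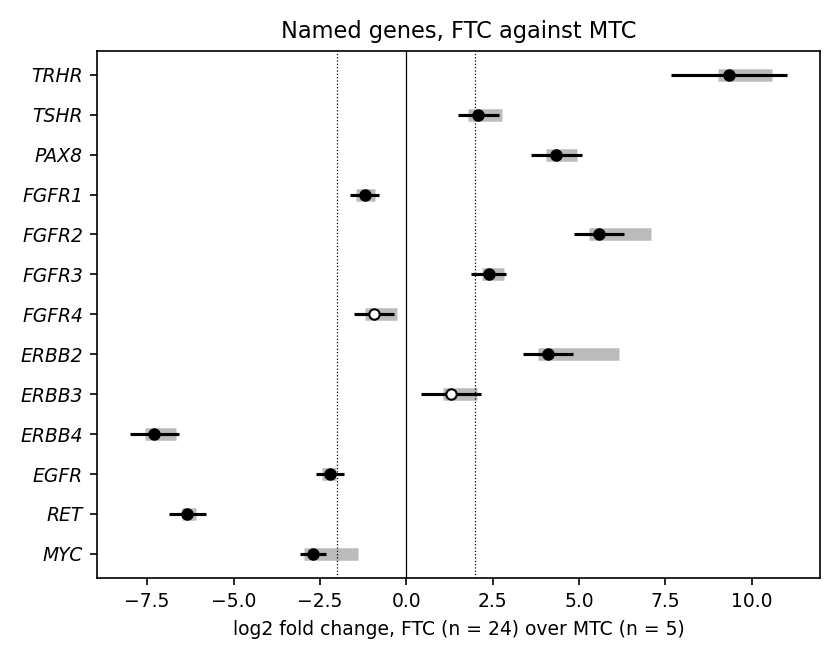
Log2 fold change between 24 FTC and 5 MTC for thyroid receptors, receptor tyrosine kinases and *MYC*, with bars for the standard error and grey lines for the range when each MTC was left out in turn. The standard error was derived from the F statistic of edgeR's test. Filled points have an adjusted p below 0.05 in edgeR's test and dotted lines mark the fold change limit of 2 in either direction. *FGFR2*, *FGFR3* and *ERBB2* lie above 2, and *RET*, *MYC*, *ERBB4* and *EGFR* lie below -2.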

Some of the key cancer genes up-regulated in T1/FTC included thyroid gland-specific genes like *TRHR*, *TSHR*, *PAX8*, and fibroblast growth factor receptors, *FGFR2* and *FGFR*. 

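*RET* (ENSCAFG00000007076) had a log2 fold change of -6.34 (standard error 0.53, adjusted p = 6.25e-11 from edgeR's test), which stayed between -6.49 and -6.10 with each MTC left out in turn. The log2 fold change of *MYC* (ENSCAFG00000001086) was -2.70 (standard error 0.37, edgeR adjusted p = 1.43e-06). Leaving out one MTC moved *MYC* between -2.95 and -1.41, and its adjusted p stayed at or below 0.00309 over its alternatives.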

Genes up-regulated in T2/MTC group included *RET*, *NTRK1*, and *MYC* (Fig. 3B). Additionally, these data showed differential expression of the ErbB family of receptor tyrosine kinases in T1/FTC and T2/MTC groups, with *ERBB2* significantly up-regulated in T1/FTC samples, and both *ERBB4* and *EGFR* genes significantly up-regulated in T2/MTC samples (Supplementary Fig. 1**)**.

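*ERBB2* had a log2 fold change of 4.11 (standard error 0.73, adjusted p = 7.5e-05 from edgeR's test). Without TC1601 it was 6.16, and the fits that each left out one of the other MTC lay between 3.81 and that value. *ERBB4* differed by -7.29 (standard error 0.70, edgeR adjusted p = 1.12e-09). *EGFR* had a log2 fold change of -2.21 (standard error 0.41, edgeR adjusted p = 0.000115). With TC1088 included it was -1.53, and the adjusted p of *EGFR* ranged from 2.64e-05 to 0.0833 over its alternatives, the highest with TC1088. *ERBB3*, the fourth member of the family, had a log2 fold change of 1.29 (standard error 0.86, edgeR adjusted p = 0.311). From the higher thyroid-specific genes and FGF receptors in T1/FTC, the paper proposes that these tumors continue to rely on thyroid growth pathways, and from *RET* and the neuronal gene sets in T2/MTC it states a similarity to human MTC.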

**Fig. 3:**
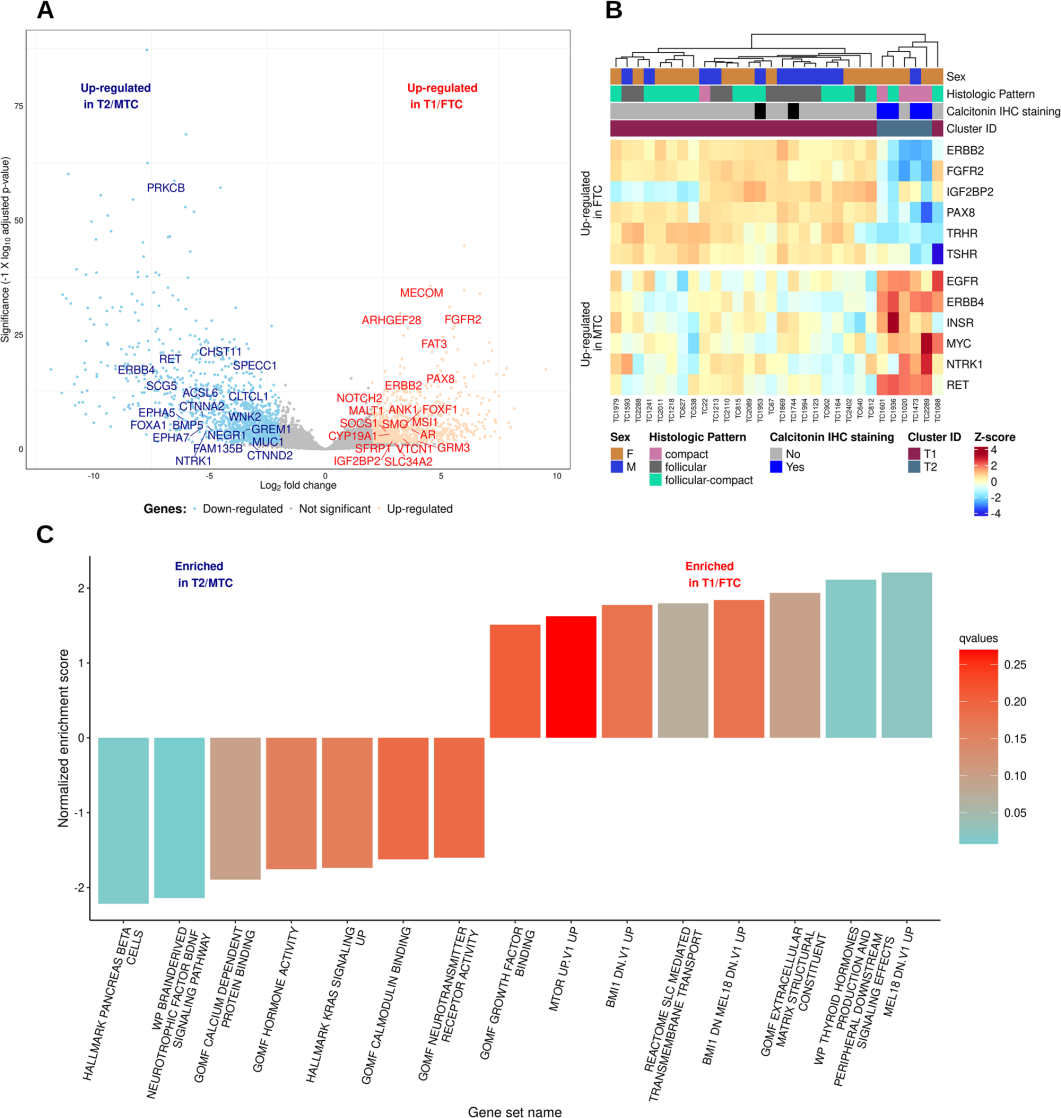
Enriched genes and pathways in canine follicular and medullary thyroid carcinomas. **A** Volcano plot of differentially expressed genes (DEGs) between clusters. Labeled genes are differentially expressed cancer genes. The downregulated (blue) and upregulated genes (red) in the volcano plot represent genes enriched in T2 cluster (MTC) and T1 (FTC) cluster, respectively. **B** Heatmap of selected DEGs representative of each cluster. **C** Significantly enriched pathways in T1 and T2 clusters. Pre-ranked differentially expressed genes were used in Gene Set Enrichment Analysis (GSEA) within the ClusterProfiler R package to identify enriched pathways. The complete list of enriched pathways is provided in Supplementary Data 4.

The enriched gene sets/pathways identified in the T1/FTC group included extracellular matrix, growth factor binding, thyroid hormone production, and membrane-bound transporter gene sets (Fig. 3C). 

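The enrichment itself was not repeated. The core genes of each set in Supplementary Data 4 were chosen by the authors on these same tumors, so their fold changes are no independent evidence of enrichment. Of 25 core genes of the extracellular matrix sets, 20 were past the limits of a call in edgeR's test, with a median log2 fold change of 3.37 and the largest in *CAPN6* (7.90). All 6 core genes of growth factor binding were past them, with a median of 5.42 and the largest in *LRP2* (6.77). The 5 core genes of amine-derived hormones, the set of thyroid hormone production, had a median of 5.99. Of 16 core genes of the solute carrier transporters, 13 were past the limits, with a median of 4.97 and the largest in *SLC14A2* (8.32).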

Oncogenic signatures related to Polycomb-group genes (BMI1 and MEL18-related gene sets) were also enriched. 

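Of 19 core genes of the MEL18 set, 17 had a positive log2 fold change and 13 were past the limits of a call, with a median of 2.50. For the BMI1 set, 18 of 20 core genes were positive and 14 were past the limits, with a median of 2.74. In the joint BMI1 and MEL18 set, 15 of 18 were past the limits, with a median of 2.96.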

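In the sets higher in MTC given here, all core genes were past the limits of a call. The median log2 fold change was -9.04 over 6 core genes of pancreas beta cells and -8.47 over 7 of hormone activity. The calcium sets had medians of -4.14 over 22 core genes of cardiac calcium regulation and -8.98 over 5 of calcium-dependent binding. The neuronal set had a median of -5.54 over 23 core genes and the synaptic vesicle set one of -5.53 over 13.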

Gene sets enriched in the T2/MTC group included endocrine and KRAS, calcium, and neuron-related gene sets (Fig. 3C, Supplementary Data 4).

DEG analysis between canine tumor and normal thyroid samples identified 3155 up-regulated and 1230 down-regulated genes in canine FTC (Supplementary Data 5). Upregulated cancer genes included *KIT*, *DUSP4*, *ETV4*, *INSR*, and *VEGFA*. One key tyrosine kinase gene (*ERBB2*) that was also significantly upregulated in FTC compared to MTC had a log_2_ fold change of 1.53 (false discovery rate, FDR, 0.003) compared to normal thyroid samples in this analysis (Supplementary Fig. 1).

We identified 1932 and 939 up- and down-regulated genes, respectively, in canine MTC relative to normal canine thyroid tissues (Supplementary Data 6). Using the human equivalent DEG data from Minna et al.^33^, we identified a 13% gene overlap. Upregulated cancer genes in both canine and human MTC transcriptomes included *FOXA1*, *RET*, *ETV4*, and *DUSP4*. Moreover, four of the top ten DEGs identified in another study of human MTCs^15^, *CALCA, CALCB, GFRA4*, and *SEMA3E*, were also significantly upregulated in canine MTCs (Supplementary Fig. 2).

#### ERBB2 signaling in FTC

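The *ERBB2* level was 13.05 ± 0.89 (SD, n = 25) in FTC and 7.70 ± 2.20 (SD, n = 5) in MTC, a difference of 5.35 (exact permutation test, p = 1.4e-05). Adjusted over the list of 16 genes compared in this way alone, the p was 4.48e-05. Of the 25 FTC, 24 lay above the highest MTC, TC1601 at 11.23, and TC1088 had the lowest FTC level, 10.58. Without TC1601 the difference was 6.23, the largest of 8 alternatives, and the smallest was 4.94. Normal thyroid was not used here.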

*ERBB2* was significantly over-expressed (Kruskal-Wallis, *p* = 0.0003) in FTC relative to normal thyroid and MTC (Supplementary Fig. 1). Two other EGFR family members, *ERBB4* (Kruskal-Wallis, *p* = 0.002) and *EGFR* (Kruskal-Wallis, *p* = 0.01), were significantly overexpressed in MTC compared to normals and FTC. Additionally, HER2 IHC scores, using either the ASCO/CAP^34,35^ or Peña^36^ guidelines (Supplementary Fig. 3), were statistically different between FTC and MTC (Mann-Whitney, *p* = 0.0007), with all MTC tumors considered HER2 negative (scores 0/1) while FTC spanned the entire score range (0–3). 

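The level of *ERBB4* was 9.43 ± 1.51 (SD, n = 5) in MTC and 2.31 ± 2.04 (SD, n = 25) in FTC, a difference of -7.11 for FTC minus MTC (exact permutation test, p = 1.4e-05). *EGFR* had a level of 10.95 ± 0.98 (SD, n = 5) in MTC and 8.79 ± 1.33 (SD, n = 25) in FTC. The difference of -2.17 had p = 0.00207 in the exact permutation test and 0.00331 adjusted over the 16 genes. In 17 of 25 FTC the *EGFR* level lay below that of the lowest MTC, and TC1088 had the highest level of all tumors, 12.89.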

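By ASCO/CAP score of HER2 IHC, the *ERBB2* level was 8.41 ± 2.69 (SD, n = 6) at a score of 0, 12.58 ± 0.75 (SD, n = 9) at 1, 13.06 ± 0.74 (SD, n = 7) at 2 and 13.70 ± 0.62 (SD, n = 8) at 3. The tumors with a score of 0 were 4 MTC and 2 FTC, and the remaining MTC had a score of 1. The Kruskal-Wallis statistic over the 30 tumors was 16.8 (permutation test, p = 0.00013). Within the 25 FTC it was 9.03 (permutation test, p = 0.0165), with a Spearman's rho of 0.606 (permutation test, p = 0.00187) and a Pearson's r of 0.640 (permutation test, p = 0.00038). Without the 2 tumors farthest from the median score the r was 0.544 (permutation test, p = 0.00663). With the scores after Pena, which differ for TC1213 and TC67, the statistic over 30 tumors was 17.0 (permutation test, p = 3e-05).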

Further, *ERBB2* expression levels determined by RNAseq aligned with IHC scores (Kruskal-Wallis, *p* < 0.001, Supplementary Fig. 4).

Given this differential expression pattern of EGF receptors in tumors and the presence of a HER2-driving mutation in the CTAC cell line,^37^ we assessed the enrichment of ERBB2 pathways in FTC and surveyed for *HER2*^*V659E*^ variant and HER2 protein expression. Several ERBB2-related reference pathway GSVA scores significantly correlated with *ERBB2* expression (Fig. 4A). Two additional gene sets, the ERBB2-RAS-ERK pathway and over-expression of *ERBB2* leading to PI3K signaling, were also correlated with *ERBB2* expression. *EGFR* was up-regulated in MTC samples, and three PI3K pathway genes (*PIK3CA*, *AKT2*, and *PDPK1*) were up-regulated in FTC cohort (Supplementary Fig. 5). 

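The level of *AKT2* was 11.95 ± 0.63 (SD, n = 25) in FTC and 9.83 ± 1.03 (SD, n = 5) in MTC, a difference of 2.12 (exact permutation test, p = 4.91e-05), and 23 of 25 FTC lay above the highest MTC. Its log2 fold change was 2.01 (standard error 0.39, adjusted p = 0.000221 from edgeR's test), with adjusted p from 3.06e-08 to 0.00146 over its alternatives and a range of 1.77 to 2.46 over the fits that left out one MTC. *PDPK1* had a level of 10.73 ± 0.32 (SD, n = 25) in FTC and 10.33 ± 0.42 (SD, n = 5) in MTC, a difference of 0.40 (exact permutation test, p = 0.0236). Without TC1601 the difference was 0.29 (exact permutation test, p = 0.116) and without TC2289 it was 0.31 (exact permutation test, p = 0.099). Without TC1020 it was 0.56, the largest of 8 alternatives, over which the exact p ranged from 0.00232 to 0.116. The edgeR adjusted p of *PDPK1* was 0.155 at a log2 fold change of 0.42. *PIK3CA* had a level of 9.72 ± 1.22 (SD, n = 25) in FTC and 9.15 ± 1.01 (SD, n = 5) in MTC, and this difference of 0.57 was within the spread of the tumors (exact permutation test, p = 0.341). Its edgeR adjusted p was 0.436 at a log2 fold change of 0.66.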

Further, *ERBB2* expression was anti-correlated with the ERBB4 signaling pathway and vice-versa (Fig. 4A, B). When exploring gene expression correlations, ERBB2 expression was positively correlated with PI3K-AKT pathway members such as *AKT2* and *RPS6KB2*, but was inversely correlated with *PIK3CA* and *PIK3CB* expression (Fig. 4C). 

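Over the 25 FTC, 2057 of 18711 genes rose and 2251 fell with *ERBB2* at a Benjamini-Hochberg adjusted p below 0.05 (Spearman), and 6913 had an unadjusted p below 0.05. With TMM-scaled counts 2819 rose and 2397 fell, the largest move of the first count. Without TC538, an alternative chosen after seeing the data, 1390 rose and 1438 fell, the largest move of the second. *AKT2* had a rho of 0.70 with *ERBB2* (permutation test, p = 6e-05, 0.0002 adjusted over the list of 10 genes alone and 0.0032 over all genes tested) and an r of 0.72 (p = 0.00012). *RPS6KB2* had a rho of 0.67 (p = 0.00037, adjusted p = 0.000925 over the list and 0.0053 over all genes) and an r of 0.63 (p = 0.00065). For *PIK3CA* (ENSCAFG00000011212) rho was -0.58 (p = 0.00275, adjusted p = 0.00403 over the list and 0.0185 over all genes) and r was -0.60 (p = 0.0011). *PIK3CB* had a rho of -0.54 (p = 0.00545, adjusted p = 0.0294 over all genes) and an r of -0.60 (p = 0.00154). Without TC1088 and TC1869, the FTC farthest from the median *ERBB2* level, r was 0.66 for *AKT2*, 0.60 for *RPS6KB2*, -0.60 for *PIK3CA* and -0.63 for *PIK3CB*. Over 10 named genes, these 4 and *SOS1*, *SOS2*, *BRAF*, *NRAS*, *GRB2* and *ARAF*, the median absolute rho was 0.617, and 0.175 after both *ERBB2* and the gene were adjusted for the first principal component of the FTC.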

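With *ERBB2* in the 25 FTC, *SOS2* had a rho of -0.65 (permutation test, p = 0.0006, 0.0012 adjusted over the list of 10 genes alone and 0.00729 over all genes tested) and an r of -0.60 (p = 0.00249). *SOS1* had a rho of -0.55 (p = 0.00454) and an r of -0.49 (p = 0.0137), *BRAF* a rho of -0.58 (p = 0.00282) and an r of -0.53 (p = 0.00634), and *NRAS* a rho of -0.56 (p = 0.00451) and an r of -0.53 (p = 0.00618). Over all genes tested the adjusted p was 0.0262 for *SOS1*, 0.0179 for *BRAF* and 0.0243 for *NRAS*. *GRB2* had a rho of 0.84 (p = 1e-05, the smallest the permutations can give) and an r of 0.79 (p = 1e-05), with an adjusted p of 0.000112 over all genes. *ARAF* had a rho of 0.77 (p = 4e-05, adjusted p = 0.000848 over all genes) and an r of 0.70 (p = 0.00031). Without TC1088 and TC1869 the r was -0.60 for *SOS1*, -0.71 for *SOS2*, -0.58 for *BRAF*, -0.50 for *NRAS*, 0.82 for *GRB2* and 0.76 for *ARAF*. The highest rho of all genes was that of *PSMD3*, 0.90, a neighbour of *ERBB2* in the gene order of the UU_Cfam_GSD_1.0 assembly, and the lowest that of *PRKD3*, -0.86.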

*ERBB2* expression was inversely correlated with 4 of the 16 members of EGF-ERBB2-RAS-ERK signaling pathway (*SOS1*, *SOS2*, *BRAF*, and *NRAS*) and positively correlated with *GRB2* and *ARAF* expression levels (Fig. 4C). While Sanger sequencing for the *HER2*^*V659E*^ variant exhibited a potential variant in six samples, no somatic variants were identified in WES or RNAseq of matching frozen samples.

**Fig. 4:**
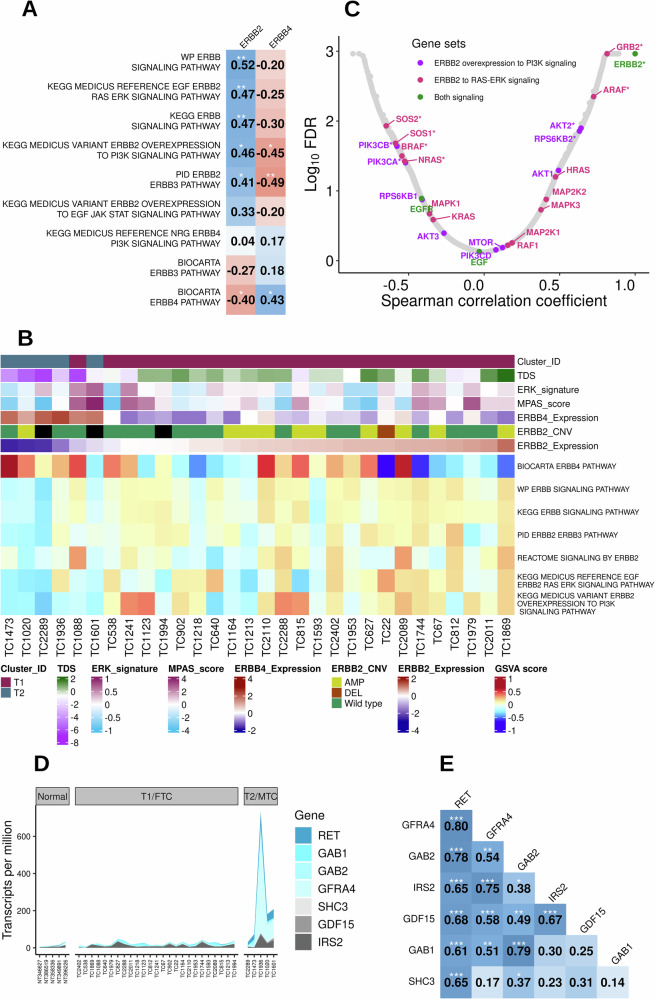
EGF receptor family and *RET* signaling genes in canine thyroid carcinomas. **A**–**C** *ERBB2* signaling in canine thyroid carcinomas. **A** Spearman correlation coefficients (*p < 0.05, **p < 0.01), of GSVA scores derived from ERBB-related gene sets and *ERBB2*/*ERBB4* expression values. **B** Heatmap of selected pathway GSVA scores and its association with *ERBB2*, *ERBB4* expression levels, *ERBB2* copy number variants (CNV) derived from Sequenza bioinformatics resource, thyroid differentiation score (TDS), ERK signature, and MPAS score. The samples were arranged in ascending order of *ERBB2* expression levels. **C** Scatterplot of Spearman coefficients and Log_10_ FDR derived from the correlation between *ERBB2* and 15,015 gene expression levels in FTC samples (*FDR < 0.05). The members of two signaling gene sets are highlighted in two different colors; purple: ERBB2 overexpression to PI3K signaling and magenta: ERBB2 to RAS-ERK signaling. The members common between the two gene sets are highlighted in green. **D**, **E** RET signaling in thyroid carcinomas. **D** Area plot displaying over-expression of seven RET signaling genes in MTC tumors. **E** The Pearson correlation matrix of genes shows that *RET* expression was significantly correlated with genes that encode ligands, adaptors, co-receptors, and activators of RET signaling pathway (*p < 0.05, **p < 0.01, **p < 0.001).

#### RET signaling in MTC

Receptor tyrosine kinase, *RET* or *MEN2A/B*, gene expression was significantly up-regulated in MTC. However, no *RET* driver mutations or fusions were identified in canine MTC. 

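The *RET* level was 13.67 ± 0.54 (SD, n = 5) in MTC and 6.72 ± 1.49 (SD, n = 25) in FTC. All 25 FTC lay below the lowest MTC, and the difference of -6.95 for FTC minus MTC had the smallest p that 25 against 5 tumors allow (exact permutation test, p = 7.02e-06). Over 8 alternatives it ranged from -7.12 to -6.75.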

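MTC and FTC differed in *RET* without overlap, so pooled coefficients are given only where scales are compared with the paper's values. The 5 MTC are too few for a coefficient of their own. Over the 25 FTC, 6 genes of the pathway were correlated with *RET*. *GFRA4* had an r of 0.539 (permutation test, p = 0.00545, adjusted p = 0.0327 over the 6 genes) and a rho of 0.520 (p = 0.00895, adjusted p = 0.0537), and the r was 0.586 (p = 0.00312) without the 2 FTC farthest from the median *RET* level. On normalized counts without the log, an alternative chosen after seeing the data, the r of *GFRA4* was 0.286 (p = 0.129). In FTC the counts of *GFRA4* were low, with a median level of 1.88. The highest were 79 in TC22 and 31 in TC1213, which also had high *CALCA* among FTC. The correlation of *GFRA4* with *RET* thus rests largely on counts near the floor, and C cells in these samples were not ruled out. For the other 5 genes the adjusted p of r was at least 0.617, with r from -0.22 for *GDF15* to 0.15 for *GAB2*.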

Based on RET signaling in neurons^38^, we have identified a set of ligands, RET co-receptors, and downstream pathway activators that significantly correlated with *RET* transcript expression (Fig. 4D, E). Of the five known RET ligands^38^, only *GDF15* was significantly up-regulated in T2/MTC samples. 

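*GDF15* (ENSCAFG00000014882) had a level of 5.78 ± 1.99 (SD, n = 5) in MTC and 3.21 ± 1.58 (SD, n = 25) in FTC, a difference of -2.57 for FTC minus MTC (exact permutation test, p = 0.00361). Its log2 fold change was -2.45 (standard error 0.73, adjusted p = 0.0149 from edgeR's test). Without TC1601 the log2 fold change was -1.95 and the edgeR adjusted p was 0.086, the highest of a range that began at 0.00962, and it was also above 0.05 without TC1936. *GDNF*, *NRTN* and *PSPN* did not pass the count filter. Their highest counts in any tumor were 2 for *GDNF*, 17 for *NRTN* and 5 for *PSPN*. The exact permutation test of their levels gave p = 0.379, 0.134 and 0.558. At counts this low, the absence of a difference cannot be concluded from these values. *ARTN* was not analysed here.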

GDF15 binds to GFRAL, which is a co-receptor of RET and can activate phosphorylation of ERK in the presence of wild-type RET^39^. In addition to RET and GDF15, we found that co-receptor GFRA4, an essential RET binding partner for persephin-mediated signaling, was also significantly correlated with *RET* expression^40^. Furthermore, RET signaling adaptors, *GAB1*, *GAB2,* and *IRS2*, were up-regulated in canine MTC, which in turn recruit SH2 domain-containing proteins to activate kinase signaling pathways^41^. 

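*GFRA4* (ENSCAFG00000006246) had a level of 8.82 ± 4.73 (SD, n = 5) in MTC and 2.13 ± 1.50 (SD, n = 25) in FTC, a difference of -6.70 for FTC minus MTC (exact permutation test, p = 0.000168). The MTC fell apart in its counts, with 13927 in TC1936, 2776 in TC1601, 2266 in TC1020, 41 in TC2289 and 4 in TC1473. Without TC1473 the difference was -8.35. The log2 fold change over 24 FTC was -9.00 (standard error 0.84, adjusted p = 6.79e-10 from edgeR's test).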

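*GAB2* (ENSCAFG00000004782) had a level of 12.63 ± 0.84 (SD, n = 5) in MTC and 10.33 ± 0.55 (SD, n = 25) in FTC (exact permutation test, p = 7.02e-06), and a log2 fold change of -2.33 (standard error 0.26, adjusted p = 2.01e-08 from edgeR's test). *GAB1* (ENSCAFG00000003613) had levels of 11.02 ± 1.08 (SD, n = 5) and 9.95 ± 0.60 (SD, n = 25) (exact permutation test, p = 0.00408). Its log2 fold change of -1.29 (standard error 0.28, edgeR adjusted p = 0.000965) was short of the fold change limit. *IRS2* (ENSCAFG00000006058) had levels of 9.48 ± 1.87 (SD, n = 5) in MTC and 8.60 ± 1.01 (SD, n = 25) in FTC, a difference of -0.88 within the spread of the tumors (exact permutation test, p = 0.137). Without TC1473 the difference was -1.62 (exact permutation test, p = 0.00564). The log2 fold change of *IRS2* was -1.23 (standard error 0.49, edgeR adjusted p = 0.0731, range 0.0228 to 0.455 over its alternatives). From the expression of *RET* and its signaling components, the paper proposes that this pathway is active in MTC.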

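*SHC3* (ENSCAFG00000002201) had a level of 9.16 ± 0.97 (SD, n = 5) in MTC and 4.12 ± 1.79 (SD, n = 25) in FTC, and 24 of 25 FTC lay below the lowest MTC. The difference was -5.04 for FTC minus MTC (exact permutation test, p = 2.11e-05). Its log2 fold change was -3.90 (standard error 0.74, adjusted p = 0.000184 from edgeR's test). Within the 25 FTC, the r of *SHC3* with *RET* was -0.19. Normal thyroid was not used here.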

In this study, the expression of neuron-specific gene *SHC3* (*Rai*) was correlated with *RET* expression and was significantly upregulated in the T2/MTC group compared to both the normal and T1/FTC groups (Fig. 4D).

#### Mutational spectrum and landscape

Whole exome sequencing of 27 tumors and matched normals identified a somatic tumor mutational burden (TMB) of 2.9 ± 2.2 non-synonymous protein coding mutations per Mb sequenced (Fig. 5A, Supplementary Data 1). The mutational burden did not correlate with age (Pearson correlation, *p* = 0.8), weight (Pearson correlation, *p* = 0.9), tumor differentiation (Kruskal-Wallis, *p* = 0.22), or TDS (Pearson correlation, *p* = 0.09). However, dogs with low TMB had a shorter PFI (<250 days) (Kruskal-Wallis, *p* = 0.025, Supplementary Fig. 6).

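Over the 27 tumors with a mutational burden in Supplementary Data 1, the burden and the score had a Pearson's r of 0.356 (permutation test, p = 0.0674) and a Spearman's rho of 0.263 (p = 0.185). Without TC627 and TC22, the tumors farthest from the median burden, the r was 0.262 (p = 0.206). Within the 24 FTC among them the r was 0.250 (p = 0.245) and the rho 0.160 (p = 0.452).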

**Fig. 5:**
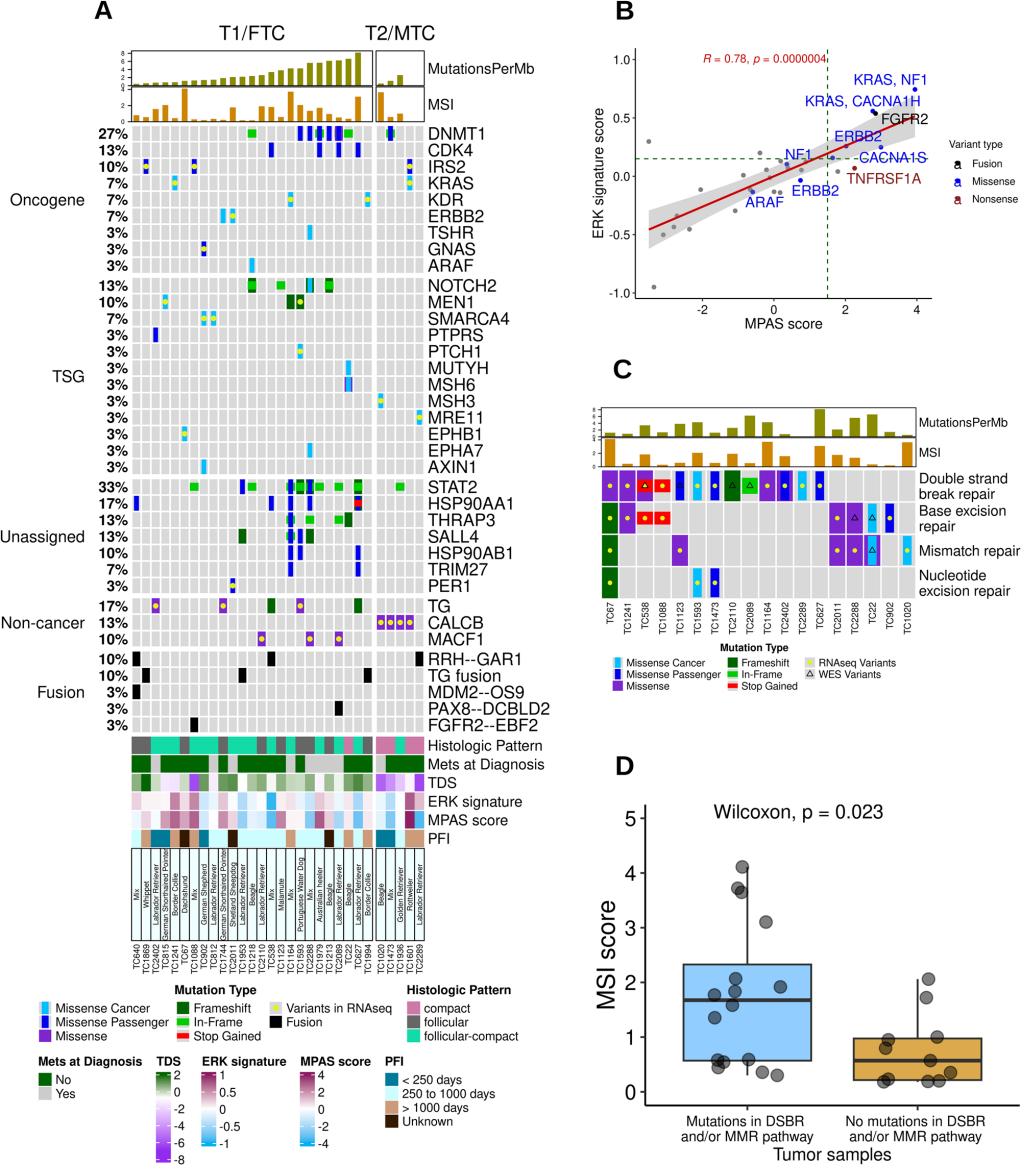
Mutational landscape of canine thyroid tumors. **A** An Oncoplot of variants identified from WES and/or RNAseq variant calling pipelines. The plot highlights cancer genes mutated in at least 10% of samples, predicted cancer-driver genes, and thyroid-related gene variants. We also integrated clinical features with the mutational landscape, alongside MPAS and ERK scores. Non-cancer genes included in the plot were thyroid-related genes (human ThyroSeq v3 genomic classifier for cancerous thyroid nodules) mutated in at least 10% of samples. **B** Scatterplot showing the MPAS and ERK score distribution across 30 tumor samples, showing a strong correlation between two pathway scores across 30 samples. Additionally, samples with mutations in genes from these two pathways were associated with high MPAS and ERK scores, Additionally, samples harboring mutations in genes from these two pathways showed elevated MPAS and ERK scores, with dotted green lines indicating the 75th percentile thresholds. **C** Illustration of samples with mutations in four different DNA repair pathways. These variants were identified either from WES and/or RNAseq pipelines. There were no significant correlations between Mutations per MB and mutations in DNA repair pathway genes. These genes are listed in Table 3. **D** Boxplot illustrating the distribution of MSI scores, grouped by samples with (*n* = 16) and without (*n* = 11) DSBR and MMR mutations. Samples with double-strand break repair (DSBR) and/or mismatch repair (MMR) gene variants exhibited a significantly higher MSI score than non-mutant cases.

Relative frequencies of DNA substitutions classified by the conventional 96 mutation types were used to construct three de novo mutational signatures from 27 TC^42^. The most common type of substitution was C > T in both FTC and MTC cohorts (Supplementary Fig. 7A). Of the three de novo mutational signatures, two were most similar to SBS5 and SBS26, respectively, and one was a novel signature (SBSA) (Supplementary Fig. 7B). Approximately 50% of tumors exhibited the SBS5 signature, while 20% harbored the SBS26 signature. Our data show a statistically significant association between SBS26 and mutational burden (Kruskal-Wallis, *p* = 0.0009, Supplementary Fig. 7C).

Cancer variants in both MTC and FTC tumors were identified using WES and RNAseq data mapped against the CanFam3.1 genome. Following variant filtering, 2587 protein-coding variants within 1581 genes were identified from WES (*n* = 27 samples) and 1930 variants in 1429 genes from RNAseq (*n* = 30) (Supplementary Data 7 and 8). The top cancer genes with recurrent variants included: *STAT2* (33%), *DMNT1* (27%), *HSP90AA1* (17%), *CDK4*, *NOTCH2*, *THRAP3*, and *SALL4* (13% each) (Fig. 5A). Variants of these genes included 24 unique SNVs, of which only one was predicted by Functional Analysis through Hidden Markov Models (FATHMM) to be a cancer driver (*NOTCH*^C1490W^), and 16 unique INDELs. The mean allelic frequency of these variants was very low, 3.3 ± 3.2%, at a median sequencing depth of 228X.

We have identified the *KRAS*^*Q155R*^ driving mutation in two samples: one FTC (TC1241) and one MTC (TC1601). Additional MAPK pathway gene variants included: *ERBB2*^*H42R & T323M*^ (TC1744 and TC2011), *ARAF*^*T235P*^ (TC1218), *NF1*^*D1430N & L928P*^ (TC22, TC1601), *TNFRSF1A*^W406^* (TC1123), two calcium channel subunit genes (TC67, TC1979), and an *FGFR2* fusion (TC1088). About 67% of these variants were associated with relatively high MAPK Pathway Activation Score (MPAS) and ERK signature scores (>75th percentile) (Fig. 5B). 

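MPAS was computed over its 10 genes as the sum of their z-scores divided by the square root of their number, and the ERK score was not computed. MPAS was 1.90 ± 1.38 (SD, n = 10) in the tumors with a listed variant and -0.95 ± 1.58 (SD, n = 20) in the others, a difference of 2.85 (permutation test, p = 3e-05). The 75th percentile of the 30 tumors was 1.46. Of the 10 tumors with a variant, 7 (70%) lay above it, and of the 20 others 1 did, TC815 (Fisher's exact test, p = 0.000418). TC1218 (-0.59), TC2011 (0.74) and TC22 (0.36) lay below it. The highest MPAS was that of TC1601, 3.95. Within FTC alone the difference was 2.59 (permutation test, p = 0.00081).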

There was also high concordance between the MPAS score and ERK score in these samples (Pearson correlation coefficient = 0.78, *p* < 0.001). A German shepherd dog patient (TC902) also carried a *GNAS*^A204D^ variant.

The tumor suppressor gene, multiple endocrine neoplasia type 1 or *MEN1*, had three variants (A100P, N282Tfs*86, Y312Lfs*5) in canine FTC (Fig. 5A). 

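In 3 FTC with a *MEN1* variant the *MEN1* level was 8.56 ± 0.73 (SD, n = 3), against 9.89 ± 0.64 (SD, n = 22) in the other FTC. The difference was -1.33 (two-sided exact permutation test, p = 0.00652). By tumor, the *MEN1* level was 7.78 in TC1593, 8.68 in TC1164 and 9.23 in TC815, and 2 of the other 22 FTC lay below the highest of them. Without TC1593 the difference was -0.94 (exact permutation test, p = 0.0652).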

Tumors with somatic *MEN1* mutations showed concomitant decreased expression of *MEN1* transcripts compared to samples with wild-type *MEN1* (Supplementary Fig. 8). As a tumor suppressor gene, the frameshift mutations in *MEN1* were probable drivers, and the missense mutation was a predicted cancer driver in these canine patients.

Subtype-related mutations were observed in two genes: *TG* in 20% FTC and *CALCB* in 80% MTC. Three additional canine samples carried *TG* fusions, which led to an aggregate of 32% of patients with *TG* variants. 

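The *TG* (ENSCAFG00000001128) level was 20.82 ± 2.32 (SD, n = 3) in FTC with a *TG* fusion, 19.52 ± 1.56 (SD, n = 5) in FTC with a short variant and 17.01 ± 4.30 (SD, n = 17) in FTC with neither. The Kruskal-Wallis statistic over these groups was 3.65 (permutation test, p = 0.166). The fusion group lay 3.81 above the group with neither (exact permutation test, p = 0.138) and the short variant group 2.50 above it (exact permutation test, p = 0.219). By tumor, TC1869 had the highest *TG* level of the 25 FTC, 22.65, TC1994 the third highest, 21.59, and TC1953 ranked 16 of 25 at 18.21. Without TC1088 the fusion group lay 2.97 above the group with neither (exact permutation test, p = 0.0826).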

Although TG transcript levels were not significantly increased in the samples with mutations compared to wild-type *TG* samples, samples with *TG* fusions had relatively higher levels of *TG* expression (Supplementary Fig. 9A). Another FTC subtype-related variant identified was a putative driver mutation in *TSHR* (TC2288). 

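The *CALCB* level was 12.60 ± 2.55 (SD, n = 4) in TC1020, TC1473, TC1601 and TC1936, and TC2289 lay 4.13 below their mean. They ranged from 10.04 to 15.63. With 4 tumors against 1, the smallest p that an exact test allows is 0.2, so this difference could not be tested.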

For MTC samples, *CALCB*^A93G^ variants in 4 tumors were associated with higher expression levels of the calcitonin B gene compared to the one sample (TC2289) that lacked that mutation (Supplementary Fig. 9B).

A majority of the variants identified from mapping against Canfam3.1 were also identified using CanFam4 (Supplementary Note 1). One of the top recurrently mutated cancer genes identified from mapping to CanFam4 was *MUC4*; however, only some of these variants could be validated via Sanger sequencing due to the highly repetitive sequence of the *MUC4* gene.

#### Fusion genes

Selected gene fusions, identified from mapping RNASeq data against both CanFam3.1 and CanFam4 genomes (Supplementary Data 9), showed a heterogeneous population of fused genes that were mutated in less than 10% of the canine tumors. Putative driver fusions in canine FTC samples FGFR2--EBF2 and PAX8--DCBLD2, include gene partners *FGFR2* (VCL-FGFR2) and *PAX8* (PAX8-PPARG) that have been identified in human TC^21^. These fusions led to elevated expression of the downstream partner, but the functional implications of this are unclear. 

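*EBF2* had a level of 10.02 in TC1088, the highest of the 30 tumors and 3.14 SD above the mean of the other 29. *FGFR2*, its fusion partner, ranked 2 in TC1088, 0.88 SD above their mean. *DCBLD2* had a level of 13.80 in TC2089, the highest of the 30, against 10.81 ± 0.86 (SD, n = 29) in the other tumors, a distance of 3.49 SD. *PAX8* ranked 16 in TC2089, 0.35 SD above the mean of the others. That mean includes the 5 MTC, whose mean *PAX8* level was 7.84. Within FTC, the level of 13.38 in TC2089 lay below the median of 13.71. *FGFR2* was also low in MTC, with a mean of 4.51. Its level of 12.14 in TC1088 compares with 10.96 ± 0.83 (SD, n = 25) in FTC. Each fusion was found in 1 tumor, so there is no replicate of it.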

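Relative to the other tumors, the level of *RRH* was 3.18 SD above their mean in TC538, 1.57 SD above it in TC2289 and -0.03 SD from it in TC640. *GAR1* was 3.72 SD above the mean in TC538, 1.94 SD above it in TC2289 and -0.11 SD from it in TC640. These 3 tumors carried a fusion of *RRH* and *GAR1*. Their mean *RRH* level was 1.87 above that of the others (exact permutation test, p = 0.0108) and their mean *GAR1* level 0.99 above (exact permutation test, p = 0.00542). TC538 had the lowest size factor of the tumors.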

The most recurrent fusion identified was RRH-GAR1 in 3 tumors, associated with elevated expression in 2 of the 3 samples (Supplementary Fig. 10). As mentioned earlier, three samples with TG fusions were identified in FTC samples and validated using Sanger sequencing.

Potentially relevant fusions found only with the CanFam3.1 mapping and associated with elevated transcripts were MDM2-OS9 (TC640) and GNAS fusions (TC1593, TC2289, TC2402). 

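In TC640, *MDM2* had a level of 13.28, the highest of the 30 tumors, against 11.22 ± 0.76 (SD, n = 29) in the others, a distance of 2.70 SD. *OS9* ranked 27 there, with a z of -0.94 (its distance from the mean of the others in their SD). In the gene order of the UU_Cfam_GSD_1.0 assembly, which is not the build of the counts and is used for gene order alone, 54 genes with counts run from 8 genes before *OS9* through *OS9*, *CDK4* and *MDM2* to 8 genes beyond *MDM2*. TC640 had the highest level of the 30 tumors for 30 of these genes, with a median z of 2.68 over the stretch. *GNAS* ranked 2 in TC2289, 16 in TC2402 (z of -0.02) and 25 in TC1593 (z of -0.83). The 3 *GNAS* fusion carriers lay 0.63 above the other tumors (exact permutation test, p = 0.264).

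**Figure D4:**
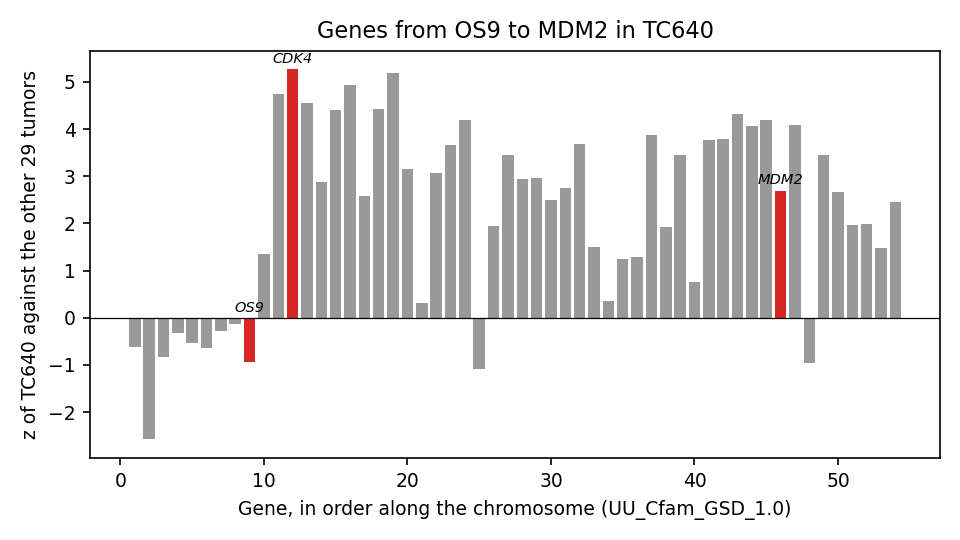
Level in TC640 as z, the distance from the mean of the other 29 tumors in their SD, for 54 genes in the order of UU_Cfam_GSD_1.0, from 8 genes before *OS9* to 8 beyond *MDM2*. *OS9*, *CDK4* and *MDM2* are in red, and 31 of the genes have a z above 2.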

GNAS transcripts were significantly elevated in TC2289 and TC1241 compared to the rest of the cohort.

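*GNAS* (ENSCAFG00000023756) had its highest level in TC1241, 17.10, which was 3.58 SD above the mean of the other 29 tumors. The next was TC2289 at 16.83, against 14.27 ± 0.83 (SD, n = 29) in the other tumors. Each is a single tumor, so the distance was not tested across replicates.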

#### Impaired DNA repair pathways

Variant calling from both WES and RNASeq data identified mutated DNA repair pathway (DRP) genes in 60% of canine TC (Fig. 5C). This included 24 genes with 26 variants that are functional components of mismatch repair (MMR), base excision repair (BER), nucleotide repair (NER), and double strand break repair (DSBR) pathways (Table 3). Comparison of tumor and matched normal WES identified 11 germline and 8 somatic DNA repair pathway mutations, while 7 variants could not be assigned as they were detected only in RNA. Mutations were observed across multiple breeds, with mixed-breed dogs accounting for most germline variants (*n* = 6); however, the limited number of cases per breed precluded identification of breed-specific predispositions (Table 3). Canine patients with DSBR and/or MMR pathway mutations (*n* = 17) had significantly higher microsatellite instability (MSI) scores compared to the rest of the cohort (*n* = 13) (Wilcoxon, *p* = 0.023, Fig. 5D). However, there was no significant association between DRP mutations and mutational burden. In addition, variants in MMR pathway genes, *MSH3*, *MSH6*, *LIG1*, *MCM9*, and *POLD3*, were associated with relatively high MSI score and/or high mutational burden in 6 tumor samples. The sample with the highest mutational burden (TC627) carried an *ATM* cancer variant, a component of the DSBR pathway.

**Table 3:** DNA repair pathway genes mutated in canine thyroid tumors

Gene Name	Sample ID	HGVSp	Sequencing Pipeline	Repair pathway	IGV validation	Genotype assignment	Breed
MSH3	TC1020	M282R	RNA	MMR	RNASeq; Tumor and Normal WES	Germline	Beagle
SIRT6	TC1241	R145H	RNA	BER, DSBR	RNASeq; Tumor and Normal WES	Germline	Border Collie
KAT5	TC67	I531L	RNA	DSBR	RNASeq; Tumor and Normal WES	Germline	Dachshund
NSD2	TC2402	A1309T	RNA	DSBR	RNASeq; Tumor and Normal WES	Germline	Labrador Retriever
MLH3	TC1123	S1103Y	RNA	MMR	RNASeq; Tumor and Normal WES	Germline	Malamute
NEIL1	TC1088	W296*	RNA	BER	RNASeq; Tumor and Normal WES	Germline	Mix
TIMELESS	TC1088	Q1283*	RNA	DSBR	RNASeq; Tumor and Normal WES	Germline	Mix
POLQ	TC538	R793*	RNA	BER, DSBR	RNASeq; Tumor and Normal WES	Germline	Mix
MDC1	TC1164	R1649Q	RNA	DSBR	RNASeq; Tumor and Normal WES	Germline	Mix
ERCC4	TC1473	H201Q	RNA	DSBR, NER	RNASeq; Tumor and Normal WES	Germline	Mix
MCM9	TC2288	R450K	RNA	MMR	RNASeq; Tumor and Normal WES	Germline	Mix
MUTYH	TC22	R658W	WES	BER, MMR	RNASeq; Tumor WES	Somatic	Beagle
MSH6	TC22	R990H	WES	MMR	Tumor WES	Somatic	Beagle
MSH6	TC22	E998D	WES	MMR	Tumor WES	Somatic	Beagle
DCLRE1C	TC2110	G207Efs*20	WES	DSBR	RNASeq; Tumor WES	Somatic	Labrador Retriever
BARD1	TC2089	Q542del	WES	DSBR	Tumor WES	Somatic	Labrador Retriever
BARD1	TC1123	L654F	WES	DSBR	Tumor WES	Somatic	Malamute
MUS81	TC538	H375N	WES	DSBR	Tumor WES	Somatic	Mix
ACD	TC2288	V266I	WES	BER	Tumor WES	Somatic	Mix
POLD3	TC67	A362Sfs*5	RNA	BER, DSBR, MMR, NER	RNASeq	Unable to assign	Dachshund
POT1	TC902	M711L	RNA	BER	RNASeq	Unable to assign	German Shepherd
RIF1	TC2402	I2399L	RNA	DSBR	RNASeq	Unable to assign	Labrador Retriever
ATM	TC627	K687Q	RNA	DSBR	RNASeq	Unable to assign	Labrador Retriever
MRE11	TC2289	L286V	RNA	DSBR	RNASeq	Unable to assign	Labrador Retriever
TP53	TC1593	I247L	RNA	DSBR, NER	RNASeq	Unable to assign	Portuguese Water Dog
LIG1	TC2011	S444R	RNA	BER, MMR	RNASeq	Unable to assign	Shetland Sheepdog

* is the standard indicator for a variant that introduces a premature stop codon.

#### Survival analyses

Many dogs in this cohort experienced prolonged survival post-thyroidectomy, with a median PFI of 1837 days and median ST of 1892 days for all TC. Similarly, for dogs with FTC, the median PFI was 1837 days and the median ST was 1892 days while the median PFI and ST were not reached for dogs with MTC due to patient censoring (Table 1, Supplementary Fig. 11A, B). The outcomes were not significantly different among dogs with FTC vs MTC.

In this cohort, 30% of dogs (*n* = 18) underwent adjunctive therapies post-thyroidectomy. Six of these dogs had metastasis at diagnosis (*n* = 13 for all dogs presenting with metastasis at diagnosis), and seven developed metastases after diagnosis. Full chemotherapy protocols were unavailable for review but included single-agent carboplatin (*n* = 10), single-agent doxorubicin (*n* = 3), combination carboplatin/doxorubicin (*n* = 2), combination melphalan/doxorubicin (*n* = 1), and combination doxorubicin/carboplatin/vinorelbine (*n* = 1). Two dogs received coarsely fractionated radiation therapy with palliative intent in addition to chemotherapy (single agent carboplatin and multiagent carboplatin/doxorubicin/vinorelbine), and one dog received toceranib (Palladia®) a tyrosine kinase inhibitor, as a single agent. Dogs that received post-thyroidectomy adjunctive therapy experienced shorter PFI and ST compared to dogs that had thyroidectomy (surgery) alone (median PFI 961 days vs median not reached due to patient censoring, *p* = 0.0024, hazard ratio (HR) 5.1, 95%CI 1.4–18.0; median ST 1892 days vs not reached due to censoring, *p* = 0.0214, HR 3.8, 95%CI 0.96–15.17; Fig. 6A, B). A similar trend was seen when thyroidectomy alone was compared to those receiving only chemotherapy as adjunctive (median PFI 1057 days vs not reached, *p* = 0.012, HR 4.28, 95%CI 1.04–17.59, median ST not reached vs 1057 days, *p* = 0.012, HR 0.26, 95%CI 0.07–0.94; Supplementary Fig. 11C, D); however, ST was not statistically different between dogs receiving surgery only and surgery plus chemotherapy (1892 days vs not reached due to patient censoring *p* = 0.099, HR 2.94, 95%CI 0.60–14.47). Metastasis at diagnosis was not considered a negative prognostic factor in our cohort (Supplementary Fig. 11E).

**Fig. 6:**
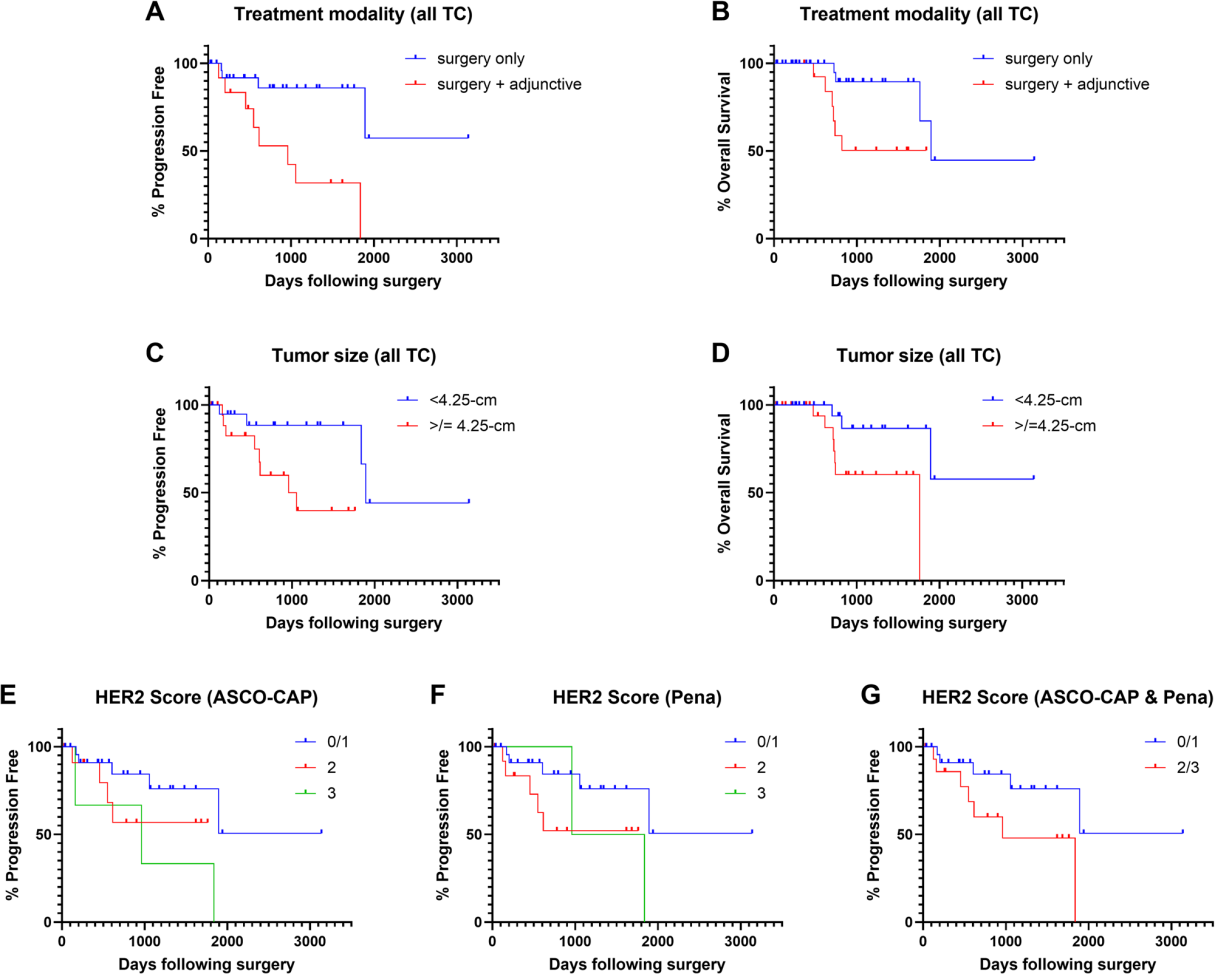
Survival analyses. **A**, **B** Treatment modality. Median PFI of dogs that received surgery only was not reached due to patient censoring, while for dogs receiving surgery and any adjunctive treatment (chemotherapy, radiation, and/or immunotherapy) was 961 days (2.63 years, *p* = 0.0024, HR 0.19, 95%CI 0.05–0.69). **C**, **D** Tumor size. Median PFI of dogs with thyroid tumors less than cohort median size (<4.25-cm) was 1892 days (5.18 years) vs 961 days (2.63 years) for dogs with tumors ≥4.25-cm; these are considered statistically different (*p* = 0.0216, HR 0.29, 95%CI 0.09–0.94). Median ST of dogs with thyroid tumors <4.25-cm was not reached due to patient censoring vs 1761 days (4.82 years) for dogs with tumors ≥4.25-cm; these are considered statistically different (*p* = 0.025, HR 0.25, 95%CI 0.07–0.92). **E**–**G** HER2 IHC score. Median PFI of dogs with ASCO/CAP HER2 Scores of 0/1 (negative) was not reached due to patient censoring, while dogs with Score 3 was 961 days (2.63 years); these were considered statistically different (*p* = 0.019, HR 0.22, 95%CI 0.02–1.90); this finding was not observed with the Pena scheme. However, when combining HER2 Scores of 2 and 3 (which was identical for ASCO/CAP and Pena schemes), median PFI was 1837 days (5.03 years) and was considered statistically different than dogs with Scores 0/1 (*p* = 0.046, HR 0.34, 95%CI 0.10–1.13).

Of the 14 remaining clinicopathologic parameters, only two were associated with disease outcome: tumor diameter and HER2 IHC score. Increased tumor diameter was associated with decreased ST and PFI based on a median split of all TC (4.25 cm; Fig. 6C, D). Animals with smaller tumors experienced a median PFI of 1892 days compared to 961 days for animals with larger tumors (*p* = 0.0216, HR 0.29, 95%CI 0.09–0.94). The median ST of animals with smaller tumors was not reached due to patient censoring, while the median ST of animals with larger tumors was 1761 days (*p* = 0.025, HR 0.25, 95%CI 0.07–0.92). Similar findings were detected among dogs with FTC, in which dogs with tumors <4.25 cm (median split of FTC) experienced a statistically longer PFI (median 1892 days vs 961 days; *p* = 0.0217, HR 0.29, 95%CI 0.09–0.94) and ST (median not reached vs 1761 days; *p* = 0.024, HR 0.25, 95%CI 0.07–0.91) than dogs with tumors ≥4.25 cm.

HER2 IHC score was inversely correlated with PFI for all TC (Fig. 6E–G). Specifically, dogs with tumor ASCO-CAP score 3 had statistically different PFI than those with 0/1 (961 days vs not reached due to patient censoring, *p* = 0.019, HR 4.6, 95%CI 0.53–40.27). This difference was not appreciated when the Peña scheme was applied for score 3 vs 0/1 (1399 days vs not reached due to patient censoring, *p* = 0.145, HR 3.09, 95%CI 0.30–31.57). However, when scores 2 and 3 were combined (making data sets for the ASCO-CAP and Peña schemes identical), the median PFI was 961 days versus not reached for scores 0/1, which were statistically different (*p* = 0.046, HR 2.96, 95%CI 0.88–9.96). HER2 IHC scores did not have any correlations with ST.

## Discussion

We performed comprehensive characterization of a cohort of canine TC through clinicopathologic, transcriptomic, and genomic analyses, identifying distinct molecular features and prognostic indicators of FTC and MTC subtypes, and revealing similarities and differences between canine and human FTC to provide valuable insights in comparative oncology.

The distribution of FTC and MTC in our cohort aligns with previously reported incidence rates in dogs^2–4,9,10^. While calcitonin expression was generally consistent among MTC, the discordant results between IHC and transcript expression in the TC1020 specimen could be attributed to intratumor heterogeneity as different tumor tissue samples were used for IHC and genomic analyses, or less likely, rapid release and/or degradation of calcitonin by tumor cells prior to fixation^9^. Calcitonin-negative neuroendocrine TC has been infrequently encountered in the dog^43^, and an extended IHC panel to include calcitonin gene-related peptide and synaptophysin could have been considered for this specimen but was not pursued due to limited tissue remaining on the FFPE block. The clinical characteristics of affected dogs, including breed, age, and lack of sex predilection, are largely consistent with prior literature^27,44,45^. The observation that approximately 15% of FTC were functional, while a slightly lower incidence than previous reports^10,27,46^, indicates the clinical relevance of thyroid hormone production/testing in a subset of these animals. The relatively high incidence of metastasis (21% in this cohort) and large median tumor size (4.25 cm) at diagnosis likely reflect later detection, as these tumors are often found incidentally, though some animals may show clinical signs such as coughing, dysphagia, or gagging^2,47^. Furthermore, while tumor histologic pattern and subjective tumor differentiation afforded some delineation of FTC vs MTC, with MTC frequently displaying compact/solid pattern and poor differentiation, a portion of MTC were classified as follicular-compact pattern on blinded H&E review, possibly due to pseudo-follicle formation and/or entrapment of nonneoplastic follicular cells^9^, underscoring the importance of IHC to differentiate FTC from MTC^2,8^. The high rates of microscopic tumor invasion (100%) and presence of tumor emboli (53%), along with the presence of hemorrhage and necrosis, complement the large tumor sizes observed and presence of metastasis, highlighting that cases are often detected in more advanced stages.

Transcriptomic analysis effectively stratified canine TC into two distinct clusters (T1/FTC and T2/MTC), with the T2/MTC tumors displaying high calcitonin levels. High levels of serum calcitonin are used as a biomarker for MTC and other thyroid C-cell diseases in humans^48^, although a rare pathology of calcitonin-negative MTCs has also been reported^49^. The thyroid differentiation score (TDS) also distinguished FTC from MTC (with FTC displaying high TDS and MTC low TDS) and correlated with tumor differentiation (with well-differentiated tumors displaying high TDS and poorly differentiated tumors low TDS), suggesting it could be a valuable assay for canine TC subtyping. In human tumors, TDS correlates with the *BRAF*^V600E^*-RAS* score (BRS), where low and high TDS were often associated with *BRAF*^V600E^ and RAS mutations, respectively^12^. The observation of very low TDS in specimen TC1088, principally attributed to loss of *NKX2-1*, is particularly interesting as *NKX2-1* loss is correlated with de-differentiated human TC^50^, and may suggest that TC1088 might represent a de-differentiated tumor. In addition, the correlation of expression levels of signaling molecules with TDS in BRAF and RAS cohorts led to the identification of less common mutations in human TC^12^. Here, correlations between the global transcriptome and TDS also revealed distinct enriched signaling molecules in canine TC, where positive correlations with TDS were enriched with genes elevated in FTC such as *ERBB2* and *AKT2* and negative correlations identified genes elevated in MTC: *ERBB4*, *EGFR*, and *NTRK1* (Fig. 2C). Additionally, among only FTC, *ADM2* expression was associated with high TDS (Fig. 2F). ADM2 stimulates Protein Kinase A and ERK pathways in vitro, promoting cancer cell proliferation and migration. In human TC, *ADM2* is up-regulated in nutrient excess conditions, especially in the context of a high fat diet^51^. Key cancer genes negatively correlated with TDS in FTCs were *KIT*, *CHEK1*, and *PTPRK*. While the relevance of the expression of the tumor suppressor, *PTPRK*, is unclear, elevated expression of *CHEK1* was previously identified in human FTC and poorly differentiated thyroid carcinomas^52^. Higher expression of *KIT* in less-differentiated canine FTC contrasts with human PTC data, where low *KIT* expression levels were associated with low TDS often represented by less differentiated *BRAF*^*V600E*^-driven tumors^12^. As the canine tumors lack homologous *BRAF*^*V600E*^ driver mutations, the distinct *KIT* expression profile implies that it may represent an alternative mechanism to drive TC in this species compared to humans. Previously, IHC analysis of canine TC identified KIT immunoreactivity in the tumor cells of 9/15 samples^53^, but it was unclear if this expression was related to progression or reported responses to toceranib in canine TC^28^.

The differential expression analysis further revealed distinct gene sets and pathways activated in canine FTC and MTC, some of which are like human TC^15,33^. The upregulation of thyroid gland-specific genes (*TRHR*, *TSHR*, *PAX8*) and receptors (*FGFR2*, *FGFR*) in T1/FTC (vs T2/MTC) suggests their continued reliance on typical thyroid growth pathways despite malignant transformation. The enrichment of Polycomb-group gene oncogenic signatures in T1/FTC, also seen in human anaplastic TC^54^, points to potential epigenomic dysregulation in this subtype. In T2/MTC, the upregulation of *RET* and enrichment of neuron-related gene sets, mirrors key pathways in human MTC^33^. Although it is difficult to assess the specific downstream pathway of RET signaling in canine MTC from transcriptomic data alone, the relatively high expression of RET and it’s signaling components suggests activity of this pathway in MTC. In humans, overexpression of wild-type *RET* has been observed in several cancer types, including breast cancer and pancreatic ductal carcinomas, and is associated with high-grade metastatic tumors^55^. Germline mutations in human *RET* are responsible for the autosomal dominant genetic syndromes multiple endocrine neoplasia type 2 (MEN2) and familial MTC. These syndromes are characterized by an increased incidence of MTC and an increasing risk for the development of pheochromocytoma, primary hyperparathyroidism, and other endocrine neoplasms. While only approximately 25% of human MTCs are hereditary, as many as 75% of sporadic human MTC have somatic mutations in the RET oncogene^56^.

The differential expression of ErbB family receptor tyrosine kinases, with *ERBB2* significantly upregulated in T1/FTC and *ERBB4* and *EGFR* in T2/MTC, further emphasizes the distinct signaling landscapes of these subtypes. The correlation of ERBB2 with PI3K-driven signaling pathways in FTC, observed through GSVA scores and expression correlations with *AKT2* and *RPS6KB2*, aligns with previous findings in canine FTC^17^; protein expression of *ERBB2* (HER2) aligned with gene expression and distribution was also similar to a recent retrospective canine FTC study^57^. Over-expression of *ERBB2* has been attributed to genomic amplification or transcriptional regulation and is usually coupled with poor clinical outcomes in human cancers^58^. Thus, ERBB2 overexpression may have prognostic value (shorter PFI, discussed below) and serve as a potential novel therapeutic avenue for canine TC.

In our cross-species comparisons, we identified notable gene overlaps between canine and human TC transcriptomes, including *KIT*, *DUSP4*, *ETV4*, *INSR*, and *VEGFA* in FTC and *FOXA1*, *RET*, *ETV4*, *DUSP4, CALCA, CALCB, GFRA4*, and *SEMA3E* in MTC. These shared molecular signatures highlight conserved pathways in TC carcinogenesis, while also highlighting unique species-specific aspects. For instance, the *FOXA1* gene was ubiquitously over-expressed in human MTC, but not in FTC, and might serve as a diagnostic marker^59^.

Investigating the mutational landscape, the somatic TMB in canine TC was similar to human PTC TMB^12^ but higher than other canine cancers (e.g., osteosarcoma, hemangiosarcoma and melanoma, where median TMB was ≥ 1 mutations per Mb)^60^, suggesting a moderate level of genomic instability. However, unlike human cases, the lack of correlation between TMB and age or tumor differentiation in dogs highlights species-specific differences in factors influencing mutational burden. The association of low TMB with shorter PFI is an intriguing finding that warrants further exploration. The identification of mutational signatures similar to SBS5 and SBS26 indicates some conserved mutational processes between human and canine TC^42^. The etiology of SBS5 is unknown but correlates with age and has been observed in human bladder cancers with mutation of the ERCC2 nucleotide excision repair enzyme and cancers due to tobacco smoking^61^. The SBS26 signature is associated with defective DNA mismatch repair^62^. The significant association between SBS26 and mutational burden suggests impaired DNA mismatch repair may contribute to higher mutation rates in some canine TC. The diverse and heterogeneous mutational landscape observed in canine TC, with top variants in genes like *STAT2, DMNT1*, and *HSP90AA1*, distinctly contrasts with common recurrent driver mutations (*BRAF, RAS*) seen in humans^12^. The identification of *KRAS*^*Q155R*^ as a driver mutation in both FTC and MTC samples, along with other MAPK pathway variants as indicated in Fig. 5B, indicates that while BRAF is not a dominant driver as in humans, the MAPK pathway remains a relevant target for potential therapeutic strategies in canine TC. The presence of probable driver mutations in the tumor suppressor gene *MEN1* in 10% of canine TC, accompanied by decreased *MEN1* transcript expression, suggests a role for this pathway in canine FTC, mirroring its involvement in various human endocrine tumors^63^. The *GNAS*^A204D^ variant, while previously identified as a likely novel^19^, being predicted as a cancer passenger mutation in this cohort suggests this alteration might not be a cancer driver in canine TC. Hotspot activating mutations (R201 and Q227) and amplifications of GNAS have been identified in human tumor types including pituitary, pancreatic, colorectal, and TC^64^. The heterogeneity in the tumor mutational landscape is distinctly different from the human TC counterpart; however, similar genetic heterogeneity has been seen in human neuroendocrine tumors^65^.

In addition to short variants, our analysis of fusion genes revealed a few putative driver fusions like FGFR2--EBF2 and PAX8--DCBLD2 in FTC, with gene partners homologous to those in human TC fusions^21^, suggesting their functional relevance in canine TC. The most recurrent fusion, RRH-GAR1, is of unknown functional significance and warrants further investigation given the elevated expression of both fusion partners in tumors bearing this fusion. The absence of recurrent RET fusions, common in human TC^66^, reinforces the distinct genomic landscape of canine TC, aligning with our finding of RET overexpression without typical fusion. The presence of TG fusions further highlights the uniqueness of canine FTC. Widespread genomic instability is also suggested by the detection of mutated DNA repair pathway genes in 60% of canine TC, including MMR, BER, NER, and DSBR pathways. The strong association between DSBR/MMR mutations and significantly higher MSI scores directly implicates these impaired pathways in promoting microsatellite instability in canine TC. While some DRP variants may be germline, their contribution to genomic instability, exemplified by the *ATM* cancer variant in the highest mutational burden sample (TC627), could explain the heterogeneous mutational landscape and facilitate tumor progression in canine TC.

Finally, survival analysis revealed prolonged median PFI and ST for the overall cohort, with no significant differences between FTC and MTC outcomes, consistent with what has been previously reported^10^; however, the MTC cohort in this study was underpowered and future studies are needed to clarify the clinical distinction of FTC vs MTC. Metastasis at diagnosis was also not considered a negative prognostic factor in our cohort, which is supported and conflicting with other studies^29,67^; as such, the significance of this finding in canine TC remains unclear. The finding that dogs receiving adjunctive therapies post-thyroidectomy experienced shorter PFI and ST compared to surgery alone is a complex observation and likely reflects the clinician’s decision to recommend additional treatment for dogs with perceived poor prognoses (e.g., those with metastasis at diagnosis or aggressive tumor features), rather than a negative effect of the therapies themselves. This is not an uncommon challenge in retrospective studies and makes direct causation difficult to establish^67^, particularly as there is no clearly demonstrated clinical benefit of adjunctive therapy post-operatively in canine TC^29,68^. The association of increased tumor diameter with decreased outcomes (where smaller tumors correlated with significantly longer survival) is a critical prognostic finding, consistent with some but not all prior canine TC literature^10,23,29,44,67,69^. This finding underscores the importance of early detection in improving patient outcomes, as smaller tumors may be more amenable to complete excision and earlier excision could prevent or delay metastasis, as well as other complications from tumor growth and invasion. The inverse correlation between HER2 IHC score and PFI (where higher score, particularly ASCO-CAP score 3 or combined 2 + 3) suggests HER2 may serve as a prognostic and potential therapeutic biomarker in canine TC. As mentioned previously, over-expression of *ERBB2* is associated with poor clinical outcomes in human cancers^58^. In canine mammary carcinomas, HER2 overexpression (IHC scores 3 ± 2) has been correlated with longer PFI and ST but also with presence of higher histologic grade and even proliferative index, although these are inconsistently associated in the literature^70–75^. As such, the diagnostic and prognostic utility of HER2 IHC remains to be clarified in the veterinary literature and future directed studies are needed.

In all, this study demonstrates notable differences in the gene-expression and mutational landscapes of human and canine TC. While canine MTC may be similarly driven by RET signaling (although, unlike humans, no driver mutations nor fusions were detected in our dataset), canine FTC do not appear to rely on RAS/RAF signaling and display a heterogenous mutational landscape, employing a variety of processes for oncogenesis (including ERBB2 and PI3K, as well as dysregulation of epigenomic and DNA repair pathways). Notably, the EGFR/ERBB family displayed differential expression among canine TC, with FTC demonstrating upregulated expression of ERBB2 and MTC upregulated expression of ERBB4. ERBB2 transcriptomic expression correlated with HER2 protein expression in FTC and increased protein expression correlated with decreased PFI, raising the possible utility of HER2 as a diagnostic, prognostic, and therapeutic marker for canine FTC.

Overall, canine TC appears slowly progressive with a median PFI of around 5 years and median survival time of 5.2 years after diagnosis/surgery in this cohort. While survival metrics comparing tumor origin were not statistically different, the low number of MTC in this study may have diminished our ability to detect differences and further studies are needed. Clinical factors associated with diminished outcomes included larger tumor diameter at diagnosis and use of post-operative adjunctive treatment. Conflicting with previous studies, metastasis at diagnosis, tumor localization, and presence of tumor emboli were not associated with worse outcomes. In conclusion, integrating clinicopathologic and genomic data provides additional insights into canine TC, comparative oncology, and emphasizes the importance of larger canine studies to validate prognostic factors and inform therapeutic approaches.

## Methods

### Ethics statement

Dog samples were archived during clinical treatment by the Colorado State University (CSU) Flint Animal Cancer Center Biorepository with owner consent, and the CSU Institutional Animal Care and Use Committee approved all animal procedures performed in this study under the protocol (KP 652). We have complied with all relevant ethical regulations for animal use.

### Sample acquisition and processing

The canine thyroid tumors were acquired from the CSU Flint Animal Cancer Center Biorepository. All tumors had formalin-fixed, paraffin embedded (FFPE) tissue, and a subset also had frozen tissue sections. FFPE tumor tissue blocks were routinely processed for hematoxylin and eosin (H&E) staining and evaluated by two veterinary pathologists (SNS & DPR) to confirm adequate tumor sample for inclusion in pathologic and genomic analyses. Both DNA and RNA were extracted from each available frozen tumor sample using TRIzol (Invitrogen, Catalogue # 15596026) according to the manufacturer’s protocol. Matched normal sample DNA was also extracted for whole exome sequencing (WES; Supplementary Data 1). The DNA and RNA samples were purified using DNeasy or QiaAMP DNA Blood mini kits and RNeasy (Qiagen, Catalogue #69504, 51104, 74004), respectively. RNA/DNA purity, quantity and integrity were determined by NanoDrop (ThermoFisher Scientific) and TapeStation 4200 (Agilent, CA, USA) analysis prior to DNA and RNA-seq library preparation. The Zymo-Seq RiboFree Total RNA Library Kit was used (Zymo Research, CA, USA, Catalogue #R3000) with an input of 300 ng of total RNA to generate RNAseq libraries. Paired-end sequencing reads of 150 bp were generated on a NovaSeq 6000 (Illumina Inc., CA, USA) sequencer at a target depth of 60 million paired-end reads per sample. For WES, the Agilent SureSelect XT All Exon Canine V2 (part number: 931198, Santa Clara, CA) for Illumina Paired-End Multiplexed Sequencing Library kit was used to create genomic DNA libraries that were also sequenced on a NovaSeq6000 generating 150 bp paired-end reads. Raw sequencing reads were de-multiplexed using bcl2fastq. Sequencing and library prep for DNA and RNA was carried out at the Genomics Shared Resource, University of Colorado Anschutz Medical Campus (RRID: SCR_021984). In addition, we downloaded RNAseq fastq files of normal thyroid tissues from an open-access dog epigenomic resource, BarkBase (https://barkbase.org/, BioProject PRJNA396033)^76^.

### Clinicopathological data

Medical records were reviewed to identify clinical data including: age at diagnosis (i.e., surgery), sex (including neuter status), weight, breed, tumor localization, largest tumor diameter (cm), and thyroid hormone testing (if available). Survival data (progression free interval, PFI, and overall survival, ST; determined as time from surgery to disease progression, death due to disease, or last known follow-up) were determined from CSU medical records and/or contact with referring veterinarians.

The FFPE tumor samples were subjected to histopathologic characterization (performed on H&E-stained slides) and immunohistochemical (IHC) staining for calcitonin and HER2 by two veterinary pathologists, with consensus for each evaluated parameter. Histopathologic factors assessed were: histologic pattern (i.e., follicular, follicular-compact, and compact, based on the WHO scheme^77^); degree of differentiation (i.e., well, moderate, and poor); degree of nuclear atypia (i.e., mild, moderate, or marked); and presence of microscopic invasion/infiltration, tumor emboli, necrosis, hemorrhage, and mineral/bone. Given small tumor specimens, a single marker (calcitonin) was used to determine cell origin on IHC, as previous literature suggested a high concordance of calcitonin immunoreactivity in canine MTC^8,10^. For IHC, slides were stained on the BOND Rxm system using the BOND Polymer Refine Detection kit (Leica Biosystems Inc.) with the following steps: (1) antigen retrieval with Tris-EDTA buffer, pH 9.0, for 20 min at 100 °C (BOND Epitope Retrieval 2, Leica), (2) incubation at ambient temperature for 15 min with primary rabbit polyclonal antibodies for calcitonin (Abcam, ab8553; 1:200 dilution, validated based on immunoreactivity in canine thyroid (normal and carcinoma) tissue specimens – personal communication with Kansas State Veterinary Diagnostic Laboratory) or HER2 (Dako, A0485; 1:400 dilution, previously validated in canine cells/tissue^78^) diluted in BOND Primary Antibody Diluent (TBS), and (3) incubation with BOND Polymer at ambient temperature for 25 min, exposed to chromogen (DAB) and counterstained with hematoxylin. Tissue samples were considered calcitonin positive if the majority of tumor cells showed strong cytoplasmic reactivity. The HER2 samples were graded based on American Society of Clinical Oncology–College of American Pathologists (ASCO-CAP)^34,35^ and Peña^36^ recommendations for human and canine specimens, respectively, where grade 0–1 are negative, 2 is equivocal, and 3 is positive (Supplementary Fig. 3).

### Processing and analysis of sequencing data

The paired end RNAseq reads (range: 51.9–116.3 million) were mapped against CanFam3.1 (Ensembl version 99) and CanFam4 (UU_Cfam_GSD_1.0, NCBI RefSeq assembly: GCF_011100685.1), with STAR using -genecount parameters (v2.6.1a)^79^. The new canine genome (CanFam4) was also supplemented by three Y chromosome sequences from a Labrador retriever (ROS_Cfam_1.0, GCF_014441545.1) assembly^80^. Gene count data were normalized with DESeq2 (v1.26.0) median of ratios method^81^. Additionally, transcripts per million (TPM), a method for normalizing gene expression levels, was calculated for each gene using TPMCalculator^82^. Normalized count data were log-transformed and scaled for plotting and downstream analyses. The WES paired reads were also mapped against both CanFam3.1 and CanFam4 genomes using BWA. Prior to variant calling, the BAMs were processed in accordance with GATK best practices^83^.

### Clustering approach for sample categorization

The Uniform Manifold Approximation and Projection (UMAP) dimension reduction algorithm was used to group tumor and normal samples into distinct clusters^32^ using DEseq2 log-transformed normalized data as input. A subset of genes with mean expression log_2_  >  2 and mean variance log_2_  >  6 (*n*  =  1013) were used for clustering samples to reduce noise and focus on biologically relevant features.

### Differential expression and pathway enrichment analysis

DESeq2 was used to run differential expression (DE) analyses between the two canine thyroid cancer tumor clusters^81^. In both principal component analysis (PCA) and hierarchical clustering of the samples (Fig. 1B), TC1088 separated from the main cluster of thyroid tumors. Further inspection revealed that TC1088 was the only sample with loss of *NKX2-1*, a key thyroid transcription factor that regulates gene expression required for essential thyroid function. Accordingly, this sample was considered an outlier and excluded from differential expression analyses. The sample TC1088 was identified as an outlier and was eliminated from DE analysis. For the DEG analysis pipeline, raw gene counts were filtered to retain only genes with at least 10 reads in at least 5 samples. Following the median of ratios count normalization, DESeq was used to identify differentially expressed genes (DEGs) with log_2_ fold change >2 and adjusted *p* < 0.05. The DEGs were also identified between normal thyroid samples and each tumor cluster. Enriched pathways (FDR < 0.25) in each cluster were identified using pre-ranked Gene Set Enrichment Analysis (GSEA) through the ClusterProfiler package in R, which employs the Kolmogorov-Smirnov goodness-of-fit test^84^.

### Gene fusion identification and processing

STAR-fusion was used to identify fusion genes from CanFam3.1 and CanFam4 genome assemblies^85^. Two canine gene fusion databases were created from both genome assemblies using prep_genome_lib.pl script from STAR-fusion. Using fastq reads as input, gene fusions were identified by the STAR-fusion tool. The fusions were filtered and manually curated to identify putative drivers. We used the following criteria to eliminate potential false-positives: (a) fusion genes where both partners are from the same gene family (e.g.: PBX2-PBX3), (b) fusions without official gene names, (c) fusions identified in >80% of the samples, and (d) fusions that were identified in both TC and normal thyroid tissues. The fusion genes were further curated to identify fusions with known cancer genes (OncoKB database). Selected fusion genes were also validated via Sanger sequencing. The forward and reverse primer sequences were reported in Supplementary Table 1.

### Signaling and thyroid differentiation score

#### MPAS score

The MAPK Pathway Activation Score (MPAS) developed by Wagle et al. was used to quantify relative MAPK activity using gene expression data in thyroid tumor samples. The expression of 10 downstream MAPK pathway targets (*CCND1*, *DUSP4*, *DUSP6, EPHA2*, *EPHA4*, *ETV4*, *ETV5*, *PHLDA1*, *SPRY2*, *SPRY4*) were used to calculate the score^86^.

$${MPAS}=\frac{\,\sum {MPAS\;gene}{\ Z}-{scores}\,}{\sqrt{{\mathrm{Number}}}\; {{\mathrm{of}}}\; {{\mathrm{genes}}}}$$

#### ERK score

The ERK score or ERK output signature was developed by Pratilas et al. which distinguishes between high and low RAS/MEK pathway activation^87^. The score was calculated by computing the mean of the Z-scores for 52 genes, which were selected based on their involvement in the RAF-MEK-ERK signaling pathway. Usually, the ERK score is greater in human BRAF^V600E^ carrying tumors compared to RTK-activated tumors. In the canine dataset (CanFam3.1), 11 of the 52 genes were not annotated, hence the score was calculated using 41 genes.

$${ERK}\;{Score}=\frac{1}{n}{\sum }_{i=1}^{n}{Z}_{i}$$

- n = the number of genes (in this case, *n* = 41)
- Z = Z-score of log_2_ normalized count data

#### TDS score

TDS, or thyroid differentiation score, was calculated using the log_2_ DESeq2 normalized count of 16 thyroid-related genes^12^. For each of the 16 selected genes, we first calculated the median log_2_ expression value across all samples. The expression levels of the 16 thyroid function genes were then median-centered and summed to generate the TDS score for each sample. The TDS score thus reflects the overall expression profile of thyroid function genes, normalized for each gene’s median expression across samples.

### Somatic variant calling and downstream processing

Duplicate reads were marked with Picard tools (v1.119) and somatic variants were called using GATK Mutect2 (v4.1.2.0)^83^. Variants were called from both RNAseq and WES data. For the WES variant calling pipeline, germline variants were eliminated using three different resources: (a) matched normals, (b) a panel of normals created from 118 in-house normal tissue or PBMC samples using the GATK pipeline, and (c) an external germline resource identified from 722 dogs (~90 million population variants)^88^. The remaining variants were processed using the filterMutectCalls GATK function, and variants with a PASS notation in the FILTER column were characterized as somatic variants. For the RNAseq variant calling pipeline, variants were identified using GATK HaplotypeCaller. Germline variants were filtered out following the same approach as the WES pipeline, with the exception that a matched normal was not used. Additional filtering criteria included a read depth (DP) greater than 10, an alternate allele count greater than 5, removal of splice variants, and selection of variants with an allelic frequency between 0.25 and 0.85. The VCF files with somatic variants were converted to MAF (Mutation Annotation File) format (https://docs.gdc.cancer.gov/Data/File_Formats/MAF_Format/) using the perl code: vcf2maf.pl (https://github.com/mskcc/vcf2maf). Each variant was mapped to only one of all possible gene transcripts using the “canonical” isoform from Ensembl database (v99). The cancer-associated genes were curated using COSMIC (v94) and OncoKB databases^89^. These gene lists were then used to cross-reference with canine genes carrying variants. Orthologous protein-coding positions in human protein sequences that corresponding to canine cancer gene variants were identified using custom code (Supplementary Software 1). To achieve this, full-length human and canine protein sequences for the genes of interest were pairwise aligned using BLAST, and the resulting alignments were processed with custom R functions to determine the orthologous position of each variant amino acid in the human sequence. This procedure ensures that all positions reported as orthologous are directly supported by sequence alignment. These orthologous human variants were then analyzed using Functional Analysis through Hidden Markov Models (FATHMM) to predict cancer driver or passenger mutations^90^.

The criteria for selecting genes to generate the oncoplot were as follows:

a. Cancer-associated genes (COSMIC and OnkoKB database) with recurrent mutations in at least 10% of the samples.

b. Genes with mutations present in only one sample, provided the mutation was predicted to be a cancer driver by FATHMM.

c. Thyroid-related genes with recurrent somatic mutations. These thyroid-related genes were identified by cross-referencing canine genes with variants against the human ThyroSeq v3 gene list^91^.

The mutational signatures of the samples were explored using the MutationalPatterns R package^92^. The microsatellite instability (MSI) score for each tumor was calculated using MSIsensor-pro^93^. The mutational burden for each sample was defined as the number of protein-coding somatic variants normalized to the total number of megabases sequenced.

Allele-specific copy number variant (CNV) genes were identified using the *Sequenza* (v2.1.9999b1) tool with tumor and matched normal BAM files from whole-exome sequencing data^94^. Allele frequencies were used to calculate tumor-to-normal depth ratios, and allele-specific segmentation was generated with the copynumber R package. This approach yields allele-specific CNV profiles, providing estimates of total copy number, major and minor allele copy numbers, and tumor cellularity and ploidy.

### DNA repair pathway gene selection

Using DNA repair gene sets from the MSigDB database, we identified genes harboring variants and mapped them to their corresponding pathways. Specifically, we focused on four major DNA repair pathways: mismatch repair (MMR), base excision repair (BER), nucleotide excision repair (NER), and double-strand break repair (DSBR). The identified variants were validated by manual inspection in Integrated Genome Viewer (IGV) using BAM files from whole-exome sequencing, RNAseq, and matched normal samples. Genotypes were assigned based on variant presence across datasets: variants detected in the matched normal sample were classified as germline; those observed in WES and/or RNAseq but absent in the normal were classified as somatic. Variants detected exclusively in RNAseq could not be confidently assigned a genotype. Although these RNAseq variants were screened to exclude likely germline events, there remains low confidence in genotype assignment when relying solely on allelic frequency.

### Variant validation using Sanger sequencing

Validation of selected variants and gene fusions was conducted using Sanger dideoxy sequencing (Genewiz) of PCR amplified products from genomic DNA or cDNA. Following amplification of identified regions, the amplicons were evaluated by gel electrophoresis, gel isolated, and sequenced using either the forward or reverse amplification primers. Primers were designed from STAR-fusion predicted cDNA sequences of fusion genes or identified variants using Geneious or Primer3Plus (https://www.primer3plus.com/) and purchased from Integrated DNA Technologies (Coralville, IA, USA). The list of primer sequences was provided in Supplementary Table 1. Results were aligned with the reference sequence using Geneious (Boston, MA, USA) software to identify variants.

### Statistics and reproducibility

Statistical analyses were done using R statistical tool (v3.6.1 and v4.1.1) and GraphPad Prism software (v10.4.1). Correlations were assessed by calculating Pearson and Spearman correlation coefficients, and the FDRtool R package was used to correct for multiple testing. The oncoplots and heatmaps were plotted using ComplexHeatmap R package^95^. Bar charts and boxplots were plotted using R package ggplot2^96^. Clinicopathological data comparisons between FTC and MTC were assessed via nonparametric comparison with a Mann-Whitney U test. Survival analyses (PFI and ST) were performed using Kaplan–Meier curves with log-rank test and COXPH analyses; animals with metastasis noted at diagnosis were excluded from PFI analyses. Significance was set at *p* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1-9

Supplementary Software 1

Reporting Summary

## Data Availability

The raw fastq files for WES have been submitted to SRA database under BioProject number: PRJNA1222422. The RNAseq fastq files have been submitted to GEO database under accession number: GSE289443. Source data behind all figures are available on figshare^97^. All other data are available from the corresponding author on reasonable request.

# Supplementary material for: Comparative genomic and clinicopathological analysis uncovers contrasting molecular profiles of canine and human thyroid carcinomas
**Source:** Commun Biol. 2025 Dec 6;9:4. doi: 10.1038/s42003-025-09225-y
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Comparative genomic and clinicopathological analysis uncovers contrasting molecular profiles of canine and human thyroid carcinomas

Sunetra Das<sup>1,2¶</sup>, Samantha N. Schlemmer<sup>1,2,3¶\*</sup>, Rupa Idate<sup>1,2</sup>, Susan E. Lana<sup>1,2,5</sup>, Daniel P. Regan<sup>1,4,5</sup>, Douglas H. Thamm<sup>1,2,5</sup>, Dawn L. Duval<sup>1,2,5</sup>

¶These authors contributed equally to this work.

## Table of Contents

| Supplementary<br>File-Type # | Title                                                                                                | Page # |
|------------------------------|------------------------------------------------------------------------------------------------------|--------|
| <b>Figure 1</b>              | Normalized expression data of selected differentially expressed genes in FTC and MTC samples         | 3      |
| <b>Figure 2</b>              | Heatmap of over-expressed DEGs in MTC vs Normal samples in dogs                                      | 4      |
| <b>Figure 3</b>              | Representative photomicrographs of HER2 IHC scoring                                                  | 5      |
| <b>Figure 4</b>              | <i>ERBB2</i> transcript expression association with HER2 IHC scores                                  | 6      |
| <b>Figure 5</b>              | Normalized expression PIK3 pathway genes                                                             | 7      |
| <b>Figure 6</b>              | Association of mutational burden and progression-free interval                                       | 8      |
| <b>Figure 7</b>              | Mutational signature analysis of canine thyroid carcinomas                                           | 9      |
| <b>Figure 8</b>              | Boxplot illustrating the distribution of MEN1 gene expression levels                                 | 10     |
| <b>Figure 9</b>              | Distribution of <i>TG</i> (A) and <i>CALCB</i> (B) gene expression levels                            | 11     |
| <b>Figure 10</b>             | Distribution of selected fusion gene expression across all 30 samples                                | 12     |
| <b>Figure 11</b>             | Kaplan-Meier plots for select clinical parameters                                                    | 13     |
| <b>Table 1</b>               | Primer pairs used for selected variant and gene fusion validation                                    | 14     |
| <b>Note 1</b>                | Metadata on canine thyroid carcinoma whole exome sequencing                                          | 16     |
|                              | Comparison of thyroid carcinoma variants identified using CanFam3.1 and CanFam4 genomes              | 18     |
|                              | Metadata on RNAseq of canine thyroid carcinoma                                                       | 20     |
|                              | Comparison of differentially expressed genes between FTC and MTC using CanFam3.1 and CanFam4 genomes | 21     |

**Supplementary Figure 1:** Normalized expression data of selected differentially expressed genes in FTC and MTC samples

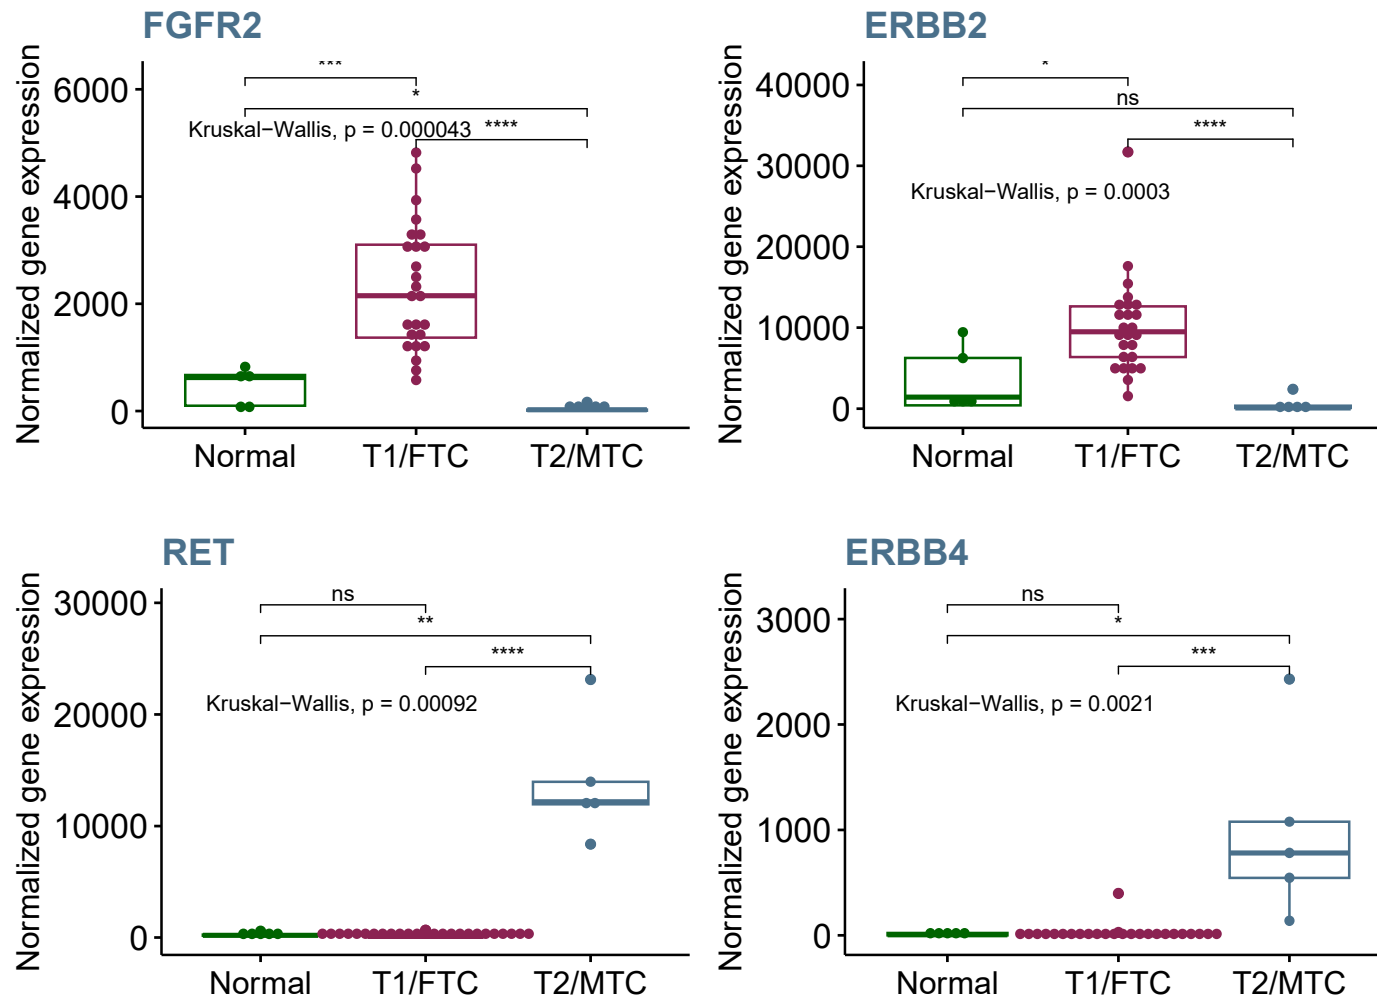

**Supplementary Figure 1.** Normalized expression data of selected differentially expressed genes in FTC and MTC samples. Data from five BarkBase normal samples were included.

**Supplementary Figure 2:** Heatmap of over-expressed DEGs in MTC vs Normal samples in dogs

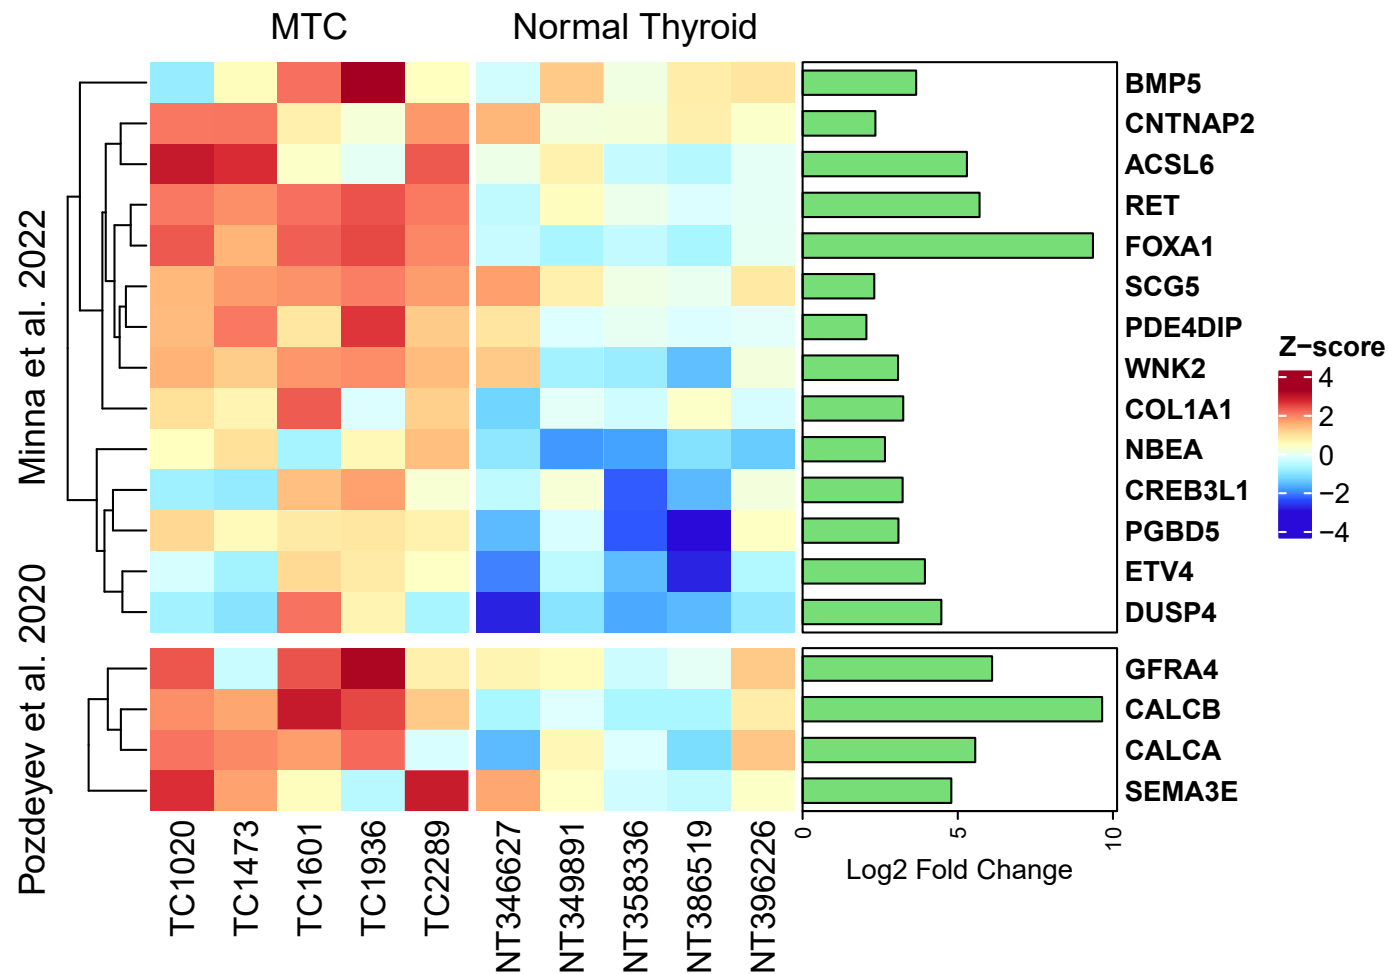

**Supplementary Figure 2.** Heatmap of over-expressed DEGs in MTC vs Normal samples in dogs. The genes plotted here overlap with DEGs identified in human MTC tumors relative to normal thyroid, derived from two published articles. Only cancer-related overlapping genes were plotted in the section labelled Minna et al. 2022<sup>33</sup>.

**Supplementary Figure 3:** Representative photomicrographs of HER2 IHC scoring

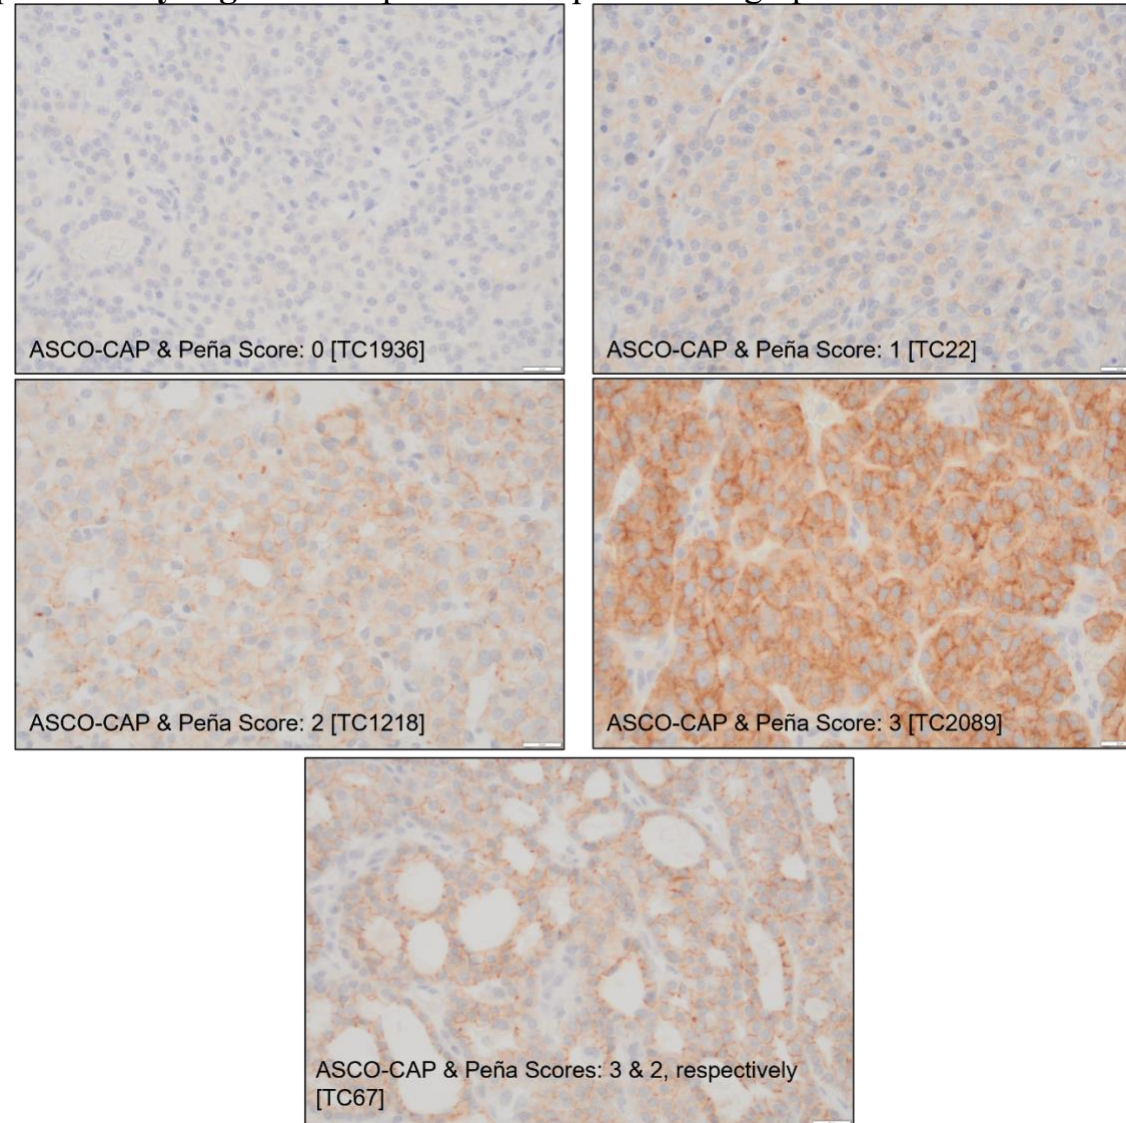

**Supplementary Figure 3.** Representative photomicrographs of HER2 IHC scoring, based on ASCO-CAP<sup>34,35</sup> and Peña<sup>36</sup> recommendations. 50x objective. Size bar = 20  $\mu$ m.

**Supplementary Figure 4:** *ERBB2* transcript expression association with HER2 IHC scores

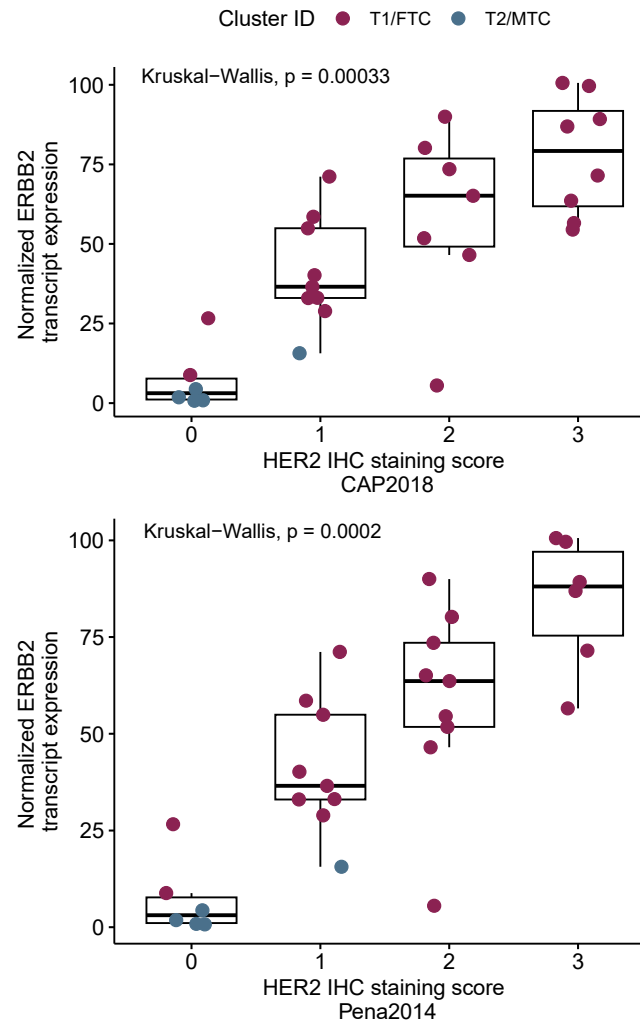

**Supplementary Figure 4.** Boxplot showing distribution of *ERBB2* transcript expression levels across four HER2 IHC scores in canine thyroid tumors. Two different types of HER2 score were used in this analysis.

**Supplementary Figure 5:** Normalized expression PIK3 pathway genes

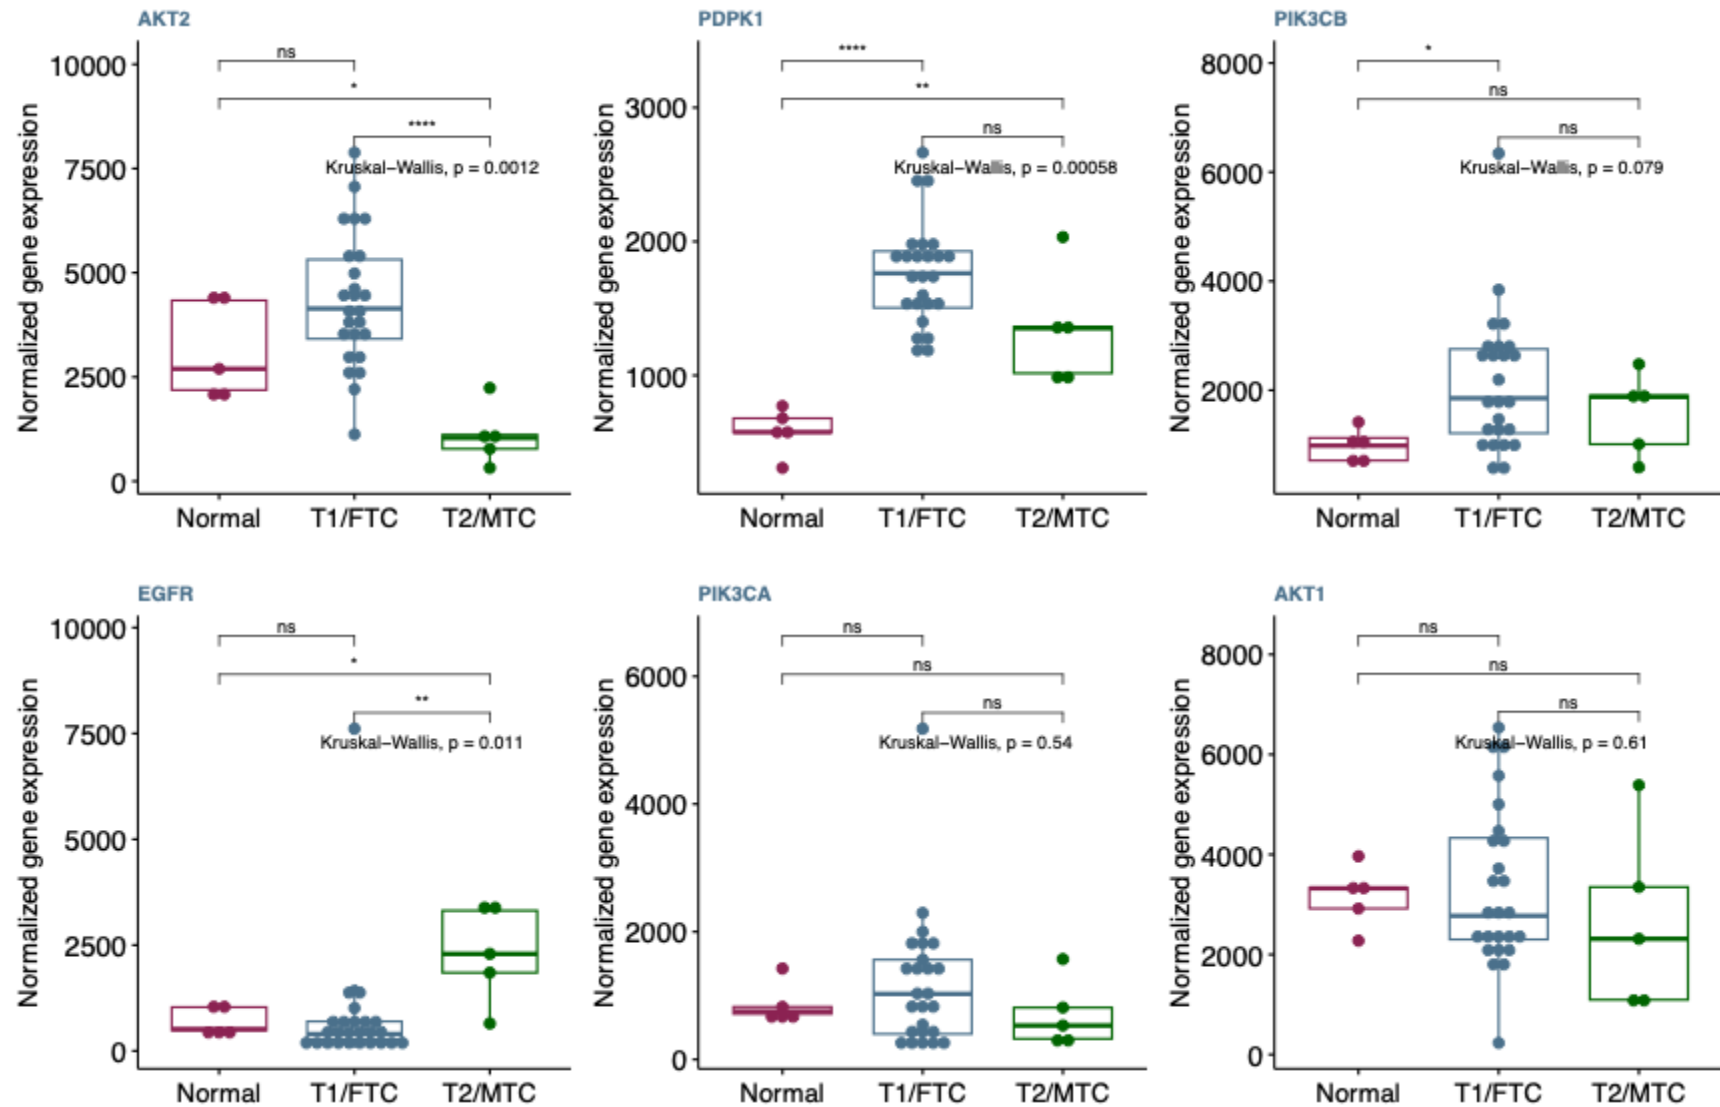

**Supplementary Figure 5.** Normalized expression PIK3 pathway genes. These genes have been previously reported as differentially expressed in canine thyroid tumors.

**Supplementary Figure 6:** Association of mutational burden and progression-free interval

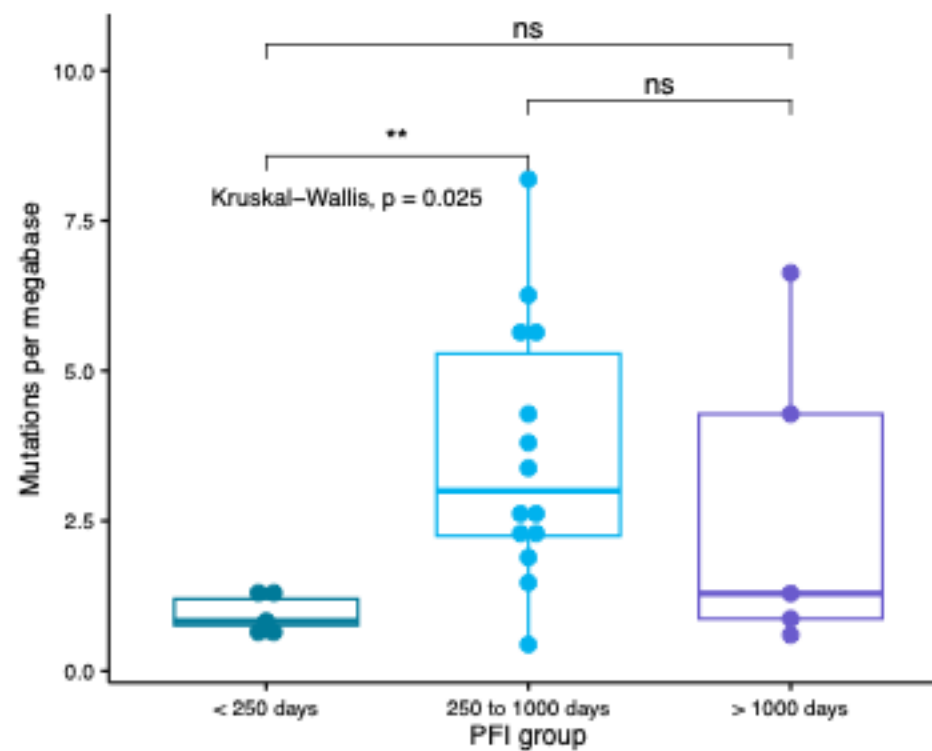

**Supplementary Figure 6.** Association of mutational burden (number of mutations per megabase) and progression-free interval (PFI). Dogs were segregated based on ranges of PFI. Mean number of mutations were highest in dogs with PFI range of 250 to 1000 days.

**Supplementary Figure 7: Mutational signature analysis of canine thyroid carcinomas**

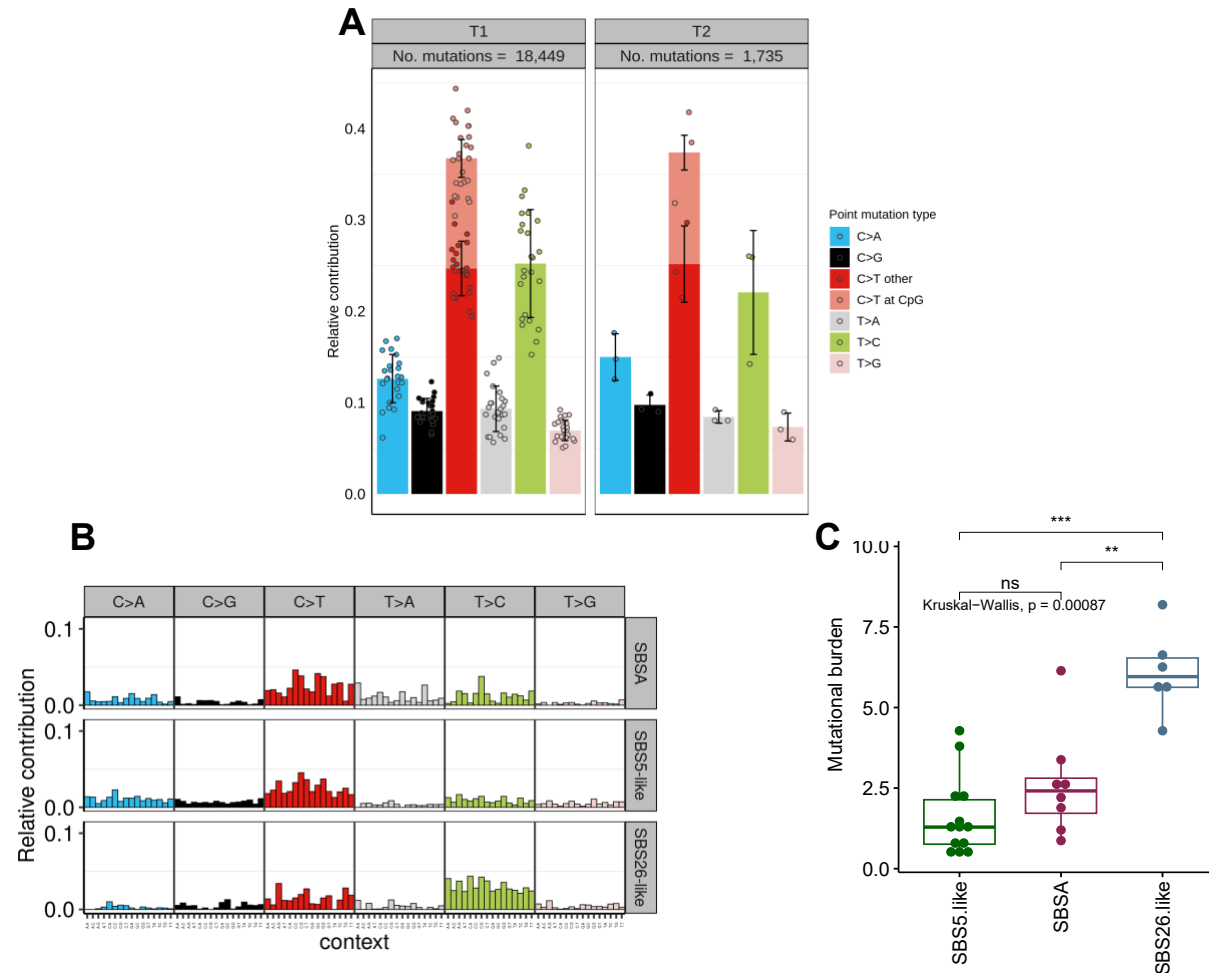

**Supplementary Figure 7.** Mutational signature analysis of canine thyroid carcinomas. A. Relative contribution of 6 single nucleotide substitutions in 25 FTC samples (T1 group) and 5 MTC samples (T2 group). B. Contribution of 96 trinucleotide substitutions to the three mutational signatures identified by NMF analysis of thyroid carcinoma somatic mutation profiles. C. Association of mutational burden to three identified mutational signatures. The dogs with SBS26-like mutational signature had significantly higher mutational burden compared to the other two signatures.

**Supplementary Figure 8:** Boxplot illustrating the distribution of MEN1 gene expression levels

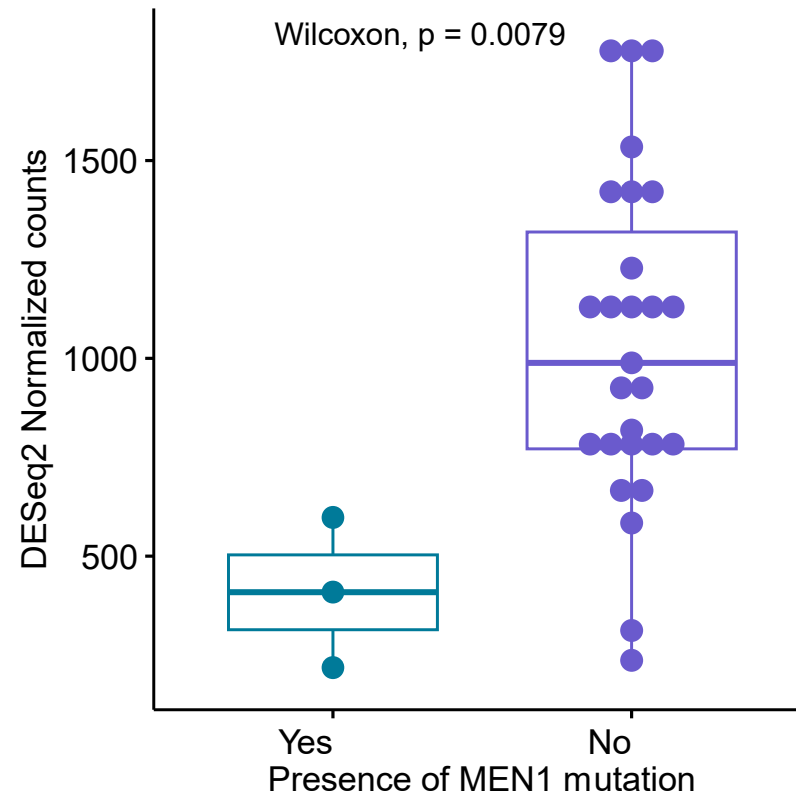

**Supplementary Figure 8.** Boxplot illustrating the distribution of MEN1 gene expression levels. The dogs were grouped by their mutation status (mutant vs wild-type).

**Supplementary Figure 9:** Distribution of TG (A) and CALCB (B) gene expression levels

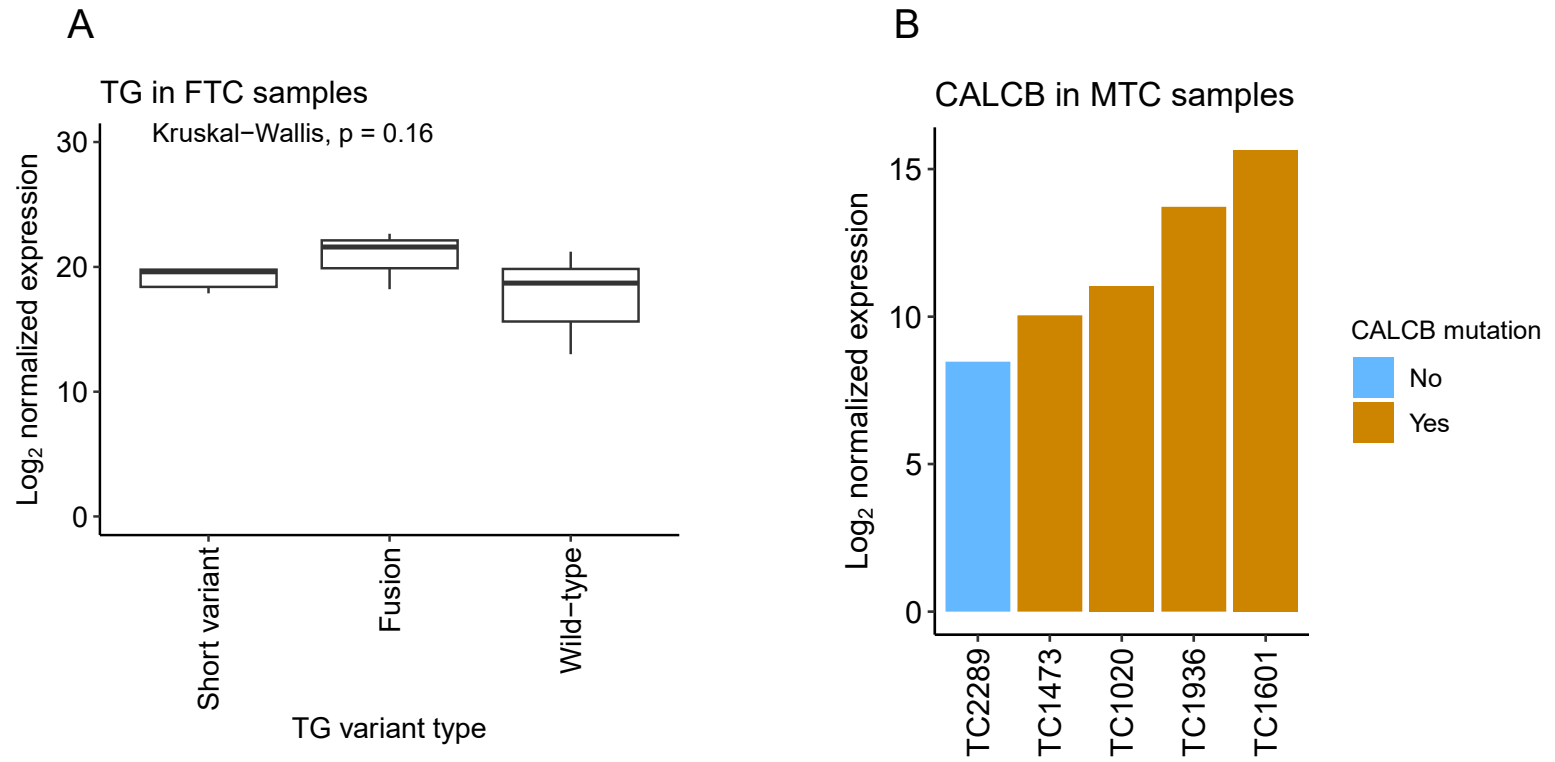

**Supplementary Figure 9.** Distribution of TG (A) and CALCB (B) gene expression levels. Dogs were grouped by mutation status (mutant vs wild-type) from 25 FTC (A) and 5 MTC (B) samples.

**Supplementary Figure 10:** Distribution of selected fusion gene expression across all 30 samples

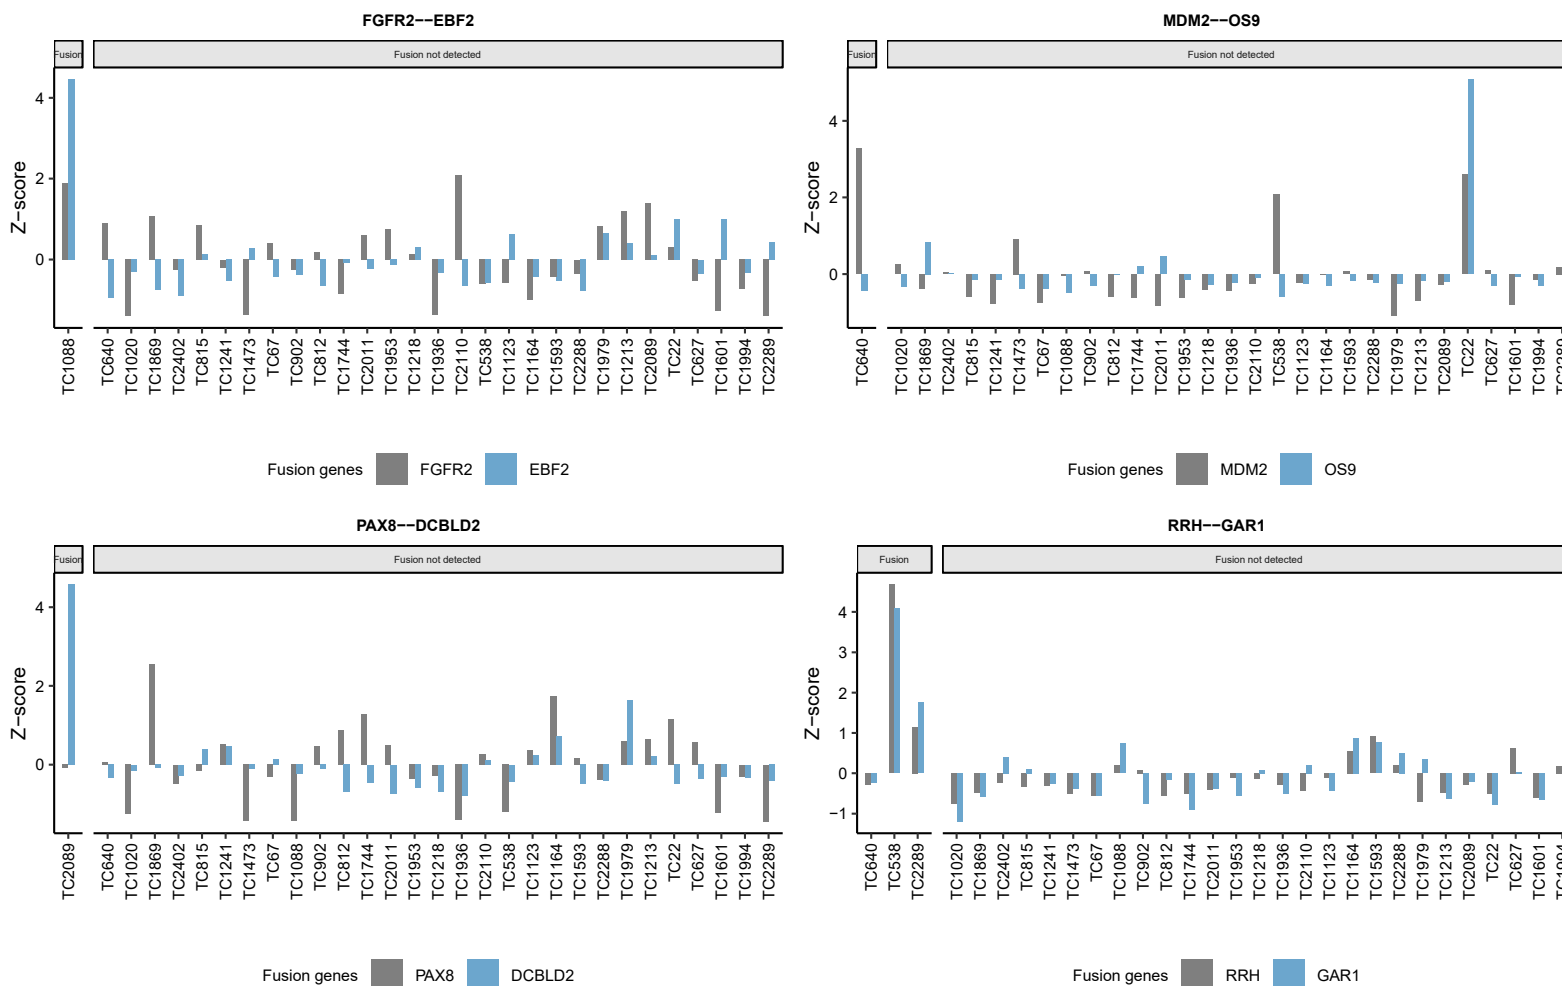

**Supplementary Figure 10.** Distribution of selected fusion gene expression across all 30 samples. These samples were partitioned by the presence or absence of respective fusions.

**Supplementary Figure 11: Kaplan-Meier plots for select clinical parameters**

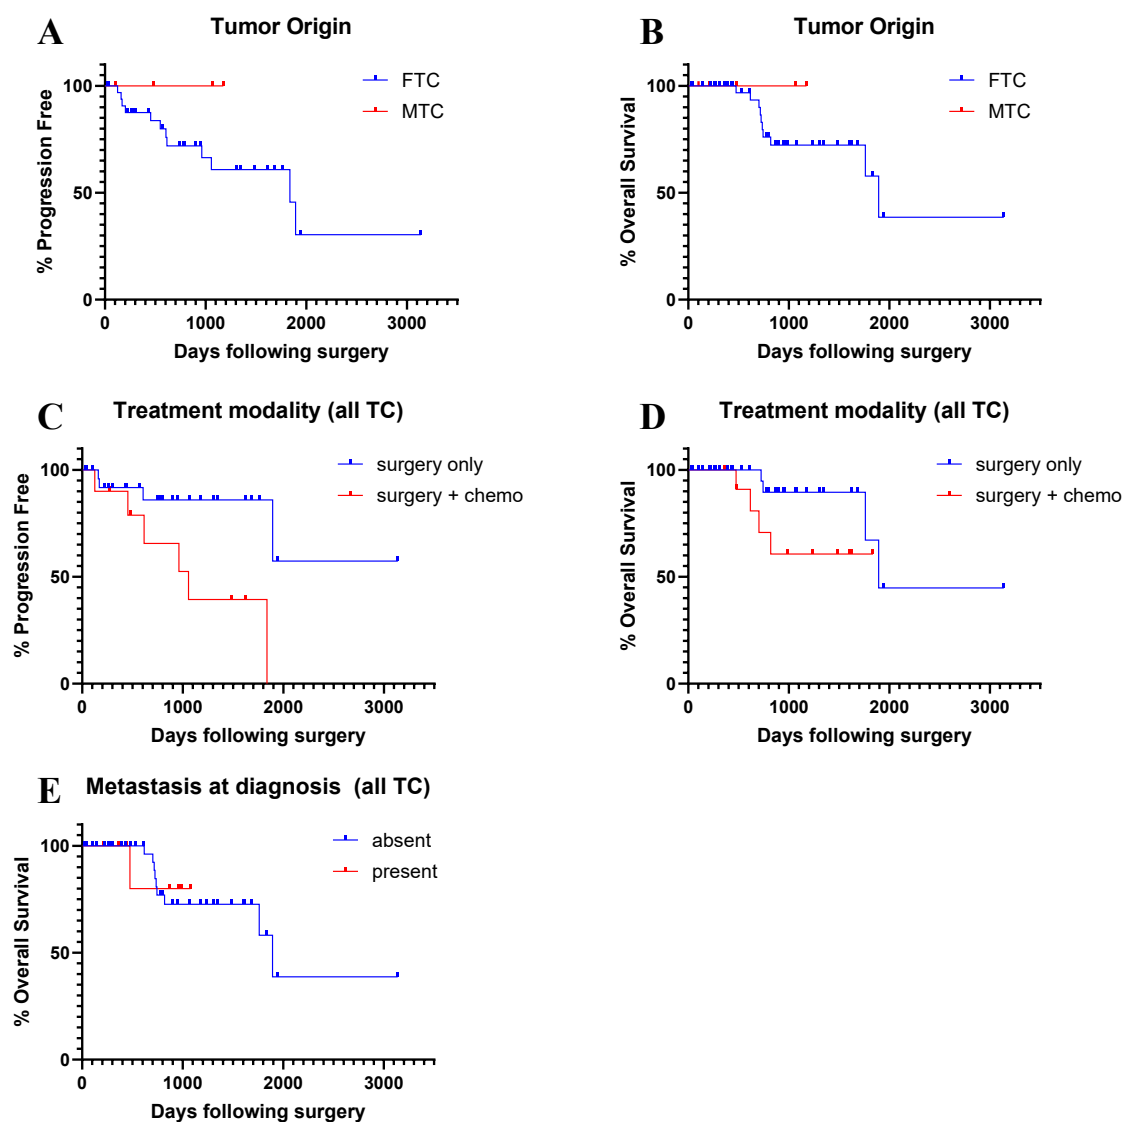

**Supplementary Figure 11.** Kaplan-Meier plots for select clinical parameters. These were not significant on log-rank test ( $p > 0.05$ ).

**Supplementary Table 1: Primer pairs used for select variant and gene fusion validation**

| Tumor                             | Gene or Fusion         | Primer Name       | Primer Sequence 5'- 3'   | Confirmed         |
|-----------------------------------|------------------------|-------------------|--------------------------|-------------------|
| T1088                             | FGFR2 EBF2 fusion      | FGFR2 FW1         | CACAGAGGCCGACGTTCAAG     | Yes               |
|                                   |                        | EBF2 RE1          | GATGCAGGGGGTAGCTTCTG     |                   |
| T2089                             | PAX8--DCBLD2 fusion    | PAX8 FW1          | CCCTGACCCCTTCCAATACAC    | Yes               |
|                                   |                        | DCBLD2 RE1        | GCGCACTCTCTCTCCCATC      |                   |
| T2089                             | PAX8--DCBLD2 fusion    | PAX8 FW2          | CCCTGGACGACGGCAAGG       | Yes               |
|                                   |                        | DCBLD2 RE2        | GCCAAGAATCCTCGTCCAGAA    |                   |
| T1164                             | MEN1                   | MEN1 Exon7 FW     | TGTGCCTTATGGGTGTGACC     | Yes               |
|                                   |                        | MEN1 Exon7 RE     | GATAGGGTGGGGGAGAGAGG     |                   |
| T1593                             | MEN1                   | MEN1 Exon6 FW     | GCTGCTCTATGACCTGGGAC     | Yes               |
|                                   |                        | MEN1 Exon6 RE     | TCCTGAGATGTCCCCACCTT     |                   |
| T815                              | MEN1                   | MEN1 Exon2 FW     | CTGTGGCGGACCTATCCATC     | Yes               |
|                                   |                        | MEN1 Exon2 RE     | GGGCTCCAACCTGTGATGAA     |                   |
| TC2288                            | STAT2                  | STAT2 Exon20 FW   | TCTCTGCAACCCCTTCACCAA    | Yes               |
|                                   |                        | STAT2 Exon20 RE   | AGTAGCACCCAAAAGCCTCA     |                   |
| TC1593                            | STAT2                  | STAT2 Exon20 FW   | TCTCTGCAACCCCTTCACCAA    | Yes               |
|                                   |                        | STAT2 Exon20 RE   | AGTAGCACCCAAAAGCCTCA     |                   |
| TC627                             | STAT2                  | STAT2 Exon20 FW   | TCTCTGCAACCCCTTCACCAA    | Yes               |
|                                   |                        | STAT2 Exon20 RE   | AGTAGCACCCAAAAGCCTCA     |                   |
| T1088                             | STAT2                  | STAT2 Exon16 FW   | CAGTTCTTCTCCAGCCCTCC     | Yes               |
|                                   |                        | STAT2 Exon16 RE   | AGCTTGTTCTCTCAGCATGCT    |                   |
| T1218                             | STAT2                  | STAT2 Exon16 FW   | CAGTTCTTCTCCAGCCCTCC     | Yes               |
|                                   |                        | STAT2 Exon16 RE   | AGCTTGTTCTCTCAGCATGCT    |                   |
| T2089                             | STAT2                  | STAT2 Exon16 FW   | CAGTTCTTCTCCAGCCCTCC     | Yes               |
|                                   |                        | STAT2 Exon16 RE   | AGCTTGTTCTCTCAGCATGCT    |                   |
| T1164                             | STAT2                  | STAT2 Exon19 F    | ACAGCAGGGAGGCATGAGG      | Yes               |
|                                   |                        | STAT2 Exon19 R    | ATCCTGATGTTCCACCCAGG     |                   |
| T2289                             | STAT2                  | STAT2 Exon15 F    | CAAGTTTCCATTGCCTGGGC     | Yes               |
|                                   |                        | STAT2 Exon15 R    | CAAGAGTGGGAAGAGGGCAG     |                   |
| T1088                             | MUC4                   | MUC4 Exon1 FW175  | CACCAACAGTATCACAGGTCCT   | Yes               |
|                                   |                        | MUC4 Exon1 RE374  | ACCCTGAGATGACTCTGTTGT    |                   |
| T1936                             | MUC4                   | MUC4 Exon1 FW175  | CACCAACAGTATCACAGGTCCT   | No                |
|                                   |                        | MUC4 Exon1 RE374  | ACCCTGAGATGACTCTGTTGT    |                   |
| T538                              | MUC4                   | MUC4 Exon1 FW175  | CACCAACAGTATCACAGGTCCT   | No                |
|                                   |                        | MUC4 Exon1 RE374  | ACCCTGAGATGACTCTGTTGT    |                   |
| T2089                             | MUC4                   | MUC4 Exon1FW1012  | CCACAGTGTGAGAAATGGCC     | Yes               |
|                                   |                        | MUC4 Exon1 RE1556 | TGTCGTTGCTGATGTGTTGC     |                   |
| T2011                             | MUC4                   | MUC4 Exon1FW1012  | CCACAGTGTGAGAAATGGCC     | Yes               |
|                                   |                        | MUC4 Exon1 RE1556 | TGTCGTTGCTGATGTGTTGC     |                   |
| T2288                             | MUC4                   | MUC4 FW1850       | AGATGACTCGACCCAGGACA     | Yes               |
|                                   |                        | MUC4 RE2371       | CTGGAAGGGGACAAAGTGCT     |                   |
| T627                              | MUC4                   | MUC4 FW1850       | AGATGACTCGACCCAGGACA     | No                |
|                                   |                        | MUC4 RE2371       | CTGGAAGGGGACAAAGTGCT     |                   |
|                                   |                        | KRAS Exon3 RE     | TGCATGGTAATCAGCAAAGACT   |                   |
|                                   |                        | KRAS cDNA RE      | GGACCATAGGTACATCTTCAGAGT |                   |
| All 60 samples and CTAC cell line | ERBB2 <sup>V659E</sup> | ERBB2 FW          | CTTCGCTTGATCAGGATGC      | Yes for only CTAC |
|                                   |                        | ERBB2 RE          | AAACATCAGGGACCTGCCTA     |                   |

# Supplementary Note 1: Metadata on canine thyroid carcinoma Whole Exome Sequencing

## 1. Sequencing and mapping statistics

Whole exome sequencing (WES) was conducted on 27 tumors and matched normal samples. The total number of reads ranged from 27.8–41.7 million in normal samples and 66.2–90.6 million in tumor samples (**Figure A1**). The average mapping rates were 99.1% ( $\pm 0.29\%$ ) and 99.2% ( $\pm 0.28$ ) in samples mapped against CanFam3.1 and CanFam4, respectively (**Figure A2**). The tumor median coverage/depth of mapping against two genomes, CanFam3.1 and CanFam4, were 220X ( $\pm 27.8X$ ) and 215.6X ( $\pm 27.4X$ ), and the matched normal median coverage/depth were 100.8X ( $\pm 10.9X$ ) and 111.9 ( $\pm 12.3X$ ), respectively (**Figure A3**). The protein-coding mutational burden (total protein coding variants per 43.5 MB exome capture) ranged from 0.44 (TC640) to 8.19 (TC627) and 0.64 (TC1869) to 10.59 (TC627) when mapped against the CanFam3.1 and CanFam4 genomes, respectively.

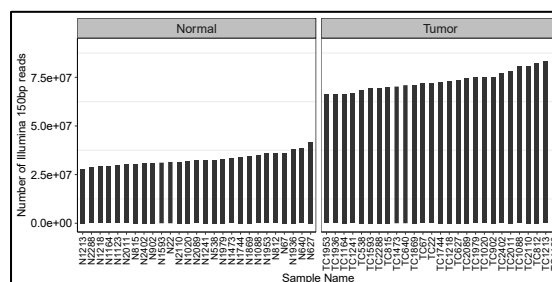

**Figure A1.** Total number of raw reads from Illumina sequencing of canine thyroid carcinoma tumors and matched normals.

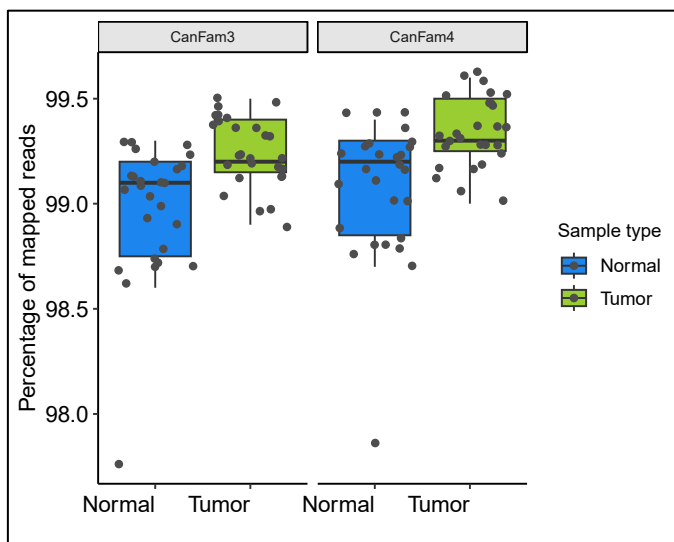

**Figure A2.** Percentage of mapped reads in normal and tumor samples from Whole Exome Sequencing. Similar mapping rates were observed in both cases.

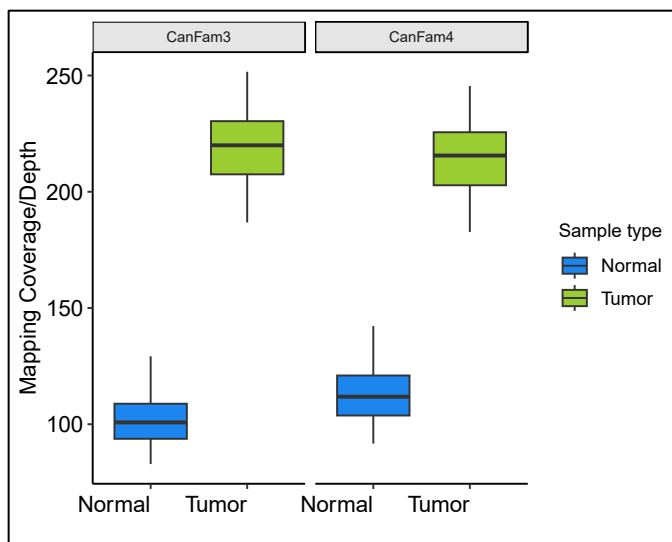

**Figure A3.** Whole exome sequencing coverage in normal and tumor samples. Mapping against CanFam3.1 and CanFam4 showed similar depth.

## 2. Variant statistics

The total number of Mutect2 PASS variants identified using CanFam3.1 and CanFam4 genome were very similar. The number of variants (SNV and INDELs) ranged from 410 (TC1020) to 2,110 (TC627) in the analysis using CanFam3.1 genome and were 278 (TC1020) and 2,125 (TC627) when using CanFam4 genome (Figure A4). On average, 11% of CanFam3.1 PASS variants were located within coding regions, while 16% of CanFam4 variants were identified in coding regions. The number of coding variants ranged from 19 (TC640) to 356 (TC627) in the analysis using CanFam3.1 genome, and from 28 (TC1020) and 460 (TC627) in the analysis using CanFam4 genome. Approximately, 5% of these protein coding variants were identified in cancer genes irrespective of the genome used for variant calling.

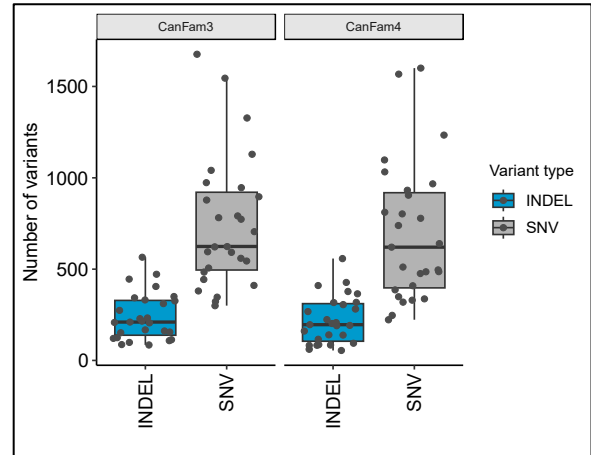

**Figure A4.** Whole exome sequencing coverage in normal and tumor samples. Mapping against CanFam3.1 and CanFam4 showed similar depth.

## 3. Coding variant mutation types

The distribution of mutation types was plotted in **Figure A5**. The most common type of mutation identified was missense mutation followed by mutations in UTR regions. On average 68% and 61% of all coding mutations were identified as missense using CanFam3.1 and CanFam4 as reference genomes, respectively. The difference was observed in the UTR regions, where significantly more variants were identified when CanFam4 was used compared to CanFam3.1 (**Figure A6**).

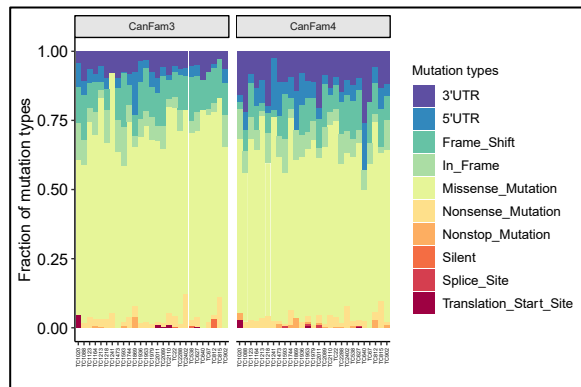

**Figure A5.** Distribution of coding mutation types in samples using CanFam3.1 and CanFam4 as reference genomes. Missense mutations were the most common type of short variant as identified in both pipelines.

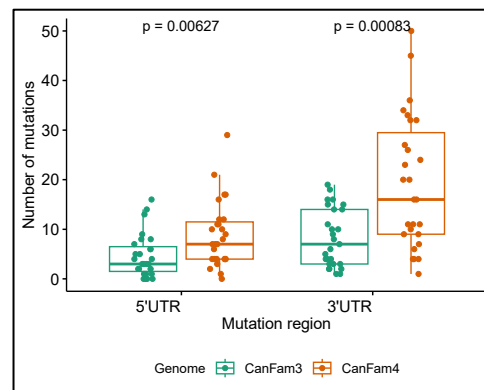

**Figure A6.** Boxplots representing the number of mutations at UTR regions from analyses using CanFam3.1 and CanFam4 as reference genomes.

## Supplementary Note 1: Comparison of thyroid carcinoma variants identified using CanFam3.1 and CanFam4 genomes

Using the same pipeline with different reference genomes, more PASS variants were identified from CanFam3.1 (n = 26,695) compared to CanFam4 (n = 24,722) genome from 27 thyroid tumor samples. However, relatively more CDS variants were identified using CanFam4 (n=6,169) compared to CanFam3.1 (n=4,909) genome. Among all these coding sequences, 5.5% and 6.8% of variants were synonymous/silent mutations as derived using CanFam3.1 and CanFam4 genomes, respectively.

Looking into the non-synonymous cancer and thyroid gland-specific gene variants, we have identified 100 genes with variants from CanFam3.1 genome and 107 genes from CanFam4 genome. The gene variants that were identified in either CanFam3.1 or CanFam4 are listed in Table A1.

**Table A1. Cancer gene variants detected using CanFam3 or CanFam4 genomes.**

| Tumor Sample Barcode | Gene name | Cancer Gene Type | Depth | Alternate Allele Count | Tumor allelic frequency | HGVSp       | Genome  |
|----------------------|-----------|------------------|-------|------------------------|-------------------------|-------------|---------|
| TC2089               | H3-3B     | Unassigned       | 488   | 6                      | 0.014                   | p.L49Rfs*12 | CanFam4 |
| TC2288               | H3-3B     | Unassigned       | 317   | 8                      | 0.028                   | p.T81Lfs*49 | CanFam4 |
| TC2089               | H3-3B     | Unassigned       | 437   | 7                      | 0.017                   | p.R54C      | CanFam4 |
| TC2011               | MUC4      | Unassigned       | 124   | 5                      | 0.045                   | p.E352Q     | CanFam4 |
| TC1241               | MUC4      | Unassigned       | 11    | 2                      | 0.231                   | p.L406P     | CanFam4 |
| TC812                | MUC4      | Unassigned       | 26    | 3                      | 0.143                   | p.L406P     | CanFam4 |
| TC1953               | MUC4      | Unassigned       | 196   | 3                      | 0.02                    | p.T723I     | CanFam4 |
| TC1473               | MUC4      | Unassigned       | 16    | 2                      | 0.167                   | p.S147T     | CanFam4 |
| TC627                | MUC4      | Unassigned       | 67    | 7                      | 0.111                   | p.E105A     | CanFam4 |
| TC2089               | MUC4      | Unassigned       | 54    | 6                      | 0.124                   | p.L406P     | CanFam4 |
| TC2089               | MUC4      | Unassigned       | 166   | 4                      | 0.029                   | p.P510L     | CanFam4 |
| TC2110               | MUC4      | Unassigned       | 28    | 4                      | 0.166                   | p.L406P     | CanFam4 |
| TC1953               | MUC4      | Unassigned       | 200   | 3                      | 0.02                    | p.M724I     | CanFam4 |
| TC1164               | MUC4      | Unassigned       | 610   | 18                     | 0.026                   | p.G85S      | CanFam4 |
| TC538                | MUC4      | Unassigned       | 98    | 8                      | 0.084                   | p.S492R     | CanFam4 |
| TC1088               | MUC4      | Unassigned       | 325   | 11                     | 0.034                   | p.G85S      | CanFam4 |
| TC1936               | MUC4      | Unassigned       | 208   | 8                      | 0.039                   | p.N498S     | CanFam4 |
| TC1936               | MUC4      | Unassigned       | 66    | 7                      | 0.117                   | p.Y110H     | CanFam4 |
| TC1936               | MUC4      | Unassigned       | 63    | 6                      | 0.108                   | p.M111S     | CanFam4 |
| TC1593               | MUC4      | Unassigned       | 49    | 3                      | 0.078                   | p.H811Q     | CanFam4 |
| TC1473               | MUC4      | Unassigned       | 16    | 2                      | 0.167                   | p.D146G     | CanFam4 |
| TC1936               | MUC4      | Unassigned       | 392   | 6                      | 0.017                   | p.P773L     | CanFam4 |
| TC2288               | MUC4      | Unassigned       | 550   | 9                      | 0.017                   | p.R644S     | CanFam4 |
| TC902                | MUC4      | Unassigned       | 57    | 4                      | 0.084                   | p.I422T     | CanFam4 |
| TC627                | MUC4      | Unassigned       | 532   | 7                      | 0.015                   | p.R644S     | CanFam4 |
| TC1473               | POLG      | Unassigned       | 195   | 7                      | 0.034                   | p.P49Q      | CanFam4 |
| TC1213               | POLG      | Unassigned       | 228   | 9                      | 0.041                   | p.P46Q      | CanFam4 |
| TC1744               | POLG      | Unassigned       | 175   | 6                      | 0.039                   | p.P50Q      | CanFam4 |
| TC627                | RAP1GDS1  | Unassigned       | 14    | 2                      | 0.188                   | p.V230E     | CanFam4 |
| TC1088               | SIRPA     | Unassigned       | 13    | 8                      | 0.6                     | p.H81G      | CanFam4 |

## Supplementary Note 1: Metadata on RNAseq of canine thyroid cancer

RNAseq was conducted on 30 canine thyroid tumor samples. The total number of Illumina sequencing reads ranged from 103.9–232.7 million in these tumor samples (**Figure A7**). The average mapping rates were 91.0% ( $\pm 2.3\%$ ) and 93.2% ( $\pm 2.1\%$ ) when mapped against CanFam3.1 and CanFam4, respectively. Although the total number of reads mapped to CanFam4 was higher than to CanFam3.1, the median coverage depth of the coding regions (or exons) was significantly greater in CanFam3.1 than in CanFam4. (**Figure A8**).

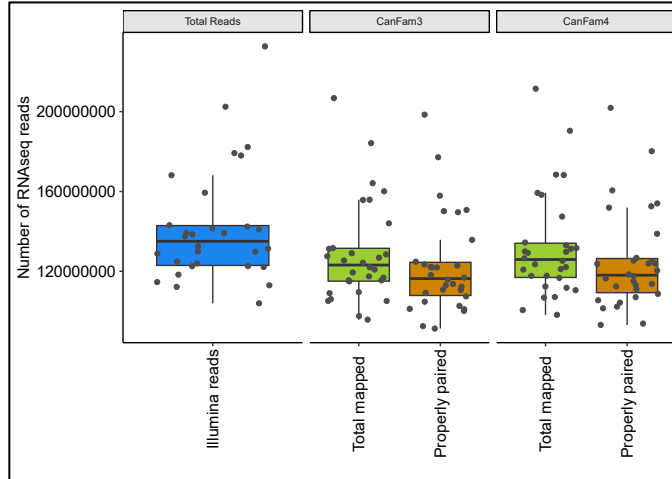

**Figure A7.** Boxplots representing the distribution of total reads obtained following Illumina sequencing. The total reads mapped and properly paired against CanFam3.1 and CanFam4 genomes were also plotted here.

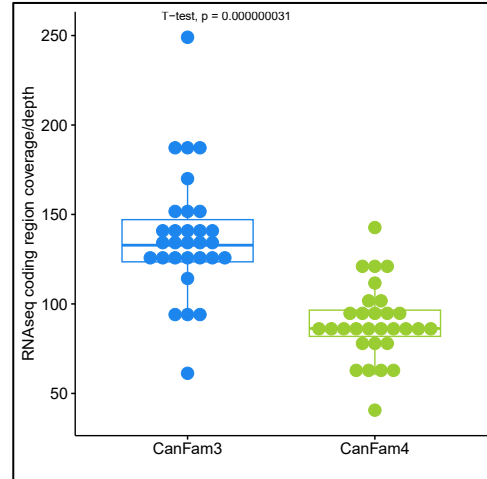

**Figure A8.** Boxplots representing the distribution of RNAseq coding region coverage when mapped against CanFam3.1 and CanFam4.

## Supplementary Note 1: Comparison of differentially expressed genes between FTC and MTC using CanFam3.1 and Canfam4 genomes

We performed differential analysis between FTC and MTC using gene expression data from both CanFam3.1 and CanFam4 genomes. A total of 2,389 and 3,334 differentially expressed genes (DEGs) were identified using CanFam3.1 and CanFam4 genomes, respectively. However, the CanFam4 pipeline failed to identify genes with symbols or names for over 41% of DEGs, a significant limitation for downstream pathway analysis, while the CanFam3.1 pipeline only missed gene symbols for 28% of DEGs. Forty-seven percent of DEGs overlapped between the two pipelines, but this overlap increased to 77% when only genes with known symbols were considered (**Figure A9**). The list of DEGs that were identified by using either CanFam3.1 or CanFam4 are listed in **Table A2**.

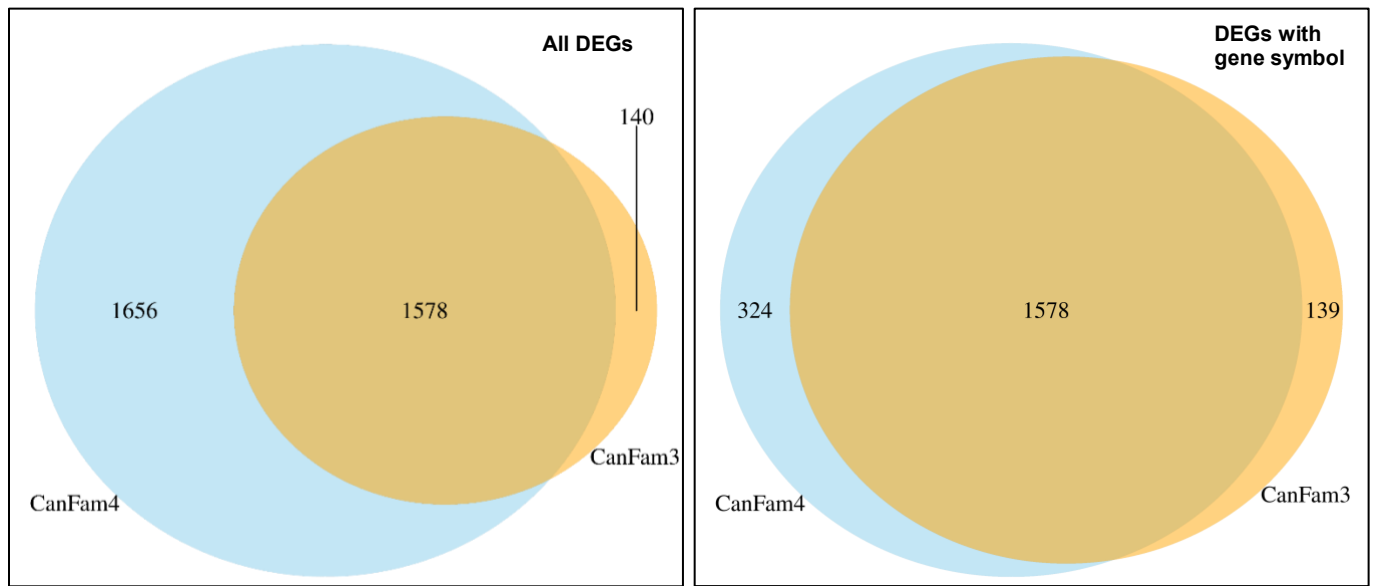

**Figure A9.** Venn diagrams showing the overlap of DEGs genes identified using CanFam3.1 and CanFam4 genomes.

**Table A2. List of DEGs identified using either CanFam3.1 or CanFam4 genome.**

| Gene symbol | Log2 fold change | Adjusted p-value | Genome  |
|-------------|------------------|------------------|---------|
| ABHD12B     | -2.0294239       | 0.00385353       | CanFam3 |
| ABTB2       | -2.1750871       | 0.01050449       | CanFam3 |
| ACTRT1      | -2.1806577       | 0.02812997       | CanFam3 |
| AHR         | -2.0736517       | 2.2057E-08       | CanFam3 |
| AMPD3       | -3.4116655       | 2.8768E-10       | CanFam3 |
| AOC1        | -3.0301835       | 2.0639E-07       | CanFam3 |
| APBB1       | -2.3878394       | 1.0722E-10       | CanFam3 |
| ARHGDIG     | -2.7738064       | 0.00239007       | CanFam3 |
| ARSH        | -4.2889948       | 1.0401E-05       | CanFam3 |
| BTN2A2      | -2.0641596       | 0.02439923       | CanFam3 |
| C1QTNF7     | -2.0396162       | 0.01171312       | CanFam3 |
| C20orf204   | -2.842168        | 5.0176E-05       | CanFam3 |
| C31H21orf58 | -3.6947738       | 1.4783E-08       | CanFam3 |
| C5orf58     | -3.4546469       | 6.8763E-07       | CanFam3 |
| C8orf88     | -4.4001797       | 1.8452E-10       | CanFam3 |
| C9H17orf99  | -4.677329        | 1.3267E-14       | CanFam3 |
| CCDC154     | -3.4235199       | 0.00011537       | CanFam3 |
| CCKAR       | -7.5236018       | 5.7983E-08       | CanFam3 |
| CCN4        | -2.02649         | 0.00527781       | CanFam3 |
| CD7         | -2.0630132       | 0.00040739       | CanFam3 |

|               |            |            |         |
|---------------|------------|------------|---------|
| <b>USP46</b>  | 2.06183536 | 0.00188797 | CanFam4 |
| <b>VSNL1</b>  | -7.53891   | 2.2773E-16 | CanFam4 |
| <b>WDR64</b>  | 3.0378836  | 2.8168E-05 | CanFam4 |
| <b>XKRX</b>   | -3.5302039 | 3.4591E-05 | CanFam4 |
| <b>ZAP70</b>  | -2.0653397 | 6.8985E-05 | CanFam4 |
| <b>ZNF300</b> | -2.3283586 | 9.4982E-05 | CanFam4 |
| <b>ZNF391</b> | 2.0010845  | 4.2551E-06 | CanFam4 |
| <b>ZWINT</b>  | 2.40426102 | 0.00052974 | CanFam4 |

# Supplementary material for: Comparative genomic and clinicopathological analysis uncovers contrasting molecular profiles of canine and human thyroid carcinomas
**Source:** Commun Biol. 2025 Dec 6;9:4. doi: 10.1038/s42003-025-09225-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1.**

Description: Clinicopathologic data for 60 canine thyroid carcinomas with mutational burden for 30 cases. 34 781

### **Supplementary Data 2.**

Description: Spearman correlation coefficients between Thyroid Differentiation 803 Score (TDS) and gene expression levels across full cohort of thyroid tumors.

### **Supplementary Data 3.**

Description: Spearman correlation coefficients between Thyroid Differentiation Score (TDS) and gene expression levels across 25 canine FTC tumors.

### **Supplementary Data 4.**

Description: Pathways or gene sets enriched in MTC and FTC tumors.

### **Supplementary Data 5.**

Description: List of significant DEGs from FTC vs. Normal thyroid comparison ( $\log_2 FC > 2$ ;  $FDR < 0.05$ ).

### **Supplementary Data 6.**

Description: List of significant DEGs from MTC vs. Normal thyroid comparison ( $\log_2 FC > 2$ ;  $FDR < 0.05$ ).

### **Supplementary Data 7.**

Description: List of variants identified via WES pipeline.

### **Supplementary Data 8.**

Description: List of variants identified via RNAseq pipeline.

### **Supplementary Data 9.**

Description: List of gene fusions identified via RNAseq pipeline.

### **Supplementary Software 1.**

Description: Cross-species amino acid position mapping: from dog to human

# Supplementary material for: Comparative genomic and clinicopathological analysis uncovers contrasting molecular profiles of canine and human thyroid carcinomas
**Source:** Commun Biol. 2025 Dec 6;9:4. doi: 10.1038/s42003-025-09225-y
**Supplement:** Supplementary file 4 — Supplementary Software 1

README

# Cross-Species Amino Acid Position Mapping: From Dog to Human

This archive contains scripts and example data used to map canine
amino acid positions to orthologous human residues using BLASTp and
R.

## 📁 Folder Contents

- **Bash\_GenerateBLAST\_XML\_Database** - Files and
  Scripts to generate BLASTp XML for Steps 1 - 3.
- **R\_Extract\_Homologous\_Human\_AA\_Positions** - Files
  and Scripts to extract orthologous amino acid position from canine
  peptides to human

---

## 📦 Requirements

- **BLAST+** v2.12.0+
- **seqtk** v1.5-r133
- **R** v4.1.2
  - R packages: `XML`, `readr`, `xml2`,
    `rentrez`

---

## ⚙️ Instructions

### Step 1: Extract peptide sequences for genes of interest from both human and canine peptide FASTA files

#### 🔹 Input

- **Protein databases:**
  - `InputFiles/InputProteinSequences/Homo_sapiens.GRCh38.pep.all.fa`
  - `InputFiles/InputProteinSequences/Canis_familiaris.CanFam3.1.pep.all.fa`
- **List of peptide sequence IDs:**
  - `InputFiles/ListOfProteinIDs/Listof_Human_CancerGenesOfInterest_Seqtk_Input.txt`
  - `InputFiles/ListOfProteinIDs/Listof_Canine_CancerGenesOfInterest_Seqtk_Input.txt`

#### 🔹 Bash Script

Run:

```
   `sh Scripts/01.Extracting_Peptide_Sequences.sh`
```

#### 🔹 Output

- `ExtractedProteinSequences/Extracted_Protein_Sequences_Human_GRCH38_CancerGenesofInterest.fasta`
- `ExtractedProteinSequences/Extracted_Protein_Sequences_Canine_CanFam3_CancerGenesofInterest.fasta`

---

### Step 2: Create BLAST database for human peptide sequences

#### 🔹 Input

- `ExtractedProteinSequences/Extracted_Protein_Sequences_Human_GRCH38_CancerGenesofInterest.fasta`

#### 🔹 Bash Script

Run: `sh Scripts/02.MakeblastDB_Human_GRCH38.sh`

#### 🔹 Output

```
- `BLAST_DataBase/HomoSapiens_CG_proteinBlastDB_GRCH38`
```

---

### Step 3: Run blastp

#### 🔹 Input

- `ExtractedProteinSequences/Extracted_Protein_Sequences_Canine_CanFam3_CancerGenesofInterest.fasta`
- `BLAST_DataBase/HomoSapiens_CG_proteinBlastDB_GRCH38`

#### 🔹 Bash Script

Run:

```
  `sh Scripts/03.BlastP_Canine_Cancer_Peptides_Against_HumanBlastDatabase.sh`
```

#### 🔹 Output

```
- `Canine_BLASTP_To_Human_CancerGenes.xml`
```

---

### Step 4: Map canine amino acid positions to human orthologous positions

#### 🔹 Input

- `../../Bash_GenerateBLAST_XML_Database/BLAST_Outputs/Canine_BLASTP_To_Human_CancerGenes.xml`
- `../InputFiles/Canine_ThyroidCarcinoma_Missense_Mutations.csv`

#### 🔹 R Script

Run in R studio:

```
  - Script name: CrossSpecies_AA_PositionMapping.R
```

#### 🔹 Outputs

```
- 01.Thyroid_Carcinoma_Mutect2_CanFam3_Canine2Human_Variant_LiftOver.csv.csv 
       - Contains homologous amino acid positions mapped from canine to human.
       - Includes reformatted input for downstream FATHMM analysis.

- 02.Thyroid_Carcinoma_Mutect2_CanFam3_FATHMM_Cancer_Data_Output.tab
        - Output from FATHMM (Cancer module): https://fathmm.biocompute.org.uk/cancer.html
        - Provides pathogenicity predictions based on human-mapped amino acid positions.

- 03.Thyroid_Carcinoma_Mutect2_CanFam3_FATHMM_DiseaseOntology_Data_Output.tab
        - Output from FATHMM (Inherited disease ontology module): https://fathmm.biocompute.org.uk/inherited.html
        - Provides disease ontology predictions for the mapped variants.

- 04.Thyroid_Carcinoma_Mutect2_CanFam3_FATHMM_Predictions.csv
        - Final merged dataset of canine amino acid variants mapped to homologous human positions, annotated with FATHMM-predicted disease and cancer relevance.
```

# Supplementary material for: Comparative genomic and clinicopathological analysis uncovers contrasting molecular profiles of canine and human thyroid carcinomas
**Source:** Commun Biol. 2025 Dec 6;9:4. doi: 10.1038/s42003-025-09225-y
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | All data collection was based on Illumina sequencing of DNA and RNA libraries from canine thyroid tumor and matched normal tissues. In addition, we downloaded RNAseq fastq files of normal thyroid tissues from an open-access dog epigenomic resource, BarkBase ( <a href="https://barkbase.org/">https://barkbase.org/</a> , BioProject PRJNA396033).                                  |
| Data analysis   | The Bioinformatic pipelines used in this study can be accessed here: <a href="https://github.com/sdas1425/Canine_ThyroidCarcinoma_Omics_Pipeline.git">https://github.com/sdas1425/Canine_ThyroidCarcinoma_Omics_Pipeline.git</a> . In addition, we have provided all the custom codes, input and output files to replicate amino acid position mapping method (Supplementary Software 1). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw fastq files for WES have been submitted to SRA database under BioProject number: PRJNA1222422. The RNAseq fastq files have been submitted to GEO database under accession number: GSE289443.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <input type="text" value="The cohort was determined based on cases submitted to the CSU FACC Biorepository by the time of study initiation (2019)."/>                                                                                          |
| Data exclusions | <input type="text" value="Dogs with metastasis at time of diagnosis were excluded from progression free interval analysis because they had gross spread of disease and would alter the interval from dogs without disease spread."/>           |
| Replication     | <input type="text" value="Singular specimens were available for initial analysis and all material was used, prohibiting replication."/>                                                                                                        |
| Randomization   | <input type="text" value="Dogs were included in the study if they had naturally-occurring thyroid carcinoma and underwent surgical excision with specimen collection for the CSU FACC Biorepository by the time of study initiation (2019)."/> |
| Blinding        | <input type="text" value="Pathologists (SNS, DPR) were blinded to patient information and sequencing results."/>                                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involvement in the study                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involvement in the study                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Calcitonin (Abcam, ab8553; 1:200 dilution)<br>HER2 (Dako, A0485; 1:400 dilution)                                                                                                                                                                                                                                                               |
| Validation      | Calcitonin: validated based on immunoreactivity in canine thyroid (normal and carcinoma) tissue specimens - personal communication with Kansas State Veterinary Diagnostic Laboratory<br>HER2: previously validated on canine cells/tissue ( <a href="https://doi.org/10.1177/0300985818817024">https://doi.org/10.1177/0300985818817024</a> ) |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                   |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | N/A                                                                                                                                                                                                                                                                                               |
| Wild animals            | N/A                                                                                                                                                                                                                                                                                               |
| Reporting on sex        | Sex of dogs was captured in the clinicopathologic data and included in pathological, sequencing, and survival analyses.                                                                                                                                                                           |
| Field-collected samples | N/A                                                                                                                                                                                                                                                                                               |
| Ethics oversight        | Dogs were pets and resided with their owners. Their tumor samples were archived during clinical treatment by the Flint Animal Cancer Center Biorepository with owner consent, and the Colorado State University Institutional Animal Care and Use Committee protocol (KP 652) approved the study. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

How the deposited data were processed for this re-analysis (not part of the article)

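RNA was sequenced from 30 canine thyroid carcinomas, 25 FTC and 5 MTC. The group of each tumor, its histologic pattern, differentiation, IHC scores and mutational burden were taken from Supplementary Data 1, matched by tumor name. The authors prepared total RNA libraries with ribosomal RNA removed, mapped the paired-end reads to CanFam3.1 with STAR and its gene counting, and deposited the raw count of reads per Ensembl gene and tumor in one table. Which strand setting of the counting was deposited is not named in the paper's text. The table held 30424 genes, 15780 with a gene symbol (51.9%) and 14644 without, and 17 symbols were given to more than 1 gene. It held 0 columns that belong to no tumor. Genes are named by the symbol in the table. Neighbouring genes were ordered with a table of the UU_Cfam_GSD_1.0 assembly, matched by symbol for 13283 genes, from which no coordinates were used.

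Between 12288945 and 45148677 reads per tumor were counted on genes. The floor of a count was set at 3 counts, the upper limit that a count of 0 allows, and covers counting error only. Reads were not counted by molecular identifiers. Spearman's correlation between tumors over all genes ranged from 0.797 to 0.959, and 0 pairs of tumors had identical counts. A check of the recorded sex against X- and Y-linked transcripts was not made, because those genes were not analysed here.

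Expression levels are log2 of the count divided by the tumor's median-of-ratios size factor, plus 1, with size factors over the 15611 genes with a count in all 30 tumors. Differential expression between 24 FTC and 5 MTC was tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood test) over genes with at least 10 counts in at least 5 tumors, with Benjamini-Hochberg adjustment. Genes with an adjusted p below 0.05 and a log2 fold change beyond 2 in either direction were called, the limits of the paper. The standard error given with an edgeR log2 fold change is its absolute value divided by the square root of the F statistic. It thus restates the test and is no separate estimate of precision. This gave 812 genes higher in FTC and 1394 higher in MTC. DESeq2 1.42.0, in another version the paper's tool, was run as an alternative, and an adjusted p that it gave as NA (188 genes) stayed out of its calls. TC1088 was left out of this comparison as in the paper and included as an alternative. Other analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and the figures matplotlib 3.10.9.

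Differences in mean level were tested with two-sided exact permutation tests, over 142506 splits for 25 against 5 tumors. Kruskal-Wallis statistics and correlations were tested with 100000 permutations. Correlations of most named genes are given as Pearson's r and Spearman's rho, and r again without the 2 tumors farthest from the median. Others are given as Spearman's rho alone, among them those of ranks centred within groups, those adjusted for other variables, those of the C-cell list with CALCA, and those of genes named only for a high or low rho. Correlations of all genes with the score or with ERBB2 were Spearman's rho over the 18711 genes passing the count filter over 30 tumors. TDS was computed over 14 of its 16 genes. MPAS was computed over its 10 genes. The ERK score and the single-sample gene set scores were not computed, the gene set enrichment and UMAP were not repeated, and the normal thyroid samples, the copy number calls of ERBB2 and the variant calling were not used here beyond the carriers the paper names. NKX2-1, FOXE1, ARTN and CHGA were not analysed here. Results of some other genes and gene sets are not reported here.

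The named genes were fixed by a rule before the data were examined. They are every gene the paper names in a statement, figure or legend about transcript levels in these tumors, the 10 genes with the largest positive and the 10 with the largest negative log2 fold change among calls without overlap between groups, with a symbol and a median normalized count of at least 100 in the higher group, and the 5 highest and 5 lowest genes by rho with the score and with ERBB2. Genes named outside this rule were chosen after their values were seen, among them PTH, GCM2, CASR, CDK4, CALCR, the muscle genes and the neighbours of ERBB2. Marker lists for C cells, follicular cells, parathyroid and skeletal muscle were written before the data were examined. Further lists set at that time were not used for a test.

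The alternatives set before the data were examined were DESeq2, DESeq2's size factors in the edgeR test, no count filter, a stricter count filter, all 25 FTC, leaving out each MTC in turn, no fold change limit, a test against a fold change limit (glmTreat), TMM-scaled counts in place of size factors, a pseudocount of 8 in place of 1, leaving out TC1088, z-scored values, FTC alone, and other correlation coefficients. Leaving out TC538, the tumor with the smallest size factor, and correlating counts without the log were added after seeing the data. The edgeR test was tested on simulated counts with known changes, of which it recovered 181 of 198 (91.4%) with 4 false calls over 18464 genes, and DESeq2 recovered 189 (95.5%) with 27 false calls. The correlation across genes recovered 200 of 200 simulated relations with 21 false calls over 30424 genes. All simulated changes lay beyond the fold change limit of a call. The simulated relations were strong, and the genes were otherwise independent of each other. These checks therefore say little about smaller changes, weaker correlations or genes that share an axis of variation. The exact permutation test gave a p below 0.05 for 13 of 200 simulated genes without a difference.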

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

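All tests of explanations in this part were chosen after the values they concern had been seen.

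The CALCA level of TC2289 was 6.94 (95 counts), against 18.13 ± 1.07 (SD, n = 4) in the other 4 MTC, a gap large enough for Dixon's test to set TC2289 apart. Of 27 groups of tumors checked in this way, 1 had such a tumor, and chance gives 1.35. The paper lists TC2289 as positive for calcitonin by IHC. A mislabelled sample is argued against by the other genes of MTC. Of 1273 genes called higher in MTC in the fit without TC2289, 743 (58.4%) lay above all 24 FTC in TC2289, and the same share was 57.9% to 79.2% for the other 4 MTC. A lower share of C-cell tumor cells is argued against by the 6 genes of the C-cell list other than CALCA and CALCB, whose median difference from the other 4 MTC was -0.037 on the log2 scale, against -11.19 for CALCA. The lowest of them was GFRA4 at -3.85, which had 4 to 13927 counts in the other 4 MTC, and the highest was SCG2 at 1.71.

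In the same tumor, 97178 counts fell on CRSP-2, a paralog of CALCA that the paper does not discuss. Its level was 16.93, against 14.94 ± 1.81 (SD, n = 4) in the other 4 MTC, where it was counted 10056 to 132936 times. That level was 0.126 log2 units above the lowest CALCA level of the other 4 MTC. Reads of CALCA counted on CRSP-2 and expression of CRSP-2 itself therefore cannot be told apart in this tumor, as CRSP-2 has enough counts for either and only 1 tumor is concerned. CALCR, the gene of the calcitonin receptor, had 1532 counts in TC2289, at most 8 in the other MTC and at most 11 in FTC. TC2289 was also the MTC without the CALCB variant that the paper reports. A difference between this tumor and the others in the regulation or the sequence of CALCA stays open and was not tested, and a variant against the reference that keeps CALCA reads from mapping was not tested either. The values are those of 1 tumor, and reads shared among the members of this gene family make each count uncertain.

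PTH, which the paper does not discuss, had a level of 14.80 (25445 counts) in TC2288. The next highest FTC had a level of 3.98 and the highest MTC one of 8.29. A candidate explanation is parathyroid tissue in the sample. Of the 5 genes of the parathyroid list, GCM2 and CASR had a low median in FTC, and 2 of these 2 had their highest FTC level in TC2288, at 7.65 and 9.38. GCM2 was highest there among all 30 tumors, while CASR reached 15.48 in MTC. TBX1, which other FTC also express, ranked 8 among FTC in TC2288. Expression of PTH by the tumor cells themselves was not tested and stays open.

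CDK4, which the paper's text names for its variants, had a level of 15.15 in TC640 and of 14.20 in TC22, and no other tumor was above 12.02. Its neighbours in the gene order of UU_Cfam_GSD_1.0 were examined together with those of MDM2, 8 genes on each side of each. The median z of these 32 genes was 2.77 in TC640, where 19 of them had their highest level of the 30 tumors, and 2.11 in TC22, where 4 did. A median as high was found for 0% of 10000 random pairs of windows in TC640 and for 0% in TC22. The next highest tumor, TC538, had a median of 0.79. More copies of this region may therefore lie behind both. In TC640 the 8 genes beyond OS9 on the side of CDK4 had a median z of 4.48 and the 8 genes on its other side one of -0.58, so the raised genes lay on one side of OS9, a partner of the MDM2-OS9 fusion that the paper reports for this tumor. In TC22 these medians were 2.67 and 0.62, and OS9 itself had a z of 4.46. Copy number was not analysed here. The windows around OS9, CDK4, MDM2, GNAS, EBF2, DCBLD2, ERBB2 and GAR1 were looked at before these were chosen. The 16 genes beside EBF2 had a median z of 0.41 in TC1088, which 22.99% of 10000 random windows reached, and the 16 beside DCBLD2 one of 0.15 in TC2089, which 36.24% reached. A gene programme that raises neighbouring genes without more copies was not tested.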

How the results depend on the processing

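The alternatives in this part were set before the data were examined, except leaving out TC538 and correlating counts without the log, which were chosen after seeing the data.

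Over 113 comparisons of a main result with an alternative, 100 were taken as the same, 2 became weaker and 11 moved. For a test, the same means that direction and side of the threshold were kept. Counts of genes have no such threshold, and the results that moved were all such counts. A count taken as the same could still change, as from 1394 to 939 genes higher in MTC with the stricter count filter. Over all results and alternatives, 1513 in number, 1451 stayed the same, 34 became weaker, 12 stronger, 5 reversed and 11 moved.

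Without a count filter, 2967 genes were called higher in MTC (1394 with the filter) and 24.8% of the calls were higher in FTC, against 36.8% with it. The edgeR test then covered 28918 genes. With at least 10 counts required in every tumor of a group, 462 genes were called higher in FTC, 450 of them among the calls of the main filter, over 14097 genes tested. With no limit on the fold change, 1524 and 2557 genes had an adjusted p below 0.05 in FTC and MTC. These changes follow from the number of genes tested and the limit itself. DESeq2 raised the share higher in FTC to 43.8% and shared 807 of its FTC calls and 1326 of its MTC calls with edgeR. Leaving out each MTC in turn gave 630 to 979 genes higher in FTC and 1186 to 1332 higher in MTC.

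The Kruskal-Wallis statistic of the thyroid differentiation score was 2.08 in FTC alone, which hold none of the poorly differentiated tumors. The genes that rose and fell with the score in FTC, 131 and 80, became 57 and 46 without TC1088, 71 and 33 with z-scored values and 81 and 53 without a count filter. The genes that rose and fell with ERBB2, 2057 and 2251, became 1390 and 1438 without TC538, and 2819 and 2397 with TMM-scaled counts. The cause of these changes was not tested, apart from the larger number of genes, 28631, that enters without a filter. The MEN1 difference ranged from -1.66 to -0.94 when each carrier was left out in turn, and without TC1593 its exact p was 0.0652, with 2 carriers left.

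Among named genes, ETV4 reversed. Its log2 fold change was -0.15 in the main edgeR test, 0.33 with TC1088 and between -0.45 and 0.48 when each MTC was left out, the highest without TC1601. DUSP4 had a log2 fold change of -0.93, and between -1.23 and 1.27 in those fits, the highest again without TC1601. The r of GAB2 with RET in FTC was 0.15 on the log2 scale and -0.0635 on counts without the log. The cause of these reversals was not tested.

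Of 924 log2 fold changes of named genes under the alternatives, 892 stayed the same, 22 became weaker and 6 stronger. These labels do not take the fold change limit of a call into account. MYC (-1.41 without TC2289), INSR (-1.13 without TC1936) and AKT2 (lowest 1.77) fell short of that limit and still count as the same. Calls lost by leaving out 1 MTC include SMO and CYP19A1 (TC1020), GREM1 (TC1473) and CTNND2 (TC1936), and CYP19A1 was also lost without TC2289. TG was called at a log2 fold change of 4.58, with an edgeR adjusted p of 0.0405 that ranged from 0.00029 to 0.09 over its alternatives, and the call was lost in 4 of the 5 fits without one MTC. For DIO2 the log2 fold change of -3.31 was -1.05 without TC1936. Clustering placed every tumor on the branch of its group under all 5 alternatives, and the 120 correlations with ERBB2 of named genes stayed the same.

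Recomputing the score without NKX2-1 was not run, since the score here holds 14 genes without it. No paired analysis was possible because no tumor of one group is paired with a tumor of the other. GDNF, NRTN and PSPN were too low in counts, at most 17 in any tumor, to pass the count filter of the edgeR test. With 5 MTC no correlation within MTC was computed.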

Differences from the paper's values

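Among the settings named in this part, counts without the log were chosen after the values had been seen.

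For the Kruskal-Wallis test of the thyroid differentiation score over 3 categories of differentiation, the paper's p is 0.01. The value here was 0.00441, from permutations and over 14 of the 16 genes of the score. A chi-square p of the same statistic was not computed, so a difference in the kind of p was not ruled out. Of the alternatives set before the data were examined, z-scored values brought the p within 1.5 times the paper's, at 0.007. TMM-scaled counts (0.00369), a pseudocount of 8 (0.00548), leaving out TC1088 (0.00341) and FTC alone (0.159) did not.

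The paper's count of genes up-regulated in T1/FTC is 1348. Here 8.1e2 genes were called higher in FTC, the 2206 called less the 1394 higher in MTC. Of the alternatives set before the data were examined, DESeq2 (1050), no count filter (977), leaving out TC1601 (979) and no fold change limit (1524) gave a count within 1.5 times the paper's. DESeq2's size factors in the edgeR test (809), the stricter count filter (462), all 25 FTC (768), the test against a fold change limit (573) and leaving out any of the other 4 MTC (630 to 713) did not. The paper states 1348 genes for T1/FTC and 1050 for T2/MTC. With DESeq2, 1050 genes were called higher in FTC and 1348 higher in MTC, the same numbers with the groups exchanged. For 20 genes of the paper's supplement, DESeq2's log2 fold change here differed from the paper's by at most 0.00017. All 20 were negative, which is higher in MTC here and in the paper's volcano plot. These values argue for counts exchanged between the groups in the paper's text. The counts set against 1348 above would then have 1050 as their reference.

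For RET over all 30 tumors, the paper's Pearson's r is about 0.65 for IRS2 and about 0.68 for GDF15 in Fig. 4E, read by eye. On the log2 scale the values here were 0.23 and 0.40, and none of the alternatives set before the data were examined closed the gap. TMM-scaled counts gave 0.22 for IRS2 and 0.40 for GDF15, a pseudocount of 8 gave 0.24 and 0.46, leaving out TC1088 gave 0.24 and 0.41, and Spearman's rho was 0.13 and 0.24. On normalized counts without the log, a setting chosen after seeing the values among 5 variants tried, the r was 0.65 for IRS2 and 0.68 for GDF15. FTC and MTC are separate clusters in RET, so these pooled values compare scales only.

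The paper's depth is 51.9 M to 116.3 M paired-end reads per sample. The counts on genes came to 12.3 M and 45.1 M for the lowest and highest tumor here, a different quantity from reads sequenced, and no alternative was set for it.

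The paper's volcano plot labels 17 genes for FTC, of which 12 were called. IGF2BP2 (log2 fold change 2.93, edgeR adjusted p = 0.129), SFRP1 (2.64, adjusted p = 0.119), VTCN1 (3.31, adjusted p = 0.0836), GRM3 (4.01, adjusted p = 0.135) and SLC34A2 (3.00, adjusted p = 0.169) were not. DESeq2 calls all 5, with adjusted p of 0.0171, 0.019, 0.00445, 0.0201 and 0.0408, the lowest over their alternatives, against highest edgeR values of 0.239, 0.22, 0.177, 0.238 and 0.297. All 17 genes labelled for MTC were called.

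The paper states that IRS2 and GAB1 are up-regulated in MTC. The log2 fold change of IRS2 was -1.23 (edgeR adjusted p = 0.0731), with adjusted p from 0.0228, without TC1473, to 0.455 over its alternatives, and that of GAB1 was -1.29 (edgeR adjusted p = 0.000965, 0.000175 to 0.016 over its alternatives), higher in MTC but short of the fold change limit. It states that PIK3CA and PDPK1 are up-regulated in FTC. Their edgeR adjusted p was 0.436 for PIK3CA (0.2 to 0.665 over its alternatives) and 0.155 for PDPK1 (0.0622 to 0.333), while the level of PDPK1 was 0.40 higher in FTC (exact permutation test, p = 0.0236, adjusted p = 0.029 over 16 genes).

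The paper groups TC2289 with the tumors of high calcitonin transcripts in the T2/MTC cluster, and its CALCA level here was 6.94. It lists the GNAS fusions of 3 tumors among fusions associated with elevated transcripts, and then gives elevated GNAS for TC2289 and TC1241. Here TC1241 ranked 1 and TC2289 ranked 2 of 30 for GNAS, and the other carriers, TC2402 and TC1593, ranked 16 and 25. It states higher TG in tumors with a TG fusion, and TC1953, a fusion carrier, ranked 16 of the 25 FTC.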

Other observations

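The splits of the tumors, the adjustments for a principal component and the adjustment for library quality were set as tests before their results were seen, and the other tests in this part were chosen after the results they concern had been seen.

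The number of genes called between FTC and MTC was set against other splits of the same 29 tumors into 24 and 5. In 1 of 100 splits, the real one, as many genes were called.

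In FTC, ERBB2 was correlated with a large share of all genes, and 22.5% of the genes tested had an absolute rho above 0.5. The first principal component of the 25 FTC held 20.2% of the variance and had a rho of 0.68 with ERBB2 (permutation test, p = 0.00032). The median absolute rho of the 10 pathway genes that the paper names with ERBB2 was 0.617. It was 0.631 after adjustment for the share of the top 10 genes and the number of genes detected. These measures had a rho of -0.19 and -0.11 with ERBB2, so this adjustment could change little. Library quality in other respects was not tested and stays open. After adjustment for the first principal component the median absolute rho was 0.175, with a range of 0.006 to 0.683 over the 10 genes. This suggests that most of these correlations follow an axis of variation shared by many genes, and what that axis is, technical or biological, was not tested.

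The genes beside ERBB2 may follow it for a reason of their own. After the same adjustment, the median rho of its 16 neighbours in the gene order of UU_Cfam_GSD_1.0 was 0.39, which 0.11% of 10000 random windows reached. The partial rho was 0.88 for GRB7, 0.81 for PSMD3, 0.78 for MIEN1, 0.78 for PGAP3 and 0.77 for STARD3. A property of the region, such as its number of copies, is a candidate explanation. The copy number of ERBB2 was not used here, and shared regulation of neighbouring genes was not tested.

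The correlations of KIT, CHEK1, PTPRK and ADM2 with the thyroid differentiation score did not follow the first principal component of the FTC. Their median absolute rho was 0.802 before and 0.803 after adjustment for it, which argues against that axis as the cause. The score had a rho of 0.705 with the share of counts in the top 10 genes, and with that share and the number of genes detected held fixed the median was 0.675. TG belongs to the score and can make up much of that share, at 16.7% of counts in TC1869 and 13.7% in TC627. In TC538, by contrast, the share was 37.0% with TG at 1.81%. This adjustment may thus remove part of the score itself, so the lower median is no measure of library quality.

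The CALCA level differed widely among the IHC-negative FTC. C cells in the sample are a candidate explanation for some of them, since the median rho of the other genes of the C-cell list with CALCA over the 25 FTC was 0.43. Of 7 genes tested, SCG2 had a rho of 0.72 (permutation test, p = 0.0001), CALCB one of 0.52 (p = 0.00783) and GFRA4 one of 0.47 (p = 0.0176). For CHGB (0.39), RET (0.21) and SYP (-0.14) the p was above 0.05. Single tumors differed. TC22 and TC1213, with 10889 and 2379 counts of CALCA, had 573 and 92 of CALCB and 573 and 100 of SCG2. TC812, the FTC with the second highest CALCA level (4296 counts), had 0 counts of CALCB, 9 of SCG2 and 16 of RET, and TC2402 (474 counts of CALCA) had 0 of CALCB and 0 of SCG2, so the source of CALCA in these tumors stays open. Normal C cells and tumor cells that express these genes were not told apart by this test.

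TC1601 had the highest thyroid differentiation score, ERBB2 level and TG share of the 5 MTC. Follicular cells in the sample may contribute. With their share set from TG, at 35.4% of the median FTC level, 4 genes of the follicular list that were low in the other MTC lay at a median of -0.92 log2 units from the level that share needs. IYD was the lowest, at -2.63, and TSHR the highest, at 0.85. SLC26A4 was not low in the other MTC and was not used. A tumor with mixed differentiation would give the same values and was not tested.

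The low thyroid differentiation score of TC1088 was not accompanied by fewer detected genes. The number of genes with at least 10 counts in TC1088 had a z of -0.0319 among FTC, which argues against library quality. No biological explanation was tested, as NKX2-1 was not analysed here.

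Skeletal muscle genes were high in TC2089 and TC2402. For 4 of the 7 genes of the muscle list, CKM, MYH2, MYLPF and TNNT3, these tumors were the highest of the 30. The counts were low, at 838 and 548 for MYH2. For ACTA1, MYH1 and MYH7 other tumors ranked between or above them, so muscle in the sample and other sources cannot be told apart for these tumors.

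For GNAS in TC1241 and TC2289, more copies of the region were tested through the neighbouring genes. Their median z, averaged over the 2 tumors, was 0.31, which 16.66% of 10000 random windows reached, and 7 of the 32 values were the highest of the 30 tumors. More copies of a short stretch and regulation of GNAS itself cannot be told apart on these values.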
